# Inflammatory Signals Induce AT2 Cell-Derived Damage-Associated Transient Progenitors that Mediate Alveolar Regeneration

**DOI:** 10.1016/j.stem.2020.06.020

**Published:** 2020-09-03

**Authors:** Jinwook Choi, Jong-Eun Park, Georgia Tsagkogeorga, Motoko Yanagita, Bon-Kyoung Koo, Namshik Han, Joo-Hyeon Lee

**Keywords:** lung stem cells, regeneration, lineage differentiation, inflammation, stem cell niche, IL-1R1 and IL-1β, damage-associated transient progenitors, stem cell fate

## Abstract

Tissue regeneration is a multi-step process mediated by diverse cellular hierarchies and states that are also implicated in tissue dysfunction and pathogenesis. Here we leveraged single-cell RNA sequencing in combination with *in vivo* lineage tracing and organoid models to finely map the trajectories of alveolar-lineage cells during injury repair and lung regeneration. We identified a distinct AT2-lineage population, damage-associated transient progenitors (DATPs), that arises during alveolar regeneration. We found that interstitial macrophage-derived IL-1β primes a subset of AT2 cells expressing *Il1r1* for conversion into DATPs via a *HIF1α*-mediated glycolysis pathway, which is required for mature AT1 cell differentiation. Importantly, chronic inflammation mediated by IL-1β prevents AT1 differentiation, leading to aberrant accumulation of DATPs and impaired alveolar regeneration. Together, this stepwise mapping to cell fate transitions shows how an inflammatory niche controls alveolar regeneration by controlling stem cell fate and behavior.

## Highlights

• Injury-induced IL-1β signaling promotes differentiation of AT2 cells into AT1 cells
• AT2 cells differentiate into AT1 cells via cell states of primed AT2 and DATPs
• HIF1α signaling controls AT2-DAPT conversion and is essential for AT1 differentiation
• Chronic inflammation impairs maturation of AT1 cells

## Introduction

Maintenance of tissue homeostasis and repair following injury relies on the function of adult stem cells (Hogan et al., 2014; Li and Clevers, 2010; Wagers and Weissman, 2004). In the lungs, barrier integrity of the epithelium is essential for protection against infection and efficient gas exchange. Lung tissue has slow cell turnover at steady state but harbors region-specific stem cells that quickly mobilize after tissue injury to replenish the epithelium (Hogan et al., 2014). In the alveoli, alveolar type 2 (AT2) cells maintain lung homeostasis and enable regeneration after injury by proliferating and differentiating into new alveolar type 1 (AT1) cells specialized for gas exchange (Adamson and Bowden, 1974; Barkauskas et al., 2013; Rock et al., 2011). Given the importance of AT2 cells, their self-renewal and differentiation must be tightly coordinated to maintain tissue integrity and efficient repair. Disruption of this balance can lead to life-threatening lung diseases (Hogan et al., 2014; Kotton and Morrisey, 2014). Recent studies have begun to suggest signaling pathways involved in regulation of proliferation and differentiation of AT2 cells (Finn et al., 2019; Riemondy et al., 2019). However, it remains unclear which factors driven by injury trigger activation of quiescent AT2 cells to differentiate toward the AT1 cell fate and which differentiation trajectory they follow during lung regeneration.

Tissue repair is a complex process that involves dynamic crosstalk between stem cells and their respective niches. Physiological insults, such as a viral infection, are well known to instigate inflammation by triggering activation or recruitment of immune cells to the affected tissue site (Medzhitov, 2008). In solid tissues, diverse immune cells of innate or adaptive immunity are even integral components of the niche, where they contribute to immune defense against infection and can sense environmental stimuli (Naik et al., 2018). Beyond the ability to clear pathogens, recent studies highlight how restoration of barrier integrity in epithelial organs such as the skin, gut, and lung after destruction is critically dependent on the immune system (Hsu et al., 2014; Klose and Artis, 2016; Lindemans et al., 2015; Naik et al., 2017). Lung epithelium is especially vulnerable to injury because its surface is exposed to the external environment. In line with this, immune cells have been reported to be involved in lung homeostasis and restoration (Chen et al., 2012; Lechner et al., 2017; Westphalen et al., 2014). Recent advances have increased our insight into the critical role of paracrine niche-generated signals as key modulators of stem cell behaviors. In the distal lung, Pdgfra^+^ mesenchymal cells and vascular endothelial cells have been identified as supportive niche cells (Barkauskas et al., 2013; Lee et al., 2014). More recently, mesenchymal cell subtypes, including Wnt-responding and Wnt-producing fibroblasts, have been suggested to regulate stem cell properties and the cellular identity of AT2 cells (Lee et al., 2017; Nabhan et al., 2018; Zepp et al., 2017). However, our knowledge regarding the specific crosstalk between inflammatory cells and AT2 cells in regeneration remains limited. In particular, a fundamental question still to be investigated is how chronic inflammation affects tissue destruction because it is likely caused by impaired stem cell function or regeneration process after injury, processes that are poorly understood.

Here we set out to identify the lineage trajectory from AT2 toward AT1 cells during alveolar regeneration after injury. Single-cell RNA sequencing (scRNA-seq) analysis of *in vivo* AT2 lineage-labeled cells and *ex vivo* AT2 cell-derived organoids allowed us to delineate a precise differentiation trajectory in which AT2 cells adopt a “priming” state followed by transition into damage-associated transition progenitors (DATPs) prior to conversion into terminally differentiated AT1 cells. Importantly, we demonstrate that inflammatory niches driven by IL-1β and Hif1α signaling pathways orchestrate the regeneration process by triggering state-specific differentiation programs of AT2-lineage cells. Overall, our study reveals essential functions of inflammation in alveolar regeneration, providing new insights into how chronic inflammation impairs tissue restoration and leads to lung diseases.

## Results

### Reprograming of AT2 Cells during Alveolar Regeneration after Tissue Injury

To define molecular identities and states of AT2-lineage cells responding to injury and undergoing regeneration, we treated AT2 reporter mice (*SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^) with tamoxifen, exposed them to PBS (control, homeostasis) or bleomycin (injury), and isolated lineage-labeled cells for scRNA-seq analysis on day 14 (acute injury) or 28 (resolution of injury) (Figure 1A; Figure S1A). Based on the expression of canonical AT1 and AT2 cell markers, we uncovered five distinct cell populations (Figure 1B; Figure S1B). Distribution of each cluster across time points allowed us to assess how AT2 cells changed during injury response and repair (Figure 1C).

**Figure 1:**
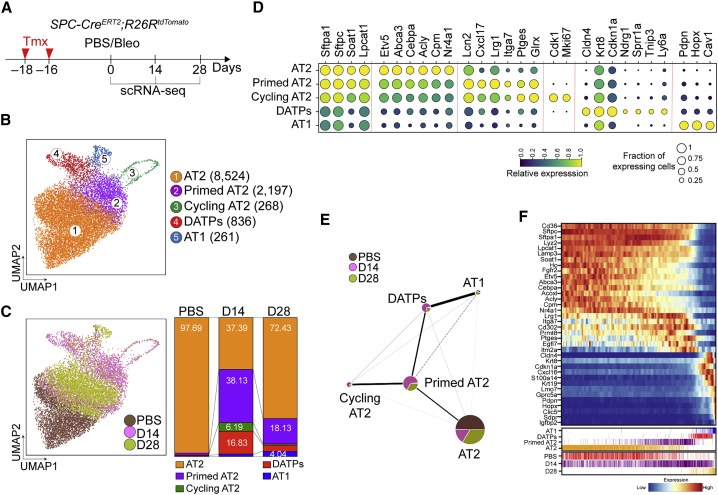
scRNA-Seq Reveals a Dynamic Lineage Trajectory from AT2 Cells to AT1 Cells during Alveolar Regeneration after Injury (A) Schematic of the experimental design for *SPC* lineage-labeled single cell isolation at the indicated time points after bleomycin injury. (B) Clusters of *SPC* lineage-labeled alveolar cells (12,086) from 10xGenomics 3′ single-cell RNA sequencing (scRNA-seq) analysis visualized by UMAP and assigned specific colors. The number of cells in the individual cluster is depicted. (C) Distribution of each cluster across the indicated time points after injury. (D) Gene expression of key markers in each distinctive cluster. (E) Network topology among clusters from single-cell data, revealed by partition-based graph abstraction (PAGA). Colors indicate the proportion of each cluster by time point. Each node in the PAGA graph represents a cluster, and the weight of the lines represents the statistical measure of connectivity between clusters. (F) Heatmap of gene expression profiles according to pseudotime trajectory. The lower color bars indicate cell types (top) and actual time (bottom). See also Figure S1.

As expected, lineage-labeled cells in uninjured mice comprised mainly AT2 cells (cluster 1) expressing canonical AT2 markers, such as surfactant proteins (*Sftpc* and *Sftpa1*) (Figures 1C and 1D). On day 14 after injury, three additional distinct populations had emerged, whereas this AT2 cluster had become dramatically reduced (Figures 1C and 1D). Approximately 6% of lineage-labeled cells expressed cell cycle markers such as *Cdk1*, *Mki67*, and *Cenpa*, corresponding to cycling AT2 (cAT2) cells (cluster 3) (Figure 1D; Figure S1C). A second AT2-like state was highly prominent at this stage (cluster 2). This cluster showed similar expression levels of canonical AT2 markers, including *Sftpc*, but lower expression of genes that are involved in the lipid metabolism shown in homeostatic AT2 (hAT2) cells (cluster 1), such as *Acly*, *Hmgcr*, and *Hmgcs1* (Figure 1D; Figure S1C). We also found enriched expression of genes induced by an inflammatory response, such as *Ptges*, *Lcn1*, *Orm1*, *Tmem173*, and *Ifitm2/3*, in this cluster (Figure 1D; Figure S1C; Fortier et al., 2008; Kuriakose and Kanneganti, 2018; Ligresti et al., 2012). Remarkably, essential regulators for AT2 lineage specification, such as *Etv5*, *Abca3*, and *Cebpa*, were also downregulated, suggesting that this population had lost AT2 identity (Figure 1D; Figure S1C; Martis et al., 2006; Rindler et al., 2017; Zhang et al., 2017), suggesting a primed AT2 (pAT2) state. In addition, cluster 2 cells had a transcriptional signature similar to that of cAT2 cells, with the exception of cell cycle-related genes. We also identified an uncharacterized cellular subset of cluster 4, which we named damage-associated transition progenitors (DATPs). DATPs expressed specific markers such as *Cldn4*, *Krt8*, *Ndrg1*, *Sprr1a*, and *AW112010* (Figure 1D; Figure S1C). Overall, DATPs shared features of the AT1-lineage transcription signature but showed much lower expression of canonical AT1 markers, including *Pdpn*, *Hopx*, and *Cav-1* (Figure 1D; Figure S1C). Analysis of Gene Ontology (GO) terms further revealed that DATPs were characterized by increased expression of genes associated with p53 signaling (e.g., *Trp53*, *Mdm2*, *Ccnd1*, and *Gdf15*), inhibition of proliferation (e.g., *Cdkn1a* and *Cdkn2a*), hypoxia (*Hif1a* and *Ndrg1*), and the interferon-gamma signaling pathway (e.g., *Ifngr1*, *Ly6a*/*Sca-1*, *Irf7*, and *Cxcl16*) (Figure S1D).

As expected, on day 28 post-injury, we observed substantial increases in the mature AT1 and hAT2 populations, whereas cAT2, pAT2, and DATPs were diminished, reflecting return to alveolar homeostasis after injury (Figure 1C). To better understand the differentiation paths of AT2 cells to AT1 cells during regeneration, we applied partition-based graph abstraction (PAGA; Figure 1E) and characterized transcriptional programs ordered along pseudotemporal trajectories (Figure 1F; Wolf et al., 2019). PAGA shows that AT2 and AT1 cells are connected via a trajectory that includes pAT2 cells and DATPs (Figure 1E). cAT2 cells were assigned as the population closest to pAT2 cells, suggesting that priming of naive AT2 cells prior to initiation of differentiation is closely related to a cell cycle event. After excluding cAT2 cells, pseudotime analysis showed that AT2 transitions into AT1 cells via pAT2 cells and DATPs, similar to that what we observed in PAGA (Figure 1F; Haghverdi et al., 2016). Taken together, these findings reveal a differentiation trajectory of AT2 cells toward AT1 cell fate acquisition that passes through distinct pAT2 and DATP cell states during regeneration.

### IL-1β Secreted from Interstitial Macrophages Triggers Reprogramming of AT2 Cells

Given our data showing increased expression of genes associated with the immune response signatures in pAT2 cells, we next asked whether bleomycin injury resulted in inflammation (Figure S2A). By flow cytometry analysis, we found dynamic changes in macrophage behavior across injury response and regeneration. On day 7 after injury, the number and frequency of interstitial macrophages (IMs) were increased significantly, whereas the number and frequency of alveolar macrophages (AMs) were decreased (Figures S2B–S2D). These changes were restored to homeostatic levels at day 28, indicating resolution of acute inflammation. Because macrophages localized near AT2 lineage-labeled cells during acute injury (Figure S2E), we hypothesized that macrophages may affect the behavior of lineage-labeled cells in response to injury. Importantly, 3D organoid co-cultures in which AT2 cells were cultured together with IMs in the presence of stromal cells revealed more and larger organoid formation than when they were co-cultured with AMs (Figures 2A–2C; Lee et al., 2014). To further address the contribution of macrophages in alveolar regeneration after injury, we analyzed scRNA-seq of non-lineage-labeled cells from *SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice, including immune cells, isolated in parallel with samples (PBS, day 14 and day 28 in Figure 1; Figures S2F–S2H). The expression level of *IL-1β*, which is specifically detected in macrophages, was increased on day 14 after injury and decreased to homeostatic levels on day 28 (Figures S2H and S2I). Quantitative PCR (qPCR) analysis on isolated AMs and IMs from uninjured lungs revealed that *IL-1β* is highly and specifically expressed in IMs, whereas *IL-18* is enriched in AMs, consistent with previous reports (Figure S2J; Misharin et al., 2017). Furthermore, granulocyte-macrophage colony-stimulating factor (GM-CSF) activation specifically augmented *IL-1β* expression in IMs but did not affect *IL-18* expression in AMs (Figure S2J). Notably, bleomycin injury stimulated *IL-1β* expression in IMs *in viv*o (Figure S2K). IL-1β treatment was also sufficient to increase the number and size of organoids formed by AT2 cells (Figures 2D and 2E).

**Figure 2:**
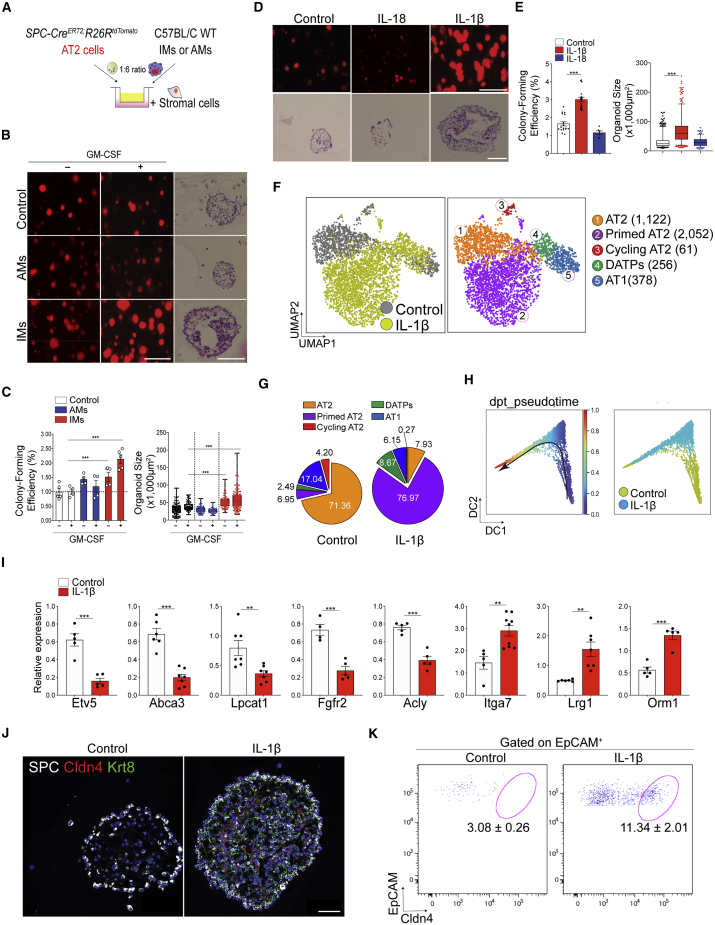
IL-1β Signaling Directly Promotes Reprogramming of AT2 Cells (A) Schematic of organoid co-culture of *SPC* lineage-labeled AT2 cells (SPC^+^Tomato^+^) with interstitial macrophages (IMs) or alveolar macrophages (AMs) isolated from wild-type lung tissue in the presence of stromal cells. See also Figure S2. (B) Representative fluorescence images (left and center) and H&E staining (right) of AT2 organoids. GM-CSF was added to activate macrophages. Scale bars, 1,000 μm (left) and 50 μm (right). (C) Statistical quantification of colony formation efficiency and size of organoids. Each individual dot represents one experiment from one mouse, and data are presented as mean and SEM. ^∗∗∗^p < 0.001. (D) Representative fluorescence images (top) and H&E staining (bottom) of primary organoids derived from *SPC* lineage-labeled AT2 cells (SPC^+^Tomato^+^) treated with vehicle (PBS), IL-1β, or IL-18. Scale bars, 1,000 μm (top) and 50 μm (bottom). (E) Quantification of colony formation efficiency and size. Data are presented as mean and SEM. (F) UMAP visualization of cell clusters from scRNA-seq analysis of epithelial cells from control (1,286 cells) or IL-1β-treated organoids (10 ng/mL, 2,584 cells). Cells were isolated on day 21 in organoid culture. Colors indicate samples and distinct cell types. The number of cells in the individual cluster is depicted. See also Figure S3. (G) The percentage of each cluster in total cells of control or IL-1β-treated organoids. (H) Diffusion map according to diffusion pseudotime (DPT, left) order colored by sample (right). (I) qPCR analysis of genes that are upregulated (*Itga7*, *Lrg1*, and *Orm1*) or downregulated (*Etv5*, *Abca3*, *Lpcat1*, *Fgfr2*, and *Acly*) in primed AT2 cells. EpCAM^+^ epithelial cells were isolated from organoids treated with PBS or IL-1β on day 6 in AT2 organoid culture. Each individual dot represents one experiment, and data are presented as mean ± SEM. ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (J) Representative immunofluorescence (IF) images showing generation of DATPs marked by Cldn4 and Krt8 expression in AT2 organoids treated with IL-1β: SPC (white), Cldn4 (red), Krt8 (green), and DAPI (blue). Scale bars, 50 μm. (K) Flow cytometry analysis of DATPs by gating with Cldn4 and EpCAM. Data are presented as mean ± SEM (n = 5). ^∗∗∗^p < 0.001.

To find out how IL-1β affects the cellular and molecular behavior of AT2 cells, we performed scRNA-seq of control and IL-1β-treated organoids. 

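Sorted SPC lineage-labeled AT2 cells were grown in Matrigel with cultured lung stromal cells, and 1 library of droplet-based scRNA-seq was made from control organoids and 1 from IL-1β-treated organoids. The dose of IL-1β is given as 10 ng/mL in the figure legend and as 20 ng/mL in the culture methods. The legend gives day 21 of culture, whereas the description of the deposited samples gives 2 weeks. The authors deposited raw counts of unique molecular identifiers (UMIs) per gene and cell, made with Cell Ranger on the GRCm38 mouse genome. The control library held 2101 cell barcodes and 33965848 UMIs, with a median of 14613 UMIs per barcode. The IL-1β library held 3066 barcodes and 41220175 UMIs, with a median of 11496.5 per barcode. The cutoffs of the methods left 2083 control and 3059 IL-1β barcodes. The scrublet rule of the methods marked 3 of these 5142 cells (0.0583%) as doublets, too few for doublets to be regarded as removed. After the clusters with stromal markers were set aside, 1285 control and 2583 IL-1β epithelial cells were left, and without the removal of doublets these counts were 1286 and 2584. Since each condition has 1 library, no p-value or standard error can be given. Cells of a library are not replicates, and the 95% intervals given with the values cover counting error only.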

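Epithelial cells were clustered with both libraries together, leaving out the genes tested at the claims, and each cluster was named here from marker genes chosen before the data were examined. The rule that turned marker levels into names was set after the clusters had been seen, so the names are those of AT2-like, pAT2-like, cAT2-like, DATP-like and AT1-like cells. Of 13 clusters, 12 took at least 95% of their cells from 1 library, and these 12 held 98.8% of the epithelial cells. A class present in 1 library alone therefore cannot be told apart from a difference between the preparations of the libraries. All 114 DATP-like control cells came from a cluster that was nearly tied between names. Its marker score was 0.167 for DATPs and 0.165 for AT1 cells. No name was given to 4 control and 78 IL-1β cells.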

Based on marker gene expression, we identified five distinctive clusters (AT2, pAT2, cAT2, DATPs, and AT1 cells) similar to those we had seen in AT2 lineage-labeled cells (Figure 2F; Figures S3A–S3C). 

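AT2-like cells made up 68.6% of the 1285 control epithelial cells (882 cells, exact Clopper-Pearson 95% interval 66.0% to 71.2%). AT1-like cells made up 17.8% (229 cells, interval 15.8% to 20.0%) and cAT2-like cells 3.04% (39 cells, interval 2.17% to 4.13%). The pAT2-like class held 17 control cells, a share of 1.32% (interval 0.773% to 2.11%).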

In control organoids, most cell types corresponded to AT2 and AT1 cells along with smaller pAT2 and DATPs clusters (Figure 2G). In contrast, IL-1β treatment increased the pAT2 fraction to ∼77%, classified by low expression of genes such as *Etv5*, *Abca3*, and *Cebpa*, suggesting that IL-1β triggers AT2 cells to enter a primed state (Figure 2G). 

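In the IL-1β library, 1794 of the 2583 epithelial cells were pAT2-like, a share of 69.5% (interval 67.6% to 71.2%). No IL-1β cell was named AT2-like, which allows a share of up to 0.116% when a count of 0 is taken to allow 3 cells (exact upper limit 0.143%). This limit covers counting error only, since the share was 26.3% with each library clustered separately and 1.82% with genes centered within libraries. The pAT2-like share was 68.1 percentage points higher in the IL-1β library than in the control library (interval 66.2 to 70.0). This difference was the one that the clustering moved most: it was -5.74 points, with a control share of 17.2% and an IL-1β share of 11.5%, when each library was clustered separately. Clusters were then named against the other cells of their own library, so a shift shared by a whole library cannot show in the names. Separate clustering also left 19.7% of control and 26.3% of IL-1β cells unnamed. Expression of Etv5, Abca3 and Cebpa was compared over AT2-like, pAT2-like and cAT2-like cells taken together, 938 in the control and 1796 in the IL-1β library. Etv5 (ENSMUSG00000013089, chromosome 16, 22381309 to 22439719) gave 288 counts per 1000000 UMIs (CPM) in control cells (exact Poisson 95% interval 280 to 297) and 88.1 in IL-1β cells (interval 84.2 to 92.2), a ratio of 0.306 (interval 0.289 to 0.323). Abca3 (ENSMUSG00000024130, chromosome 17, 24351950 to 24410201) fell from 522 to 267 CPM, a ratio of 0.510 (interval 0.493 to 0.528). Cebpa (ENSMUSG00000034957, chromosome 7, 35119293 to 35121928) changed least, from 295 to 243 CPM, a ratio of 0.822 (interval 0.789 to 0.856). All 3 genes were lower in the IL-1β cells under each of the 13 alternatives set before the data were examined. From the larger pAT2 fraction and the low expression of these genes, the paper proposes that IL-1β moves AT2 cells into a primed state. It also reports qPCR of organoids at an earlier day of culture.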

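DATP-like cells numbered 114 of the control epithelial cells, or 8.87% (interval 7.37% to 10.6%), and 331 of the IL-1β epithelial cells, or 12.8% (interval 11.5% to 14.2%). The difference was 3.94 percentage points (interval 1.83 to 5.96), and it ranged from 1.35 points with another random seed to 41.7 points at a clustering resolution of 0.5. AT1-like cells made up 14.3% of the IL-1β epithelial cells (369 cells, interval 13.0% to 15.7%).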

The DATP population was also increased by IL-1β treatment (Figure 2G). Pseudotime and PAGA analysis of the scRNA-seq data showed that IL-1β-treated organoids skew differentiation of AT2 cells toward the AT1 fate (Figure 2H; Figure S3D) by enhancing differentiation into pAT2 and DATP states similar to those of regenerating AT2 cells *in vivo* (Figures S3E and S3F). 

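Diffusion pseudotime was computed over the noncycling epithelial cells of both libraries, from the AT2-like cell with the highest AT2 markers. Its median was 0.0493 over 1246 control cells and 0.601 over 2581 IL-1β cells, a difference of 0.55. Among control cells the median was 0.0349 in AT2-like cells, 0.566 in the 17 pAT2-like cells, 0.168 in DATP-like cells and 0.731 in AT1-like cells. All 882 AT2-like cells, and so the root, were of the control library, and the 17 control pAT2-like cells lay in 3 clusters with at least 98.6% IL-1β cells. The difference of 0.55 and the value of 0.566 therefore cannot be told apart from the separation of the libraries, and neither can the order of AT2-like and pAT2-like cells. Among IL-1β cells the median was 0.600 in pAT2-like cells, 0.613 in DATP-like cells and 0.592 in AT1-like cells, so pseudotime did not order these classes. With each gene centered within its library, the difference between the medians was 0.025. In the PAGA graph, the connectivity was 0.290 between pAT2-like and DATP-like cells and 0.217 between DATP-like and AT1-like cells. It was 0.201 between AT2-like and DATP-like cells and 0.00744 between AT2-like and pAT2-like cells. With AT1-like cells it was 0.0487 for pAT2-like and 0.000518 for AT2-like cells. Each value with AT2-like cells also compares control with mostly IL-1β cells. The DATP-like and AT1-like classes each joined a mostly control and a mostly IL-1β cluster.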

To investigate whether IL-1β directly influences AT2 cell fate transitions, we examined cellular states on days 6 and 14, two key differentiation time points across organoid formation. On day 6, qPCR analysis of IL-1β-treated organoids showed an enriched transcriptional signature of pAT2-state relative to control organoids (Figure 2I). In addition, day 14 immunostaining and flow cytometry analysis of DATP markers, such as Krt8 and Cldn4, confirmed that DATPs were increased significantly in IL-1β-treated organoids (Figures 2J and 2K). These data show that IL-1β treatment in AT2 organoids recapitulates key aspects of *in vivo* lung regeneration. Taken together, our data demonstrate that an IL-1β-mediated inflammatory niche triggers AT2-mediated injury response during alveolar regeneration via differentiation programs to generate DATPs.

### DATPs Differentiate into AT1 and AT2 Cells during Alveolar Regeneration after Injury

Our scRNA-seq analysis revealed the previously unknown AT2 lineage-derived DATP population emerging during alveolar regeneration and in organoids stimulated with IL-1β. Using AT2 reporter mice (*SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^), we found that approximately 10% of AT2 lineage-labeled cells express Krt8 on 14 days after bleomycin injury, confirming that DATPs originate directly from AT2 cells (Figures 3A–3C). Importantly, neither the AT2 marker SPC nor the AT1 marker podoplanin (Pdpn) were detected in this population (Figures 3B and 3D). To further assess functional contributions of DATPs to alveolar regeneration, we established lineage reporter mice for N-Myc downstream-regulated 1 (*Ndrg1*), which is uniquely expressed in DATPs during alveolar regeneration (*Ndrg1-Cre*^*ERT2*^*;R26R*^*tdTomato*^) (Figures 1D and 3E). We did not detect any expression of *Ndrg1* in airway epithelial cells with or without injury (Figure 3F). Consistent with our scRNA-seq data, neither AT2 and AT1 cells were labeled by *Ndrg1* expression in PBS control mice (Figure 3G). However, on 9 days after bleomycin injury, *Ndrg1* lineage-labeled cells emerged with a majority of cells positive for Krt8 in the alveolar region (Figures 3H and 3I). On day 28, we found that approximately 30% of AT1 cells were lineage-labeled by *Ndrg1* with AT1 cell morphology (Figures 3J and 3K). We also confirmed the contribution of DATPs in AT1 cell generation with lineage-tracing analysis using *Krt8* reporter mice (*Krt8-Cre*^*ERT2*^*;R26R*^*tdTomato*^) (Figure S4A). Consistent with *Ndrg1* lineage-labeled cells, neither AT2 nor AT1 cells were labeled in uninjured lungs (Figure S4B). *Krt8* expression was only detected in *Cldn4*^+^ DATPs on day 9 in the alveolar region after injury but was then prominent in *Pdpn*^+^ AT1 cells on day 28 after injury (Figures S4C–S4F).

**Figure 3:**
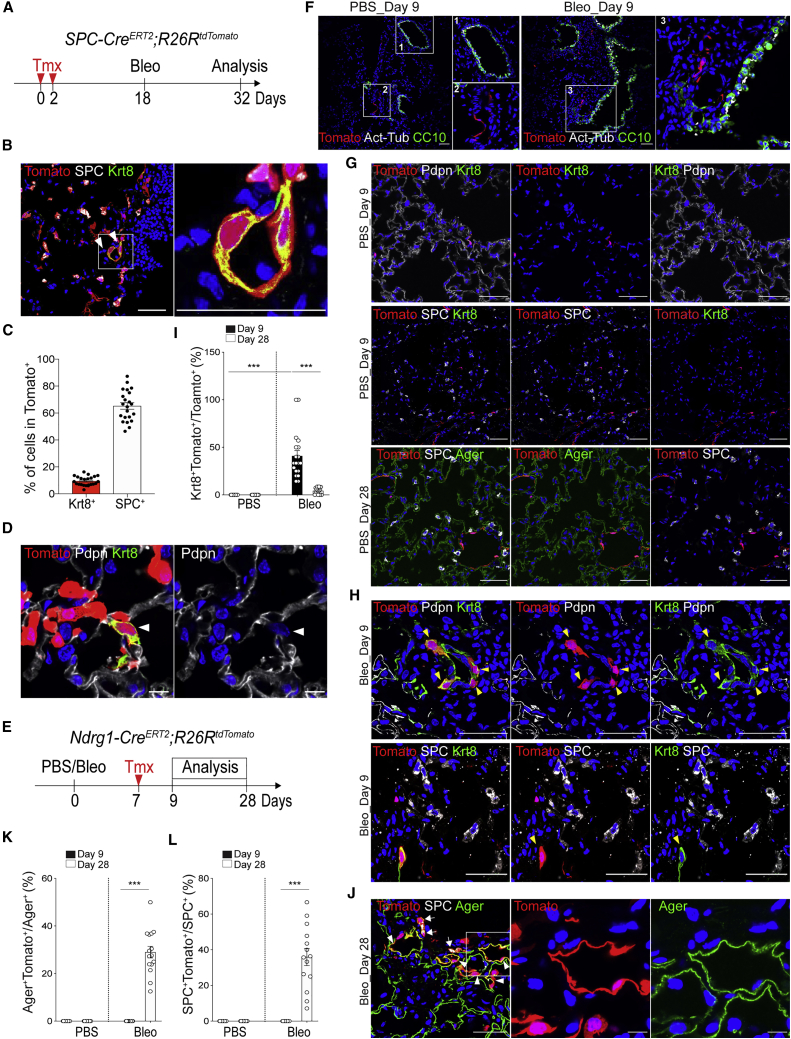
Injury Response-Specific DATPs Are Derived from AT2 Cells and Mediate AT1 Lineage Differentiation (A) Schematics of the experimental design for *SPC* lineage-tracing analysis using *SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice at the indicated time points after bleomycin injury. (B) Representative IF images showing derivation of DATPs from AT2 lineage-labeled cells on day 14 after injury: Tomato (red), SPC (white), and Krt8 (green). The insets is shown magnified on the right. Arrowheads point to lineage-labeled *Krt8*^+^DATPs that do not express the AT2 marker SPC. Scale bars, 50 μm. (C) Quantification of lineage-labeled SPC^+^ AT2 cells or *Krt8*^+^ DATPs on day 14 after injury. Each individual dot represents one section, and data are presented as mean ± SEM with three independent experiments (n = 4). (D) Representative IF images showing derivation of DATPs from AT2 lineage-labeled cells on day 14 after injury: Tomato (red) and Pdpn (white). Arrowheads point to lineage-labeled *Krt8*^+^ DATPs that do not express the AT1 marker Pdpn. Scale bars, 10 μm. (E) Experimental design for the *Ndrg1* lineage-tracing analysis using *Ndrg1-Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice after bleomycin injury. Specific time points for tamoxifen injection and analysis are indicated. (F) Representative IF images showing that airway cells are not marked by *Ndrg1* expression on day 9 after PBS (left) or bleomycin (right) treatment: Tomato (for the *Ndrg1* lineage, red), CC10 (green, secretory cells), acetylated tubulin (acetyl-tub) (white, ciliated cells), and DAPI (blue). Insets (1, 2, and 3) show high-power views. (G) Representative IF images show that *Ndrg1* expression does not label KRT8^+^ DATPs, SPC^+^ AT2 cells, or AGER^+^ AT1 cells on day 9 (top and center) and day 28 (bottom) after PBS treatment: Tomato (for the *Ndrg1* lineage, red), Pdpn (white, top), SPC (white, center and bottom), Krt8 (green, top and center), and Ager (green, bottom). Scale bars, 50 μm. (H) Representative IF images showing derivation of *Ndrg1* lineage-labeled DATPs that are negative for AT1 or AT2 markers but positive for Krt8 on day 9 after injury: Tomato (red), Pdpn (white, top), SPC (white, bottom), Krt8 (green), and DAPI (blue). Arrowheads points to lineage-labeled DATPs. Scale bars, 50 μm. (I) Statistical quantification of Krt8^+^Tomato^+^ cells at the indicated time points after PBS or bleomycin injury. Each individual dot represents one section, and data are presented as mean ± SEM (n = 2 PBS control, n = 3 for bleomycin). ^∗∗∗^p < 0.001. (J) Representative IF images showing differentiation of *Ndrg1* lineage-labeled AT1 and AT2 cells on day 28 after injury: Tomato (red), SPC (white), Ager (green), and DAPI (blue). Arrowheads point to lineage-labeled *Ager*^+^ AT1 cells, and arrows point to lineage-labeled *SPC*^+^ AT2 cells. The insets (left) are shown magnified on the right. Scale bars, 50 μm (left) and 10 μm (right). (K) Statistical quantification of lineage-labeled Ager^+^Tomato^+^ AT1 cells at the indicated time points after PBS or bleomycin injury. Each individual dot represents one section, and data are presented as mean ± SEM (n = 2 PBS control, n = 3 bleomycin). ^∗∗∗^p < 0.001. (L) Statistical quantification of lineage-labeled SPC^+^Tomato^+^ AT2 cells at the indicated time points after PBS or bleomycin injury. Each individual dot represents one section, and data are presented as mean ± SEM (n = 2 PBS control, n = 3 bleomycin). ^∗∗∗^p < 0.001. See also Figure S4.

We also observed that a significant number of *SPC*^+^ AT2 cells were lineage-labeled by *Ndrg1* and *Krt8* on day 28 after bleomycin injury (Figures 3J and 3L; Figures S4G and S4H). To confirm that DATPs possessed the capacity to dedifferentiate into AT2 cells, we isolated AT2 cells (CD31^−^CD45^−^EpCAM^+^MHCII^+^) (Hasegawa et al., 2017) from *Krt8* reporter mice and performed organoid cultures in the presence of IL-1β (Figure S4I). On day 14 in culture, we added 4-OH tamoxifen to label *Krt8*-expressing DATPs. Consistent with immunostaining for Krt8 in organoids (Figure 2J), we detected Tomato^+^ cells (*Krt8*^+^ DATPs) in the inner part of organoids, which segregated distinctly from Tomato^−^MHC class II^+^ AT2 cells, as shown by flow cytometry analysis (Figures S4J and S4K). Furthermore, *Krt8*^+^ DATPs (Tomato^+^MHCII^−^) isolated from organoids were capable of forming organoids composed of DATPs and SPC^+^ AT2 cells (Figures S4K–S4M).

### IL-1β Signaling Is Required for Cell Fate Conversion into DATPs during Alveolar Regeneration

Given that IL-1β treatment increased generation of DATPs in organoids, we next asked whether IL-1β signaling is required for differentiation into DATPs *in vivo*. To answer this question, we generated *Il1r1*^flox/flox^*;SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice to deplete *Il1r1*, a functional receptor for IL-1β, specifically in AT2 cells (Figure 4A). The proliferative activity of *Il1r1*-deficient AT2 cells was comparable with that of *Il1r1*-haplodeficient AT2 cells after injury (Figure S5A). Because IL-1β treatment increased organoid size and formation efficiency (Figures 2D and 2E), we carefully examined AT2 cell proliferation by 5-ethynyl-2’-deoxyuridine (EdU) incorporation assays at an early time point (day 4) in organoid cultures. Although IL-1β-treated organoids revealed increases in EdU incorporation rates relative to the control, notably, *Il1r1*-deficient AT2 cells also showed a similar rate of EdU incorporation, indicating that IL-1β does not directly influence AT2 cell proliferation (Figure S5B). Given the differential expression of growth factors regulating AT2 cell proliferation in IL-1β-treated stromal cells co-cultured with AT2 cells in organoids (Figures S5C–S5E), it is highly likely that IL-1β enhances AT2 cell proliferation by modulating surrounding cells rather than by direct effects on AT2 cells.

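The stromal clusters held 796 control cells with a median of 15723.5 UMIs and 475 IL-1β cells with a median of 14849 UMIs. UMIs were summed over the stromal cells of each library, 13543256 in the control and 9456134 in the IL-1β library. Of 5 growth factor and growth factor inhibitor genes that the text names for these cells, 4 (Ereg, Spp1, Hgf and Grem1) were higher and 1 (Bmp4) was lower in the IL-1β stromal cells. Each of the 5 intervals of the ratio excluded 1, and the directions were unchanged under the 13 alternatives. Subsets of stromal cells were not matched between the libraries, so a change in expression and a change in the mixture of stromal cells are not separated. From these differences, with the growth of Il1r1-deficient AT2 cells, the paper proposes that IL-1β raises AT2 cell proliferation through the surrounding cells.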

**Figure 4:**
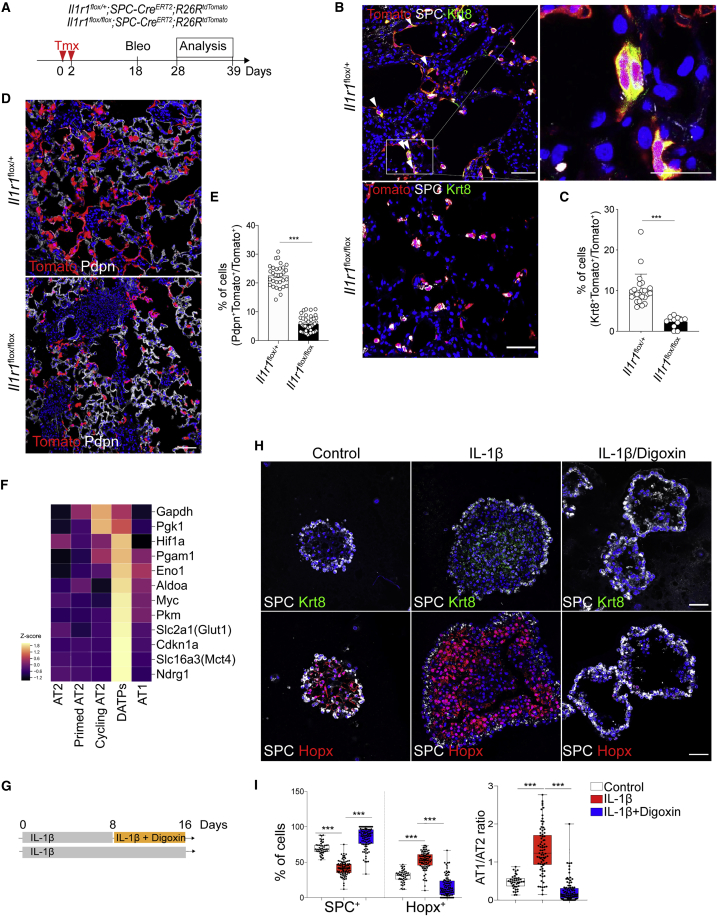
DATPs Induced by IL-1β-Driven Hif1*α* Signaling Are Essential Mediators of Alveolar Regeneration (A) Experimental design of lineage tracing of *Il1r1*-haplodeficient or deficient AT2 cells after bleomycin administration. (B) Representative IF images showing DATPs generation from *SPC* lineage-labeled cells on day 10 after injury in the indicated genotype: Tomato (for *SPC* lineage, red), SPC (white), Krt8 (green), and DAPI (blue). Scale bars, 50 μm. (C) Quantification of lineage-labeled *Krt8*^*+*^ DATPs on day 10 after injury. Each individual dot represents one section, and data are presented as mean ± SEM (n = 3). (D) Representative IF images showing AT1 cell differentiation from *SPC* lineage-labeled cells on day 21 after injury in the indicated genotype: Tomato (for *SPC* lineage, red), Pdpn (white), and DAPI (blue). Scale bar, 50 μm. See also Figure S5. (E) Quantification of lineage-labeled *Pdpn*^+^ AT1 cells on day 21 after injury. Each individual dot represents one section, and data are presented as mean ± SEM (n = 6). (F) Heatmap of the transcriptional profiles of genes that are associated with Hif1a-mediated signaling, including the glycolysis pathway, in the subset of clusters. (G) Schematic of an AT2 organoid culture treated with digoxin in the presence of IL-1β. (H) Representative IF images showing impaired generation of DATPs and the AT1 lineage in digoxin-treated organoids: SPC (white), Krt8 (top, green), Hopx (bottom, red), and DAPI (blue). Scale bars, 50 μm. See also Figure S6. (I) Quantification of the frequency of AT2 (SPC^+^) or AT1 (Hopx^+^) cells (left) and the ratio of AT1/AT2 (right). Each individual dot represents one experiment, and data are presented as mean ± SEM. ^∗∗∗^p < 0.001.

We then further analyzed cAT2 subsets (derived from AT2 lineage-labeled cells after injury; Figure 1B), which showed stepwise cell cycle transitions based on the expression of cell cycle phase-specific genes (Figure S5F). We discovered that AT2 cells acquired transcriptional signatures of pAT2 cells during transition from S to G2/M phase in the cell cycle (Figure S5G). During this transition, expression of naive AT2 cell markers, including *Abca3*, was downregulated, whereas the expression of genes associated with inflammatory response, including *Ptges*, was induced. Remarkably, *Il1r1* expression was upregulated specifically in G2/M phase (Figure S5G). Importantly, we found that *Il1r1*-deficient AT2 cells failed to differentiate into DATPs on day 10 after injury (Figures 4B and 4C). Subsequently, lineage-labeled AT1 cells were significantly decreased on day 21 after injury, indicating impaired differentiation of AT2 cells into AT1 cells in the absence of IL-1β signaling (Figures 4D and 4E). Overall, these findings suggest that IL-1β does not directly influence the proliferative properties of AT2 cells but, instead, primes AT2 cells to initiate cell fate transition into DATPs during alveolar regeneration.

### Hif1α Signaling Is Integral for DATP Cell Conversion and AT1 Differentiation

In our next set of experiments, we asked which downstream transcription factors and/or signaling molecules driven by IL-1β are required for DATP differentiation. 

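The 12 genes of Fig. 4F, Pgk1, Pkm and Slc16a3 among them, were left out of the clustering, and their CPM were ranked over the classes of each organoid library with at least 10 cells. The in vivo libraries were not analysed here. In the IL-1β library, 9 of the 12 genes were highest in DATP-like cells among 3 classes, each with an interval above that of the next class. In the control library, 4 of the 12 were highest in DATP-like cells among 5 classes, 1 of them with intervals apart. When each library was clustered separately, 0 of the 12 genes were highest in the DATP-like cells of the IL-1β library. Pgk1, Pkm, Slc16a3, Gapdh, Pgam1, Aldoa, Slc2a1 and Ndrg1 were then highest in its pAT2-like cells, and the rest in AT2-like or AT1-like cells. Under the other alternatives, between 7 and 11 of the 12 were highest in DATP-like cells of the IL-1β library. Pgk1 (ENSMUSG00000062070, chromosome X, 106187100 to 106203699) gave 62.9 CPM in IL-1β DATP-like cells (interval 54.9 to 71.8) and 25.0 in AT1-like cells, the next class. Pkm (ENSMUSG00000032294, chromosome 9, 59656368 to 59679375) gave 1014 CPM (interval 981 to 1048) against 750 in the next class, and Slc16a3 (ENSMUSG00000025161, chromosome 11, 120948480 to 120960868) gave 92.1 (interval 82.3 to 102.8) against 34.8. In control cells, Pgk1 and Pkm were highest in AT1-like cells, and Slc16a3 rested on 4 UMIs in DATP-like cells.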

Upon further analysis of our *in vivo* and *in vitro* scRNA-seq data, we discovered a unique metabolic signature with higher expression of genes involved in the glycolysis pathway, such as *Pgk1*, *Pkm*, and *Slc16a3* (Figure 4F). By measuring the extracellular acidification rate (ECAR) in organoids, we found that IL-1β enhanced glycolysis metabolism (Figures S6A and S6B). IL-1β-treated organoids also showed higher rates of glucose uptake compared with the control (Figure S6C). Notably, expression of *Hif1α*, a critical regulator of aerobic glycolysis metabolism, was enriched in DATPs (Figure 4F; Dang et al., 2008; Semenza, 2012). 

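In the IL-1β library, Hif1a (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530) gave 119 CPM in DATP-like cells (interval 108 to 131) and 124 in pAT2-like cells (interval 119 to 128), a difference not detectable at this depth. In the control library it gave 77.1 in DATP-like cells (interval 64.2 to 91.7) and was highest in the 17 pAT2-like cells, at 98.2 (interval 64.7 to 143). With Louvain clustering, and at a resolution of 2.0, Hif1a was highest in the DATP-like cells of the IL-1β library. It was highest in AT2-like cells of that library with separate clustering, and in pAT2-like cells under the 12 other alternatives.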

To determine whether Hif1α signaling is required for transition into DATPs, we treated AT2 organoids with digoxin, a potent inhibitor of Hif1α activity, in the presence of IL-1β (Figure 4G). On day 6 in culture, when higher gene signatures of pAT2 cells were detected, digoxin-treated organoids showed impaired generation of DATPs and AT1 cells (Figures 4H and 4I). We next deleted *Hif1α* specifically on AT2 cells using *Hif1α*^*flox/flox*^*;SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice (Figure S6D). Consistent with our organoid results, *Hif1α*-deficient AT2 cells failed to generate DATPs on day 10 after injury (Figures S6E and S6F). Similar to *Il1r1*-deficient AT2 cells, AT2 cells lacking *Hif1α* failed to differentiate into AT1 cells (Figures S6G and S6H). Taken together, these results demonstrate that IL-1β enhances Hif1α-mediated glycolysis metabolic changes that are integral for transition into DATPs and subsequent differentiation into AT1 cells during injury repair.

### *Il1r1*^+^AT2 Cells Are Functionally and Epigenetically Distinct Subsets that Generate DATPs by IL-1β Signals in Alveolar Regeneration

Given the importance of IL-1β signaling in alveolar regeneration, we asked whether all AT2 cells are equally capable of responding to IL-1β inflammatory signals. To answer this question, we generated *Il1r1* reporter mice (*Il1r1-Cre*^*ERT2*^*;R26R*^*tdTomato*^) and treated them with tamoxifen to lineage-trace *Il1r1*-expressing cells (Figures 5A and 5B). We found that *Il1r1* was expressed in airway ciliated cells and small subsets of mesenchyme cells in uninjured lungs (Figure 5C). Remarkably, approximately 15% of AT2 cells were lineage labeled in uninjured lungs (Figures 5D and 5E). However, bleomycin injury significantly increased the population of lineage-labeled AT2 cells up to ∼60% on day 14 after injury (Figures 5D and 5E). *Il1r1* lineage-labeled AT2 cells were also more proliferative than unlabeled AT2 cells (Figures 5F and 5G). Approximately 80% of DATPs were lineage labeled by *Il1r1*, suggesting that DATPs mainly originate from *Il1r1*^*+*^AT2 cells (Figures 5H and 5I). On day 28 after injury, lineage-labeled AT1 cells were observed clearly (Figure 5J).

**Figure 5:**
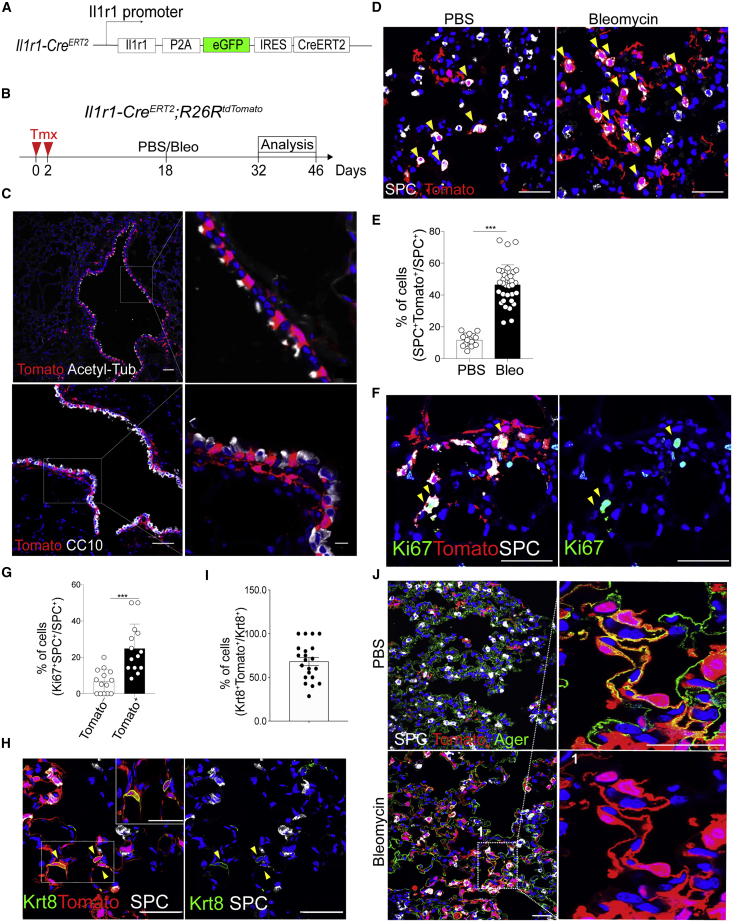
*Il1r1*^+^AT2 Cells Are Distinct Subsets that Generate DATPs during Alveolar Regeneration after Injury (A) Schematic of *Il1r1-Cre*^*ERT2*^ mice. (B) Experimental design for lineage tracing. Date for analysis are as indicated. (C) Representative IF images showing *Il1r1* lineage-labeled cells only in ciliated cells (top), not in club cells (bottom), in uninjured airways on day 14 after two doses of tamoxifen injection: Tomato (for *Il1r1* lineage, red), acetyl-tub (white), CC10 (white), and DAPI (blue). Scale bars, 50 μm. (D) Representative IF images showing *Il1r1* lineage-labeled AT2 cells in the lungs of mice treated with the control (PBS) or bleomycin on day 14 after injury: Tomato (for *Il1r1* lineage, red), SPC (white), and DAPI (blue). Arrowheads point to *Il1r1* lineage-labeled *SPC*^+^ AT2 cells. Scale bars, 50 μm. (E) Quantification of *Il1r1* lineage-labeled *SPC*^+^ AT2 cells in (C). Each individual dot represents one section, and data are presented as mean ± SEM with three independent experiments. ^∗∗∗^p < 0.001. (F) Representative IF images showing Ki67^+^ cells in lineage-labeled or unlabeled *SPC*^+^ AT2 cells on day 14 after injury: Tomato (for *Il1r1* lineage, red), SPC (white), Ki67 (green), and DAPI (blue). Arrowheads points to *Il1r1* lineage-labeled proliferating AT2 cells. Scale bars, 50 μm. (G) Quantification of Ki67^+^ AT2 cells in lineage-labeled or unlabeled SPC^+^ cells. Each individual dot represents one section, and data are presented as mean ± SEM with three independent experiments. ^∗∗∗^p < 0.001. (H) Representative IF images showing *Il1r1* lineage-labeled DATPs on day 14 after injury: Tomato (for *Il1r1* lineage, red), Krt8 (green), and DAPI (blue). Arrowheads points to *Il1r1* lineage-labeled DATPs. Insets (left) show high-power views (right top). Scale bars, 50 μm. (I) Quantification of *Il1r1* lineage-labeled DATPs on day 14 after bleomycin injury. Each individual dot represents one section, and data are presented as mean ± SEM of three independent experiments. (J) Representative IF images showing *Il1r1* lineage-labeled AT1 cells on day 28 after injury: Tomato (for *Il1r1* lineage, red), SPC (white), Ager (green), and DAPI (blue). Scale bars, 50 μm.

We posited that epigenetic mechanisms might shape the active response of *Il1r1*^*+*^AT2 cells and next performed ATAC-seq (assay for transposase-accessible chromatin with high-throughput sequencing). Although most genes, including AT2 markers and general housekeeping genes, showed similar chromatin accessibility patterns, notable differences were present in the open chromatin states in *Il1r1*^*+*^AT2 cells relative to bulk AT2 cells (Figures 6A and 6B; Figures S7A–S7G). Analysis of GO term distributions of the highlighted genes revealed that epigenetic regulation and inflammation-associated pathways, including IL-1 signaling, were enriched in *Il1r1*^*+*^AT2 cells (Figures 6C and 6D). Motif analysis of the DNA binding site showed that *Il1r1*^*+*^AT2-enriched chromatin contains motifs for key transcriptional factors associated with inflammation, such as AP-1, cAMP response element-binding protein (CREB), nuclear factor κB (NF-κB) and Rorc, whereas shared genes were enriched in motifs for key lung development factors, such as Nkx2.1 and Cebp (Figure 6E; Martis et al., 2006; Minoo et al., 1999; Miossec and Kolls, 2012; Schonthaler et al., 2011). Taken together, these results demonstrate that *Il1r1* expression marks epigenetically distinct AT2 cell subtypes with a capacity for rapid expansion and subsequent differentiation into AT1 cells during injury response.

**Figure 6:**
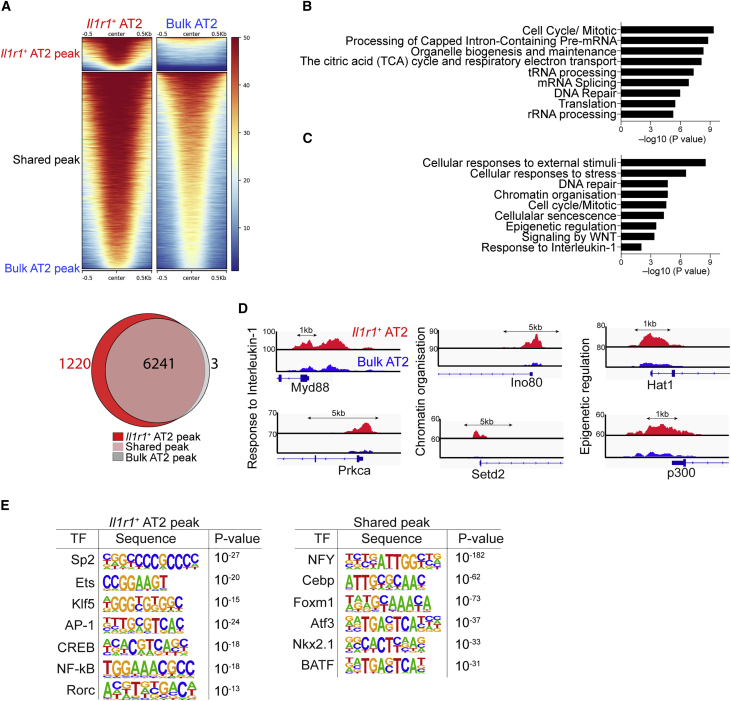
*Il1r1*^+^AT2 Cells Possess a Chromatin Architecture that Enables a Rapid Response to Injury (A) ATAC-seq heatmap (top) and Venn diagrams (bottom) showing genome-wide regions of differential open chromatin peaks in *Il1r1*^+^AT2 versus bulk AT2 cells in duplicates. The values correspond to the peak signal distribution around TSSs (transcription start sites). The numbers of nearest neighbor genes covered by peaks are indicated. (B) GO enrichment analysis of the nearest neighbor genes in the vicinity of peaks shared between *Il1r1*^+^AT2 and bulk AT2 cells. (C) GO enrichment analysis of the nearest neighbor genes in the vicinity of *Il1r1*^+^AT2 peaks. (D) Snapshots of genomic loci in which the chromatin-accessible peaks are specifically opened in *Il1r1*^+^AT2 cells, identified by the GO enrichment analysis shown in (C). (E) Transcription factor motif enrichment within *Il1r1*^+^AT2-specific peaks or peaks shared between *Il1r1*^+^AT2 and bulk AT2 cells. See also Figure S7.

### Chronic Inflammation Mediated by Sustained IL-1β Levels Stalls Transition of DATPs into Mature AT1 Cells

Although the expression levels of early AT1 markers, such as *Lmo7*, *Pdpn*, and *Hopx*, were comparable in control and IL-1β-treated organoids (Figure 7A), we found that AT1-like cells present in IL-1β-treated organoids failed to upregulate mature AT1 markers highly expressed in control AT1 cells, such as *Aqp5*, *Vegfa*, *Cav-1*, and *Spock2* (Figure 7B). Instead, AT1-like populations in IL-1β-treated organoids highly expressed DATP-associated genes, including *Cldn4*, *AW112010*, and *Lhfp* (Figure 7C), indicating that sustained IL-1β treatment in AT2 organoids causes accumulation of DATPs and prevents terminal differentiation into mature AT1 cells. 

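AT1-like cells were compared between the libraries by their summed UMIs, 3283476 over 229 control cells and 4915157 over 369 IL-1β cells, with the genes of Fig. 7A to 7C left out of the clustering and of the naming. The median log2 ratio of IL-1β over control of the 4 early AT1 genes was -0.26. Lmo7 (ENSMUSG00000033060) had a ratio of 0.827 (interval 0.777 to 0.881), Pdpn (ENSMUSG00000028583) of 0.838 (interval 0.775 to 0.906) and Hopx (ENSMUSG00000059325) of 0.647 (interval 0.600 to 0.697), whereas S100a14 was higher in IL-1β cells with a ratio of 2.16. Pdpn was found in the IL-1β stromal cells at 506 CPM, above its 294 in IL-1β AT1-like cells. The median changed sign with the clustering and reached 0.27 at a resolution of 2.0, where Lmo7 and Pdpn were higher in the IL-1β cells. All 8 late AT1 genes were lower in the IL-1β cells, with ratios from 0.161 to 0.780. Spock2 (ENSMUSG00000058297) fell from 246 CPM (interval 230 to 264) to 39.7 (interval 34.3 to 45.6), Cav1 (ENSMUSG00000007655) from 222 to 58.4 and Vegfa (ENSMUSG00000023951) from 810 to 296. Aqp5 (ENSMUSG00000044217) had the ratio nearest 1, 0.780 (interval 0.756 to 0.805), and at a resolution of 2.0 its log2 ratio was 0.022.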

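All 8 DATP-associated genes of Fig. 7C were higher in the AT1-like cells of the IL-1β library, with ratios from 2.74 to 38.1, and remained 8 of 8 under the 13 alternatives. Cldn4 (ENSMUSG00000047501) rose from 39.6 CPM (interval 33.1 to 47.0) to 296 (interval 281 to 311), and it gave 227 in the DATP-like cells of the IL-1β library. AW112010 (ENSMUSG00000075010) rose from 25.0 to 781 CPM, a ratio of 31.3 (interval 25.1 to 39.4), against 284 in DATP-like cells. Lhfp (ENSMUSG00000048332) rose from 25.6 to 70.2 CPM, a ratio of 2.74 (interval 2.16 to 3.53). Lhfp was higher in stromal cells, at 264 CPM in the control and 78.7 in the IL-1β library. In DATP-like cells it gave 28.1 CPM in the control and 10.9 in the IL-1β library. The largest ratio, that of Slc16a3, rested on 3 control UMIs (interval 12.8 to 186). Most of these genes were also higher in IL-1β pAT2-like than in control AT2-like cells, so their rise was not confined to AT1-like cells. Cldn4 gave 37.1 CPM there against 0.843, and AW112010 gave 97.3 against 4.98. Lhfp differed little, at 6.77 against 6.21. From the levels in AT1-like cells, the paper concludes that sustained IL-1β makes DATPs accumulate and keeps AT1 cells from maturing. It then adds qPCR after IL-1β withdrawal and immunostaining of Cav-1.

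**Figure D1:**
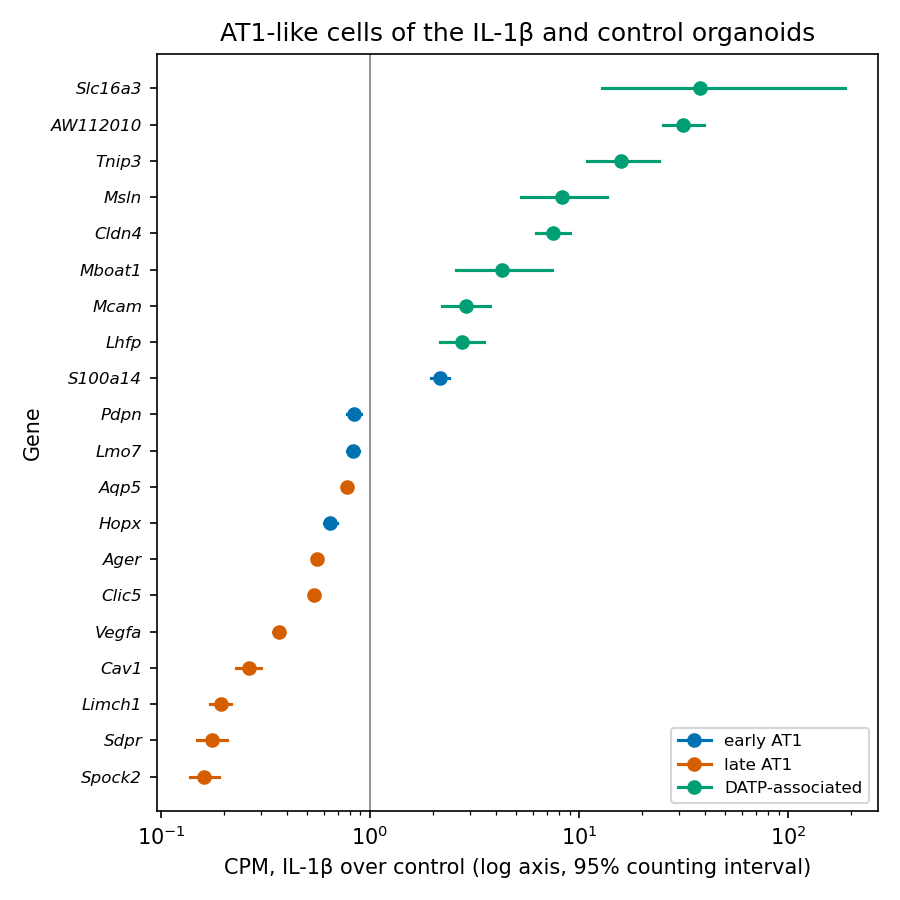
Ratio of CPM in AT1-like cells, IL-1β over control organoids, on a log axis, for each early AT1, late AT1 and DATP-associated gene; points are ratios and lines their 95% counting intervals, from 1 library per condition. The 8 DATP-associated genes lie above 1, the 8 late AT1 genes below 1, and S100a14 is the early AT1 gene above 1.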

We then asked whether the stalled transition to mature AT1 cells could be rescued by relieving IL-1β-mediated inflammation. We cultured AT2 organoids with IL-1β for 14 days and maintained them for an additional 7 days without IL-1β treatment (Figure 7D). Indeed, we found that expression of late AT1 markers became significantly upregulated upon IL-1β withdrawal, concomitant with downregulation of DATP markers and expression of *Hif1*α and other glycolysis pathway genes (Figure 7E). These findings prompted us ask whether inhibition of glycolysis in stalled DATPs might facilitate AT1 cell maturation. To this end, we treated AT2 organoids with IL-1β for 14 days and then with the glycolysis inhibitor 2-deoxyglucose (2-DG, a glucose analog that causes hexokinase inhibition and disruption of glycolysis) in the continued presence of IL-1β for an additional 4 days (Figure 7F). Notably, inhibition of high-glucose metabolism significantly upregulated expression of mature AT1 markers (Figure 7G). With immunostaining, we confirmed that AT2 cells with persistent IL-1β treatment failed to generate mature AT1 cells expressing Cav-1, a late AT1 cell marker, whereas the expression level of Hopx, an early AT1 cell marker, was comparable with that seen in controls (Figure 7H). Importantly, 2-DG-treated organoids rescued impaired maturation of AT1 cells even in the presence of IL-1β (Figure 7H).

**Figure 7:**
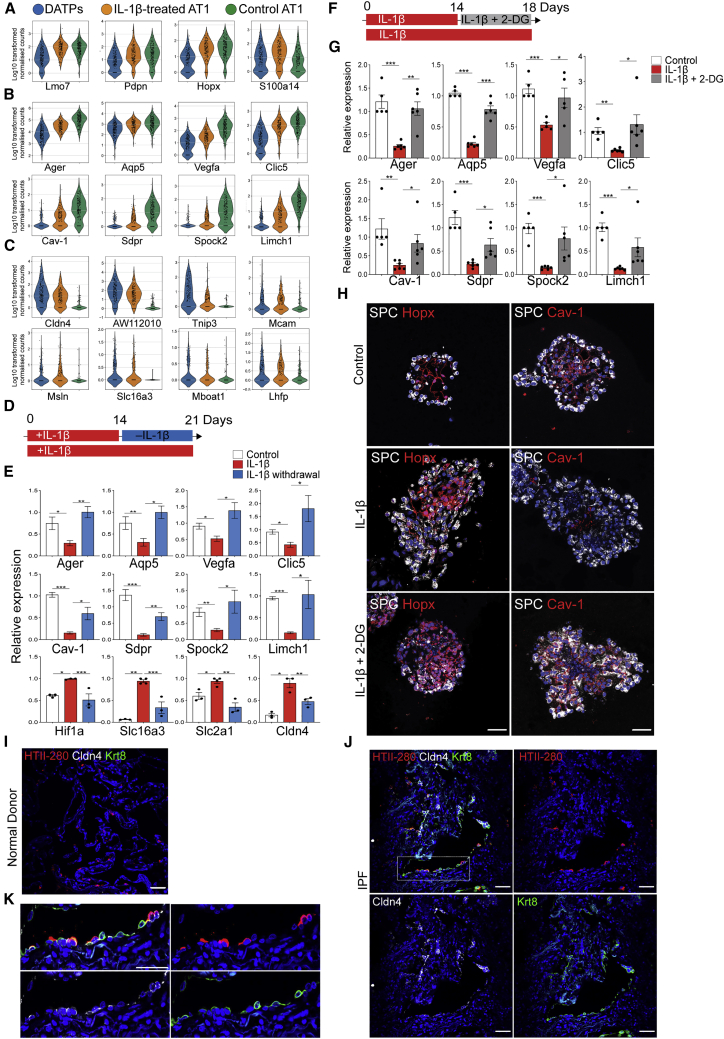
The Glycolysis Pathway, Driven by IL-1β, Prevents DATPs from Converting into Terminally Mature AT1 Cells (A–C) Violin plots showing the log-transformed (log_10_(TPM+1)), normalized expression levels of early AT1 (A), late AT1 (B), and DATP (C) marker genes in DATPs or control or IL-1β-treated AT1 cells, as revealed by scRNA-seq analysis of organoids. (D) Schematic of an AT2 organoid culture treated with or without IL-1β. (E) qPCR analysis of mature AT1 markers on isolated epithelial cells from AT2 organoids. Date are presented as mean ± SEM of four biological replicates from two independent experiments. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (F) Schematic of an AT2 organoid culture treated with or without 2-deoxy glucose (2-DG) in the presence of IL-1β. (G) qPCR analysis of mature AT1 markers on isolated epithelial cells from AT2 organoids. Each individual dot represents one experiment, and data are presented as mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001. (H) Representative IF images showing rescued maturation of AT1 cells in 2-DG-treated organoids in the presence of IL-1β: SPC (white), Hopx (top, red), Cav-1 (bottom, red), and DAPI (blue). Scale bars, 50 μm. (I) Representative IF images of a KRT8^+^CLDN4^+^ DATP-like population in lungs from normal donors (n = 3): HTII-280 (red), CLDN4 (white), KRT8 (green) and DAPI (blue). Scale bar, 50 μm. See also Figure S7. (J) Representative IF images of a KRT8^+^CLDN4^+^ DATP-like population in lungs from IPF patients (n = 5). HTII-280 (red), CLDN4 (white), KRT8 (green), and DAPI (blue). Scale bars, 50 μm. (K) High-power view of the insets in (J): HTII-280 (red), CLDN4 (white), KRT8 (green), and DAPI (blue). Scale bar, 50 μm.

We hypothesized that a chronic inflammatory environment will lead to gradual accumulation of DATPs and, eventually, defective differentiation and declining lung regeneration. Recent studies using a high-resolution scRNA-seq analysis reported that a transcriptionally distinct KRT17^+^ population accumulates aberrantly in a non-permissive pathologic environment, such as with idiopathic pulmonary fibrosis (IPF) (Adams et al., 2019; Habermann et al., 2019; Wu et al., 2020). Consistent with a recent study (Kobayashi et al., 2019), we also found that most markers that are specific to KRT17^+^ cells were also highly expressed in DATPs (Figure S7H). Indeed, we observed abundant KRT8^+^CLDN4^+^ DATP-like cells next to HTII-280^+^ AT2 cells in alveolar regions of IPF patient tissue samples but not within alveoli of normal donor lungs (Figures 7I–7K). In addition, given the close relationship between chronic inflammation and lung cancer and recent reports suggesting transcriptional features of injury responses in lung tumor cells, we also found that KRT8^+^CLDN4^+^ DATP-like cells can be observed within the tumor in patient tissue samples of lung adenocarcinoma (Figure S7I; Conway et al., 2016; Mantovani et al., 2008; Maynard et al., 2019; Moll et al., 2018). Taken together, these findings demonstrate that chronic inflammatory signals cause dysregulation of DATPs, which leads to development and/or progression of human lung diseases.

## Discussion

Effectively coordinated tissue repair is critical for maintenance of tissue integrity and function. In responding to environmental assault, the ability to sense physiological changes is essential for stem cells to initiate repair and resolve damage. Here we focused on how inflammatory stimuli direct the cell fate behavior of AT2 stem cells during lung injury repair. Our data reveal the detailed stepwise differentiation trajectories of AT2 cells, which are regulated by IL-1β-mediated inflammatory signals during the regeneration process. Significantly, we identified *Il1r1*^+^AT2 cells and DATPs as two classes of regenerative cell populations dedicated to lung injury repair. Our findings bring new insight into how unresolved inflammation mediated by persistent IL-1β signals prevents cell fate transitions, resulting in impaired regeneration and eventually leading to lung diseases.

Although the mechanisms underlying alveolar regeneration are complex, our scRNA-seq analysis of *in vivo* AT2 lineage-labeled cells and AT2 cell-derived organoids defines the precise reprograming of AT2 cells into AT1 cells during injury repair. We discovered two distinct populations, pAT2 cells and DATPs, as intermediaries between quiescent AT2 and terminally differentiated AT1 lineages. pAT2 cells highly express genes that respond to inflammation (e.g., *Pteges*, *Orm1*, and *Zbp1*), are involved in promoting angiogenesis (e.g., *Lrg1*, *Cxcl17*, and *Egfl6/7*), and reduce reactive oxidative species (ROS) (e.g., *Glrx*, *Prdx4*, and *Gstk1/2*). These properties suggest that pAT2 cells actively respond to inflammatory stimuli, reshaping reciprocal interactions between epithelial cells and their niches during tissue repair. pAT2 cells display much lower expression of genes that are essential for AT2 identity and maintenance, such as *Etv5* and *Abca3*, while still expressing comparable levels of canonical AT2 markers, such as *Sftpc* and *Lyz2*. These transcriptional signatures were also seen in IL-1β -treated AT2 cells, leading us to classify pAT2 cells as a population that is skewed toward the AT1 cell fate.

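Over the AT2-like, pAT2-like and cAT2-like cells of the organoids, Sftpc (ENSMUSG00000022097, chromosome 14, 70520949 to 70524081) gave 97409 CPM in the control and 70147 in the IL-1β library, a ratio of 0.720 (interval 0.718 to 0.722). Sftpc is also an AT2 marker used in the naming of clusters. Lyz2 (ENSMUSG00000069516, chromosome 10, 117277331 to 117282321) was left out of the naming and gave 23204 and 36818 CPM, a ratio of 1.59 (interval 1.58 to 1.59). In stromal cells, Lyz2 gave 815 CPM in the control and 2152 in the IL-1β library.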

Our data reveal that pAT2 cells share a transcriptional program resembling that of cAT2 cells but with lower expression levels of cell cycle genes (e.g., *MKi67* and *Cdk1*). Interestingly, we found that transcriptional signatures of pAT2 cells were upregulated during transition from S to G2/M phase in the cell cycle, suggesting the possibility of entering primed states after exiting proliferation states, although further validation studies, such as genetic tracing of cAT2 or pAT2 cells, are needed to provide the delineated sequence of trajectories between these two states. In addition, at variance with a previous study in *Il1r1*^–/–^ mice (Katsura et al., 2019), we found that the proliferative activity of AT2 cells is not directly altered by *Il1r1* depletion. Instead, our findings in organoid co-culture experiments revealed that stromal cells responding to IL-1β likely support AT2 cell proliferation. scRNA-seq analysis of stromal cells co-cultured with AT2 cells showed that expression of growth factors facilitating AT2 cell proliferation, such as the epidermal growth factor receptor (EGFR) ligands (e.g., *Ereg*), *Spp1*, and *Hgf* (Ganguly et al., 2014; Zeng et al., 2016) was dramatically increased in IL-1β-treated stromal cells, whereas *Bmp4* (Weaver et al., 2000), which is known to inhibit AT2 cell proliferation, was significantly reduced. 

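In stromal cells, Ereg (ENSMUSG00000029377, chromosome 5, 91074622 to 91093646) rose from 55.8 CPM in the control library (interval 51.9 to 59.9) to 231 in the IL-1β library (interval 221 to 241), a ratio of 4.14. Spp1 (ENSMUSG00000029304, chromosome 5, 104435118 to 104441050) rose from 1612 to 14949 CPM, a ratio of 9.28 (interval 9.14 to 9.41). Hgf (ENSMUSG00000028864, chromosome 5, 16553495 to 16620152) rose from 17.8 to 71.1 CPM, a ratio of 3.99 (interval 3.44 to 4.65). Bmp4 (ENSMUSG00000021835, chromosome 14, 46383520 to 46390669) fell from 76.1 CPM (interval 71.5 to 80.8) to 6.35 (interval 4.84 to 8.17), a ratio of 0.0834. Bmp4 gave 66.1 CPM in the DATP-like cells of the IL-1β library, above its level in the stromal cells of that library.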

Negative regulators of Bmp4 signaling, such as *Grem1/2*, were increased in IL-1β-treated stromal cells. 

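Grem1 (ENSMUSG00000074934, chromosome 2, 113746164 to 113758646) gave 758 CPM in control stromal cells (interval 744 to 773) and 1538 in IL-1β stromal cells (interval 1513 to 1563), a ratio of 2.03.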

Notably, cAT2 cells acquire transcriptional characteristics of pAT2 cells coupled with upregulation of *Il1r1* expression at the transition from S to G2/M phase. These data suggest that IL-1β directly reprograms daughter AT2 cells to enter primed states during G2/M phase to initiate cell fate transitions without direct influence on cell proliferation. How IL-1β signaling triggers priming of AT2 cells to initiate the differentiation process remains unknown. Recently, Wnt signaling has been reported to prevent reprogramming of AT2 cells into AT1 cells (Nabhan et al., 2018), suggesting that crosstalk between IL-1β and Wnt signaling underlies control of cell fate transitions from naive AT2 to primed cell states.

We discovered a previously unidentified DATP population as an intermediate plastic subpopulation between pAT2 and AT1 cell differentiation states. DATPs expressing *Ndrg1*, *Cldn4*, and *Krt8* are extremely rare at steady state but are significantly induced after injury by IL-1β-mediated inflammatory signaling. A lineage-tracing analysis demonstrated their capacity to give rise to new AT1 cells during alveolar regeneration after injury. Specifically, we determined that IL-1β-driven inflammation and regulation of the Hif1α signaling pathway is essential for DATP generation. Specific deletion of *Hif1α* in AT2 cells impaired this progression, resulting in deficient production of new AT1 cells. In addition, we also defined that reduction of IL-1β-driven glycolysis is required for transition of DATPs toward initiating AT1 lineage differentiation. This finding suggests that IL-1β-mediated inflammation and transient glycolytic metabolism by generating DATPs may establish a checkpoint determining entry into mature AT1 cell differentiation programs. Of note, DATPs have quiescent characteristics represented by expression of cell cycle inhibition, p53 signaling, and senescence marker genes. In addition, emerging evidence supported by high-resolution scRNA-seq suggests an essential role of “intermediates” during the developmental process in governing cell fate choices (Olsson et al., 2016). Interestingly, we also found that DATPs may have the plasticity required to revert to the AT2 lineage in addition to proceeding toward AT1 differentiation.

By combining lineage trancing and ATAC-seq analysis, we uncovered that *Il1r1*^+^AT2 cells take on distinct epigenetic state as they efficiently replenish damaged alveolar lineages in response to IL-1β inflammatory signals. Specific open-chromatin states in regions recognized by epigenetic regulators, including chromatin remodelers (e.g., Ino80) and epigenetic modifiers (e.g., Hat1) allow their rapid and organized response to injury during the regeneration process. Significantly, we found that DATPs mainly arise from *Il1r1*^+^AT2 cells in response to IL-1β signaling after injury. Recently, *Axin2*^+^AT2 cells have been identified as a distinct subset of AT2 cells (Nabhan et al., 2018; Zacharias et al., 2018). Related to the potential role of interconnectivity between IL-1β and Wnt signaling in fate decision of AT2 cells, comparison of *Il1r1*^+^AT2 and *Axin2*^+^AT2 cells will be helpful to understand their relationships during alveolar regeneration.

Resolution of inflammation is a coordinated and active process aimed to restore tissue integrity and function. Our data highlight the importance of macrophage activation in the transient inflammatory niche after tissue injury. The increased number of IMs and level of IL-1β peaked on day 14 and resolved to the homeostatic level on day 28 after injury. Analysis of lineage-tracing and scRNA-seq data also revealed that pAT2 cells and DATPs appearing after injury become dramatically reduced as tissue returns to homeostasis. However, significantly, we found that sustained IL-1β signaling causes defects in transition from DATPs to terminal differentiation to the AT1 lineage, which results in impaired regeneration. Our finding reveals the cellular and molecular mechanisms of chronic inflammation in tissue dysfunction and pathogenesis. Two recent studies showed fibrosis-specific KRT17^+^ cell populations in patient tissues of IPF (Adams et al., 2019; Habermann et al., 2019). Here we find that these populations and DATPs have similar transcriptional signatures, also supported by a recent study showing the enriched signatures of the *Cldn4*^*+*^ pre-AT1 transitional state in these KRT17^+^ populations in IPF tissues (Kobayashi et al., 2019). Furthermore, we detected KRT8^+^CLDN4^+^ DATP-like cells in the alveolar regions of IPF tissue samples. In addition, several studies have revealed that mechanisms underlying cancer development co-opt regeneration programs to drive tumoral cellular heterogeneity (Maynard et al., 2019; Moll et al., 2018). Congruent with this work, we also observed DATP-like cells in tissue samples of human lung adenocarcinoma. Our results strongly suggest that fine modulation of DATPs by the IL-1β-mediated transient inflammatory niche during injury repair is critical for effective lung restoration and is a potential therapeutic adjunct for treating lung diseases.

### Limitations of Study

Our study identified that subsets of *Il1r1*^+^AT2 cells have distinctive epigenetic signatures and quickly respond to injury-induced inflammation for efficient AT1 cell generation. Although it is clear that only a subset of AT2 cells expressed *Il1r1* and expanded up to 60% of total AT2 cells during injury repair, we cannot completely rule out the possibility of stochastic expression of cre recombination for *Il1r1* expression during the repair process because of the remaining tamoxifen activity. Washout periods longer than 16 days may provide clearer evidence to further define the functionally distinctive subsets of *Il1r1*^+^AT2 cells during injury repair.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies (Flow cytometry)**		

CD45 (30-F11)-APC	BD Biosciences	Cat #: 559864; RRID:AB_398672
CD31 (MEC13.3)-APC	BD Biosciences	Cat #:551262; RRID:AB_398497
Biotin- conjugated mouse lineage (Lin) panel	Biolegend	Cat #:13307
EpCAM (G8.8)-PE-Cy7	BioLegend	Cat #:118216; RRID:AB_1236471
Sca-1 (Ly-6A/E, D7)–APC-Cy7	BD Biosciences	Cat #:560654: RRID:AB_1727552
MHC-II (I-A/I-E, M5)-FITC	ebioscience	Cat #:11-5321-81; RRID:AB_465231
CD64 (X54-5/7.1)-PeCy7	BioLegend	Cat #:139313; RRID:AB_2563903
CD24(M1/69)-APC	ebioscience	Cat #:101813; RRID:AB_439715
Siglec-F(E50-2440)-PE	BD Bioscience	Cat #:562068; RRID:AB_10896143

**Antibodies (Immunofluorescence)**		

Goat anti-SP-C	Santa Cruz	Cat #: sc-7706; RRID:AB_2185507
Rabbit pro-SP-C	Millipore	Cat #: AB3786; RRID:AB_91588
Rabbit anti-Ki67	A. Menarini	Cat #: MP-325-CRM1
Rat anti-Ki67	ebioscience	Cat #: 14-5698-82; RRID:AB_10854564
Rabbit anti-RFP	Rockland	Cat #: 600–401379; RRID:AB_2209751
Hamster anti-PDPN (T1α)	DSHB	Cat #: 8.1.1; RRID:AB_531893
Rat anti-Cytokeratin-8	DSHB	Cat #: TROMA-I; RRID:AB_531826
Rabbit anti-Claudin-4	Thermo Fisher Scientific	Cat #: 36-4800; RRID:AB_2533262
Rabbit anti-Hopx	Santa Cruz	Cat #: sc-30216; RRID:AB_2120833
Rabbit anti-Aqp5	Alomone Labs	Cat #: AQP5-005
Rabbit anti-Caveolin-1	Cell Signaling	Cat #: 3267; RRID:AB_2275453
Mouse anti-Acetyl Tub	Sigma-Aldrich	Cat: # T7451; RRID:AB_609894
Mouse anti-HTII-280	Terrace Biotechnology	TB-27AHT2-280; RRID:AB_2832931
Alexa Fluor 647 donkey anti-mouse IgG (H+L)	Thermo Fisher Scientific	Cat #: A-31571; RRID:AB_162542
Alexa Fluor 647 donkey anti-rabbit IgG (H+L)	Thermo Fisher Scientific	Cat #: A-31573; RRID:AB_2536183
Alexa Fluor 647 donkey anti-goat IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21447; RRID:AB_141844
Alexa Fluor 488 donkey anti-rat IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21208; RRID:AB_141709
Alexa Fluor 488 donkey anti-mouse IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21202; RRID:AB_141607
Alexa Fluor 488 donkey anti-rabbit IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21206; RRID:AB_2535792
Alexa Fluor 555 donkey anti-rabbit IgG (H+L)	Thermo Fisher Scientific	Cat #: A-31572; RRID:AB_162543
Alexa Fluor 555 donkey anti-rat IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21434; RRID:AB_141733
Alexa Fluor 647 goat anti-hamster IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21451; RRID:AB_2535868
Alexa Fluor 488 Donkey anti-hamster IgG (H+L)	Thermo Fisher Scientific	Cat #: A-21110; RRID:AB_141509

**Chemicals, Peptides, and Recombinant Proteins**		

Tamoxifen	Sigma-Aldrich	Cat #: T5648-1G
Corn Oil	Sigma-Aldrich	Cat #: C8267-500ML
Bleomycin	Sigma-Aldrich	Cat #: B5507-15UN
Growth factor-reduced (GFR) Matrigel (10ml)	Corning	Cat #: 356231
Dispase (50U/ml)	Corning	Cat #: 354235
Collagenase/dispase	Roche	Cat #: 10269638001
DNase I	Sigma-Aldrich	Cat #: D4527-10KU
TrypLE Express	GIBCO	Cat #: 12604021
2-NDBG	Thermo Fisher Scientific	Cat #: N13195
ITS	Corning	Cat #: 25-800-CR
D-Glucose	Sigma-Aldrich	Cat #: G8270
2-Deoxy Glucose	Sigma-Aldrich	Cat #: D8375
Digoxin	Sigma-Aldrich	Cat #: D6003
DAPI	Sigma-Aldrich	Cat #: D9542
ROCK inhibitor Y-27632	Cambridge bioscience	Cat #: SM02-100
murine IL-1β	Peprotech	Cat #: 211-11B
murine IL-1α	Peprotech	Cat #: 211-11A
murine GM-CSF	Peprotech	Cat #: 315-03-5
human IL-18	R&D system	Cat #: 9124-IL

**Critical Commercial Assays**		

Click-iT® EdU Imaging Kits	Thermo Fisher Scientific	Cat #: C10640, C10337
Seahorse glycolysis stress test kit	Agilent Technologies	Cat #: 103020-100
Superscript IV cDNA synthesis kit	Invitrogen	Cat #: 18090050

**Deposited Data**		

scRNA-sequencing for *ex vivo* organoids treated with PBS or IL-1β	This Paper	GEO: GSE144468
scRNA-sequencing for *in vivo* AT2-lineage tracing	This Paper	GEO: GSE145031
ATAC-sequencing for bulk AT2 cells and *Il1r1*^+^ AT2 cells	This Paper	GEO: GSE144598

**Experimental Models: Organisms/Strains**		

Mouse: *SPC-Cre*^*ERT2*^	Barkauskas et al., 2013	Jackson Laboratory: Stock number: 028054
Mouse: *Ndrg1-Cre*^*ERT2*^	Endo et al., 2015	Contact: Dr. Motoko Yanagita (Kyoto University, JP)
Mouse: *Krt8-Cre*^*ERT2*^	Van Keymeulen et al., 2011	Jackson Laboratory: Stock number: 017947
Mouse: *Hi1fa*^*flox/flox*^	Garayoa et al., 2000	Jackson Laboratory: Stock number: 007561
Mouse: *Il1r1*^*flox/flox*^	Robson et al., 2016	Jackson Laboratory: Stock number: 028398
Mouse: *Rosa26-lox-stop-lox-tdTomato*	Madisen et al., 2010	Jackson Laboratory: Stock number: 007914
Mouse: *Il1r1-Cre*^*ERT2*^	This paper	N/A

**Oligonucleotides**		

Taqman probe for murine Ager	Thermo Fisher Scientific	Mm_00545815_m1
Taqman probe for murine Pdpn	Thermo Fisher Scientific	Mm_00494716_m1
Taqman probe for murine Aqp5r	Thermo Fisher Scientific	Mm_00437578_m1
Taqman probe for murine Gapdh	Thermo Fisher Scientific	Mm_00805216_m1
Primer for qPCR of SYBR Green	See Quantitative PCR	N/A

**Software and Algorithms**		

FlowJo software	Tree Star	https://www.flowjo.com
Prism software package version 7.0	GraphPad	https://www.graphpad.com/scientific-software/prism/
Fiji software		https://imagej.net/Fiji
HOMER software	Heinz et al., 2010	http://homer.ucsd.edu/homer/
ChIPseeker R/Bioconductor package	Yu et al., 2015	https://bioconductor.org/packages/release/bioc/html/ChIPseeker.html
deepTools2	Ramírez et al., 2016	https://deeptools.readthedocs.io/en/develop/index.html
MACS2 callpeak	Feng et al., 2012	https://github.com/macs3-project/MACS
Cell Ranger Software Suite (version 2.0.2)	10x Genomics Inc	https://support.10xgenomics.com/single-cell-gene-expression/software/downloads/latest
Scanpy: python package (version 1.3.6)	Wolf et al., 2018	https://scanpy.readthedocs.io/en/stable/
Seurat v2.0	Butler et al., 2018	https://satijalab.org/seurat/

**Other**		

24-well Transwell insert with a 0.4-μm pore	Corning	Cat #: 3470
μ-Slide 8 wells	ibidi	Cat #: 80826

### Resource Availability

#### Lead Contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the Lead Contact, Dr. Joo-Hyeon Lee ().

#### Materials Availability

Mouse lines are available upon request.

#### Data and Code Availability

The datasets of scRNA-seq and ATAC-seq analysis generated during this study are available at GEO: GSE145031 (scRNA-seq of AT2 lineage-tracing), GEO: GSE144468 (scRNA-seq of organoids), and GEO: GSE144598 (ATAC-seq). Software used to analyze the data are either freely or commercially available.

### Experimental Model and Subject Details

#### Mouse Models

*SPC-Cre*^*ERT2*^ (Barkauskas et al., 2013), *Rosa26-lox-stop-lox-tdTomato* (Madisen et al., 2010), *Ndrg1-Cre*^*ERT2*^ (Endo et al., 2015), *Krt8-Cre*^*ERT2*^ (Van Keymeulen et al., 2011), *Hi1fa*^*flox/flox*^ (Garayoa et al., 2000), and *Il1r1*^*flox/flox*^ (Robson et al., 2016) mice have been described and are available from Jackson Laboratory. *Il1r1-P2A-eGFP-IRES-Cre*^*ERT2*^ (*Il1r1-Cre*^*ERT2*^) mice were generated in our laboratory. Mice for the lineage tracing and injury experiments were on a C57BL/6 background and 6-10 weeks old mice were used for most of the experiments described in this study. Experiments were approved by local ethical review committees and conducted according to UK Home Office project license PC7F8AE82. Mice were bred and maintained under specific-pathogen-free conditions at the Cambridge Stem Cell Institute and Gurdon Institute of University of Cambridge.

#### Primary 3D Lung organoid co-culture

Lung organoids were established following the previous report (Lee et al., 2014). Briefly, freshly sorted lineage-labeled cells were resuspended in 3D basic media (DMEM/F12 (GIBCO) supplemented with 10% FBS. (GIBCO) and ITS (Insulin-Transferrin-Selenium, Corning)), and mixed with cultured lung stromal cells, followed by resuspension in growth factor-reduced Matrigel (BD Biosciences) at a ratio of 1:5. A 100 μL mixture was placed in a 24-well Transwell insert with a 0.4-μm pore (Corning). Approximately 5 × 10^3^ *SPC*^+^ cells were seeded in each insert. 500 μL of 3D basic media was placed in the lower chamber, and medium was changed every other day with or without IL-1β (20ng/ml, Peprotech), Digoxin (50 μM, Sigma), and 2-deoxyglucose (5mM, Sigma). ROCK inhibitor Y27632 (10uM, Sigma) was added in the medium for the first 2 days of culture. For isolation of stroma cells, cells negatively isolated by CD31 via MACS column were further negatively sorted by CD326 (EpCAM) and CD45 microbeads (Miltenyi Biotech). For co-culture with macrophages, sorted interstitial or alveolar macrophages were added to organoids with lineage-labeled *SPC*^+^ cells at a ratio of 1:6 in the presence of lung stromal cells. GM-CSF (20ng/ml, Peprotech) was included in some cultures. Analysis of colony forming efficiency (C.F.U) and size of organoids were at 14 days after plating if there is no specific description. For organoid culture of DATPs, AT2 cells (CD31^–^CD45^–^EpCAM^+^MHCII^+^) isolated from *Krt8-Cre*^*ERT2*^*;R26R*^*tdTomato*^ were cultured with for 14 days with IL-1β (20ng/ml, Peprotech). Then, 4-OH tamoxifen was added at day14 and day16 in culture to label *Krt8*-expressing cells. Organoids were cultured with EpCAM^+^MHCII^–^Tomato^+^ DATPs isolated by flow cytometry.

#### Primary Macrophage culture *in vitro*

Interstitial macrophages (CD45^+^CD64^+^Siglec-F^–^CD11b^high^) or alveolar macrophages (CD45^+^CD64^+^Siglec-F^+^CD11b^low^) were isolated from C57BL/6 by MOFLO system (Beckman Coulter). Isolated macrophages were cultured for 24 hr in RPMI-1640 medium containing 10% FBS and 50 μM 2-mercaptoethanol with or without GM-CSF (10 ng/ml).

#### Human Adult Lung Tissue

Papworth Hospital NHS Foundation Trust (Research Tissue Bank Generic REC approval, Tissue Bank Project number T02233) provided deidentified lung samples obtained from IPF patients at the time of transplantation, normal background lung tissue from adult donor lungs that were deemed unsuitable for transplant, and lung adenocarcinoma tissues from lobectomies. Fresh tissues were fixed with 4% paraformaldehyde (PFA) overnight at 4°C and paraffin sections (7um) were used for immunofluorescent (IF) analysis.

### Method Details

#### Tamoxifen administration

Tamoxifen (Sigma) was dissolved in Mazola corn oil (Sigma) in a 20mg/ml stock solution. 0.2mg/g body weight tamoxifen was given via intraperitoneal (IP) injection. The numbers and date of treatment are indicated in the individual figures of experimental scheme.

#### Bleomycin Administration

6-10 week mice were anesthetised via inhalation of isoflurane for approximately 3 mins. The mice were positioned on the intratracheal intubation stand, and 1.25U/kg of bleomycin, or PBS control, were delivered intratracheally by a catheter (22G). During the procedure anesthesia was maintained by isoflurane and oxygen delivery.

#### Lung tissue dissociation and flow cytometry

Lung tissues were dissociated with a collagenase/dispase solution as previously described. Briefly, after lungs were cleared by perfusion with cold PBS through the right ventricle, 2 mL of dispase (BD Biosciences, 50 U/ml) was instilled into the lungs through the trachea until the lungs inflated, followed by instillation of 1% low melting agarose (BioRad) through the trachea to prevent leakage of dispase. Each lobe was dissected and minced into small pieces in a conical tube containing 3 mL of PBS, 60 μL of collagenase/dispase (Roche), and 7.5 μL of 1% DNase I (Sigma) followed by rotating incubation for 45 min at 37°C. The cells were then filtered sequentially through 100- and 40-μm strainers and centrifuged at 1000rpm for 5 min at 4°C. The cell pellet was resuspended in 1ml of ACK lysis buffer (0.15 M NH4Cl, 10mM KHCO3, 0.1 mM EDTA) and lysed for 90 s at room temperature. 6 mL basic F12 media (GIBCO) was added and 500 μL of FBS (Hyclone) was slowly added in the bottom of tube. Cells were centrifuged at 1500 rpm for 5 min at 4°C. The cell pellet was resuspended in PF10 buffer (PBS with 10% FBS) for further staining. The antibodies used were as follows: CD45 (30-F11)-APC or -APC-Cy7 (BD Biosciences), CD31 (MEC13.3)-APC (BD Biosciences), Biotin- conjugated mouse lineage (Lin) panel that contains anti-B220 (RA3-6B2), -CD3ε(145-2C11), -Gr-1 (RB6-8C5), -CD11b (Mac-1, M1/70), -Ter-119 antibodies (Biolegend), EpCAM (G8.8)-PE-Cy7 or FITC (BioLegend), Sca-1 (Ly-6A/E, D7)–APC-Cy7 (BD Bioscience), MHC-II (I-A/I-E, M5)-FITC (eBiosceince), CD64 (X54-5/7.1)-PeCy7 (Biolegend), CD24(M1/69)-APC (eBioscience), and Siglec-F(E50-2440)-PE (BD Bioscience). 4’, 6-diamidino-2-phenylindole (DAPI) (Sigma) was used to eliminate dead cells. Data were acquired on LSRII analyzer (BD Biosceince) and then analyzed with FlowJo software (Tree Star). MOFLO system (Beckman Coulter) was used for the sorting at Wellcome-MRC Stem Cell Institute Flow Cytometry Facility.

#### EdU incorporation Assays in organoids

Lineage-labeled AT2 cells from *Il1r1*^flox/+^;R26R^tdTomato^ or *Il1r1*^flox/flox^*;R26R*^*tdTomato*^ mice given by two doses of tamoxifen were isolated at day 4 post final injection. Organoids established in 8 well chamber slides (μ-Slide 8 wells, ibidi) were treated with EdU (10 μM) at day 4 for 4 hr. EdU staining was performed according to manufacturer’s instructions (Click-iT® EdU Imaging Kits, Thermo Fisher Scientific).

#### Measurement of Extracellular Acidification Rate (ECAR)

ECAR of organoids was measured using a XF94 analyzer (Seahorse Bioscience). Seahorse plates were pre-coated with 10% Matrigel in PBS for 1hr at 37°C. Organoids treated with PBS control or IL-1β were added with dispase to remove Matrigel and washed twice with XF Base Medium (DME, pH 7.4) supplemented with 1mM glutamine (Seahorse Bioscience). 30,000 cells were seeded on each well and incubated for 1hr at 37°C in non-CO_2_ incubator before measurement. Three components were injected automatically during the assay to achieve the following final concentrations: Glucose (10mM), Oligomycin (1 μM), and 2-Deoxy Glucose (2-DG, 50mM). ECAR were normalized to the cell numbers of each wells.

#### Glucose Uptake (2-NDBG incorporation) assays.

Organoids at day 14 were washed twice with PBS and incubated with glucose-free medium supplemented with 10% FBS and GlutaMax (GIBCO) for 1hr. 200 μM of 2-NBDG (Life Technologies) were subsequently added for 1hr. Organoids were dissociated into single cells with trypLE Express (GIBCO) and cells were harvested for flow cytometry. A control sample lacking 2-NBDG was used to set the flow cytometer compensation and gate parameters for 2-NBDG positive events.

#### Quantitative RT-PCR

Total RNA was isolated using TRI- reagent (Molecular Research Center) or using a QIAGEN RNeasy Micro Kit according the manufacturer’s instructions. Equivalent quantities of total RNA were reverse-transcribed with SuperScript cDNA synthesis kit (Life Technology) or QuantiTect (QIAGEN). Diluted cDNA was analyzed by real-time PCR (StepOnePlus; Applied Biosystem). Pre-designed probe sets and TaqMan universal PCR Master Mix (2x, Thermo Fisher Scientific) were used as follows: Ager (Mm_00545815_m1), Pdpn (Mm_00494716_m1), Aqp5 (Mm_00437578_m1). Gapdh expression (Mm_00805216_m1) was used to normalize samples using the ΔCt method. Sybr green assays were also used with SYBR Green Master Mix (2x, Thermo Fisher Scientific). Primer sequences are as follows:

Gapdh: F-AGGTCGGTGTGAACGGATTTG, R-TGTAGACCATGTAGTTGAGGTCA
Vegfa: F-CCGGTTTAAATCCTGGAGCG, R-TTTAACTCAAGCTGCCTCGC
Clic5: F-ATGACGGACTCAGCGACAAC, R-GTAGATCGGCTGGCTTTCTTTT
Cav-1: F-TGAGAAGCAAGTGTATGACGC, R-CTTCCAGATGCCGTCGAAAC
Aqp5: F-TCTTGTGGGGATCTACTTCACC, R-TGAGAGGGGCTGAACCGAT
Sdpr: F-GCTGCACAGGCAGAAAAGTTC, R-GTGACAGCATTCACCTGCG
Spock2: F-ACCCCCGGCAATTTCATGG, R-TGTCTTCCCAGCTCTTGATGTAA
Limch2: F-AAAGGCCCTTCAGATACGGTC, R-TACTCGTGCTCTCTGCGTCAT
Etv5: F-TCAGTCTGATAACTTGGTGCTTC, R-GGCTTCCTATCGTAGGCACAA
Abca3: F-CAGCTCACCCTCCTACTCTG, R-ACTGGATCTTCAAGCGAAGCC
Lpcat1: F-GGCTCCTGTTCGCTGCTTT, R-TTCACAGCTACACGGTGGAAG
Itga7: F-CTGCTGTGGAAGCTGGGATTC, R-CTCCTCCTTGAACTGCTGTCG
Lrg1: F-TTGGCAGCATCAAGGAAGC, R-CAGATGGACAGTGTCGGCA
Orm1: F-CGAGTACAGGCAGGCAATTCA, R-ACCTATTGTTTGAGACTCCCGA
Slc2a1: F-CAGTTCGGCTATAACACTGGTG, R-GCCCCCGACAGAGAAGATG
Slc16a3: F-TCACGGGTTTCTCCTACGC, R-GCCAAAGCGGTTCACACAC
Cldn4: F-GTCCTGGGAATCTCCTTGGC, R-TCTGTGCCGTGACGATGTTG
Hif1a: F-ACCTTCATCGGAAACTCCAAAG, R-ACTGTTAGGCTCAGGTGAACT
IL-1β: F-GCAACTGTTCCTGAACTCAACT, R-ATCTTTTGGGGTCCGTCAACT
IL-13: F-CCTGGGCTCTTGTCTGCCTT, R-GGTCTTGTTGATGTTGCTCA
IL-18: F-GACTCTTGCGTCAACTTCAAGG, R-CAGGCTGTCTTTTGTCAACGA
IL-22: F-ATGAGTTTTTCCCTTATGGGGAC, R-GCTGGAAGTTGGACACCTCAA
IL-33: F-TCCAACTCCAAGATTTCCCCG, R-CATGCAGTAGACATGGCAGAA
Fgf7: F-TTTGGAAAGAGCGACGACTT, R-GGCAGGATCCGTGTCAGTAT
IL-6: F-TCTATACCACTTCACAAGTCGGA, R-GAATTGCCATTGCACAACTCTTT

#### Histology and Immunohistochemistry

Mouse lung tissues were routinely perfused, inflated, and fixed with 4% PFA for 4-6 hr at 4 degrees and cryosections (8um) and paraffin sections (7um) were used for histology and IF analysis. Cultured colonies from organoids were fixed with 4% PFA for 2-4 hr at room temperature followed by immobilization with Histogel (Thermo Scientific) for paraffin embedding. Sectioned lung tissues or colonies were stained with hematoxylin and eosin (H&E) or immunostained: after antigen retrieval with citric acid (0.01M, pH 6.0), blocking was performed with 5% normal donkey serum in 0.2% Triton-X/PBS at room temperature for 1hr. Primary antibodies were incubated overnight at 4°C at the indicated dilutions: goat anti-SP-C (1:200, Santa Cruz Biotechnology Inc., sc-7706), pro-SP-C (1:300, Millipore, AB3786), rabbit anti-Ki67 (1:250, A. Menarini, MP-325-CRM1), rat anti-Ki67 (1:200, Biolegend, A16A8), rabbit anti-RFP (1:250, Rockland, 600–401379), hamster anti-PDPN (1:1000, DSHB, 8.1.1), rat anti-Cytokeratin-8 (1:300, DSHB, TROMA-I), rabbit anti-Claudin-4 (1:200, Thermo Fisher Scientific, 36-4800), rabbit anti-Hopx (1:100, Santa Cruz Biotechnology Inc., sc-30216), rabbit anti-Aqp5 (1:200, Alomone Labs, AQP5-005), rabbit anti-Caveolin-1 (1:500, Cell Signaling, #3267), and mouse anti-HTII-280 (1:200, Terrace Biotechnology, TB-27AHT2-280). Alexa Fluor-coupled secondary antibodies (1:500, Invitrogen) were incubated at room temperature for 60 min. After antibody staining, nuclei were stained with DAPI (1:1000, Sigma) and sections were embedded in Vectashield (Vector Labs). Fluorescence images were acquired using a confocal microscope (Leica TCS SP5). All the images were further processed with Fiji software.

#### ATAC-seq analysis

The ATAC-seq assay was performed on 50,000 FACS-purified cells as previously described (Buenrostro et al., 2015). In brief, two biological independent samples were used for ATAC-seq experiment. 5 mice were pooled for *Il1r1*^+^AT2 cells and 1 mouse was used for bulk AT2 cells per group. Purified cells were lysed in ATAC lysis buffer for 5 min to get nuclei and then transposed with Tn5 transposase (Illumina) for 30 min. Fractionated DNA was used for amplification and library preparation according to manufacturer’s guidelines (Illumina) and 150 bp-paired end sequencing was performed by pooling two samples of *Il1r1*^+^AT2 and bulk AT2 cells, respectively, in one lane of the Illumina HiSeq 4000 platform. The quality of the generated sequencing data was checked using the FastQC program, followed by filtering of adaptor and/or overrepresented sequences using Trimmomatic (Bolger et al., 2014). Filtered reads were next mapped to the mouse primary genome assembly (mm9/GRCm38) using STAR (Dobin et al., 2013), with parameters –outFilterMatchNminOverLread 0.4 –outFilterScoreMinOverLread 0.4, and a GTF annotation file of the latest mouse assembly (GCA_000001635.8) downloaded from ENSEMBL ftp. Duplicate reads were flagged and removed using MarkDuplicates from Picard tools. MACS2(Feng et al., 2012) callpeak was used for ATAC-seq peak calling of the *Il1r1*^+^AT2 and bulk AT2 samples, using the options –nomodel–shift −100 –extsize 200. Differentially enriched peaks in *Il1r1*^+^AT2 and bulk AT2 populations were next inferred using the MACS2 bdgdiff with a log10 likelihood ratio score cutoff of 10. ATAC-seq heatmaps were plotted using deepTools2 (Ramírez et al., 2016). Annotation of ATAC-seq enriched peaks overlapping with promoter and other gene regions was performed using the ChIPseeker R/Bioconductor package, together with GO enrichment and pathway analyzes (Yu et al., 2015). Finally, motif identification was performed using the findMotifsGenome.pl program of the HOMER software (Heinz et al., 2010).

#### scRNA-seq Library Preparation and Sequencing

Established organoids of control or IL-1β-treatment were incubated with dispase (BD Bioscience) for 30-60min. Then, cells were dissociated with TripLE (GIBCO) for 5min, followed by washing with buffer (PBS/0.01% BSA). For *SPC lineage-*labeled cells, CD45^–^CD31^–^EpCAM^+^Tomato^+^ cells were sorted at specific time points (at day 14 and day 28 post damage) from PBS or Bleomycin-treated mice (2 mice were pooled for each experiment). For non-lineage-labeled cells isolated from *SPC-Cre*^*ERT2*^*;R26R*^*tdTomato*^ mice in parallel with experiment of *SPC* lineage-labeled cells, we combined the cells of EpCAM^+^Tomato^–^ and EpCAM^–^ population with a ratio of 2:1, respectively. The resulting cell suspension (∼110,000 cells each) were submitted as separate samples to be barcoded for the droplet-encapsulation single- cell RNA-seq experiments using the Chromium Controller (10X Genomics). Single cell cDNA synthesis, amplification and sequencing libraries were generated using the Single Cell 3′ Reagent Kit as per the 10x Genomics protocol. Libraries were multiplexed so that 2 libraries were sequenced per single lane of HiSeq 4000 using the following parameters: Read1: 26 cycles, i7: 8 cycles, i5: 0 cycles; Read2: 98 cycles to generate 75bp paired end reads.

#### Alignment, quantification and quality control of single cell RNA sequencing data

Droplet-based sequencing data was aligned and quantified using the Cell Ranger Single-Cell Software Suite (version 2.0.2, 10x Genomics Inc) using the *Mus musculus* genome (GRCm38) (official Cell Ranger reference, version 1.2.0). Cells were filtered by custom cutoff (more than 500 and less than 7000 detected genes, more than 2000 UMI count) to remove potential empty droplets and doublets. Downstream analysis included data normalization, highly variable gene detection, log transformation, principal component analysis, neighborhood graph generation and Louvain graph-based clustering, which was done by python package scanpy (version 1.3.6) (Wolf et al., 2018) using default parameters.

#### Excluding stromal cells and contaminated cells in scRNA-seq analysis of organoids and SPC lineage-tracing after bleomycin injury

For scRNA-seq analysis of organoids, we excluded the cluster of EpCAM^–^ cells of stromal cells we put together with AT2 cells in culture. For *in vivo* scRNA-seq analysis of AT2 cells after bleomycin injury, we excluded non-epithelial cells and ciliated cells based on marker gene expression. Although cells were sorted based on the expression of EpCAM, CD31, CD45, and Tomato before scRNA-seq, 255 contaminating cells among 12514 cells captured were observed in the initial droplet dataset. These comprised: 214 ciliated cells expressing *Foxj1*, *Wnt7b*, and *Cd24a*; 16 mesenchyme cells expressing *Vcam1*, *Acta2*, *Des*, and *Pdgfra*; 25 immune cells expressing *Ptprc* (CD45), *Tyrobp*, *Il2rg*, and *Lck*. Each of these cell populations was identified by an initial round of unsupervised Louvain graph-based clustering analysis as they formed extremely distinct clusters and then removed. For scRNA-seq analysis of *in vivo* non-lineage-labeled cells, we excluded the doublet cluster of cells expressing both EpCAM^+^CD45^+^ (1125 cells among 14017 cells).

#### Doublet Exclusion

To exclude doublets from single-cell RNA sequencing data, we applied scrublet algorithm per sample to calculate scrublet-predicted doublet score per cell with following parameters: sim_doublet_ratio = 2; n_neighbors = 30; expected_doublet_rate = 0.1. Any cell with scrublet score > 0.7 was flagged as doublet. To propagate the doublet detection into potential false-negatives from scrublet analysis, we over-clustered the dataset (*sc.tl.louvain* function from scanpy package version 1.3.4; resolution = 20), and calculated the average doublet score within each cluster. Any cluster with averaged scrublet score > 0.6 was flagged as a doublet cluster. All remaining cell clusters were further examined to detect potential false-negatives from scrublet analysis according to the following criteria: (1) Expression of marker genes from two distinct cell types which are unlikely according to prior knowledge, (2) higher number of UMI counts.

#### Pseudotime Analysis

All data contained within our processed Seurat object for the wild-type dataset was converted to the AnnaData format for pseudotime analysis in Scanpy (version 1.3.6). We recalculated *k*-nearest neighbors at k = 15. Pseudotime was calculated using Scanpy’s partitioned-based graph abstraction function, PAGA. Diffusion pseudotime was performed using Scanpy’s DPT function with default parameters.

### Quantification and Statistical Analysis

Sections included in cell scoring analysis for lung tissue were acquired using Leica TCS SP5 confocal microscope. At least five different sections including at least 10 alveolar regions from three individual mice per group were used. Cell counts were performed on ImageJ using the ‘Cell Counter’ plug-in and the performer was blinded to the specimen genotype and condition. At least two step sections (30um apart) per individual well were used for quantification of AT1 or AT2 cells. Statistical methods relevant to each figure are outlined in the figure legend. Statistical analyzes were performed with Prism software package version 7.0 (GraphPad). P values were calculated using two-tailed unpaired or paired Student’s t test. Sample size for animal experiments was determined based upon pilot experiments. Mice cohort size was designed to be sufficient to enable accurate determination of statistical significance. No animals were excluded from the statistical analysis. Mice were randomly assigned to treatment or control groups, while ensuring inclusion criteria based on gender and age. Animal studies were not performed in a blinded fashion. The number of animals shown in each figure is indicated in the legends as n = *x* mice per group. Data shown are either representative of three or more independent experiments, or combined from three or more independent experiments as noted and analyzed as mean ± SEM.

# Supplementary material for: Inflammatory Signals Induce AT2 Cell-Derived Damage-Associated Transient Progenitors that Mediate Alveolar Regeneration
**Source:** Cell Stem Cell. 2020 Sep 3;27(3):366–382.e7. doi: 10.1016/j.stem.2020.06.020
**Supplement:** Document S2. Article plus Supplemental Information

# Inflammatory Signals Induce AT2 Cell-Derived Damage-Associated Transient Progenitors that Mediate Alveolar Regeneration

## Graphical Abstract

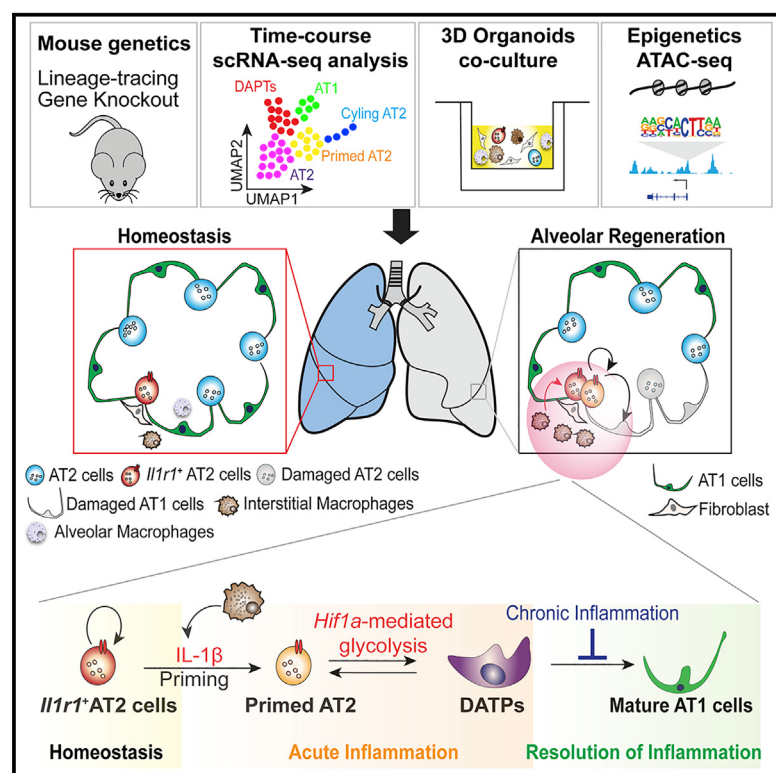

## Authors

Jinwook Choi, Jong-Eun Park, Georgia Tsagkogeorga, Motoko Yanagita, Bon-Kyoung Koo, Namshik Han, Joo-Hyeon Lee

## In Brief

Choi et al. show that inflammatory signals play a crucial role during alveolar regeneration after injury. They define stepwise differentiation trajectories for AT2 cells into AT1 cells via damage-associated transient progenitors (DAPTs) and find that unresolved inflammation stalls transition of DAPTs into mature AT1 cells.

## Highlights

- Injury-induced IL-1 $\beta$  signaling promotes differentiation of AT2 cells into AT1 cells
- AT2 cells differentiate into AT1 cells via cell states of primed AT2 and DAPTs
- HIF1 $\alpha$  signaling controls AT2-DAPT conversion and is essential for AT1 differentiation
- Chronic inflammation impairs maturation of AT1 cells

Article

# Inflammatory Signals Induce AT2 Cell-Derived Damage-Associated Transient Progenitors that Mediate Alveolar Regeneration

Jinwook Choi,<sup>1</sup> Jong-Eun Park,<sup>2</sup> Georgia Tsagkogeorga,<sup>3,4</sup> Motoko Yanagita,<sup>5</sup> Bon-Kyoung Koo,<sup>6</sup> Namshik Han,<sup>3</sup> and Joo-Hyeon Lee<sup>1,7,8,\*</sup>

<https://doi.org/10.1016/j.stem.2020.06.020>

## SUMMARY

Tissue regeneration is a multi-step process mediated by diverse cellular hierarchies and states that are also implicated in tissue dysfunction and pathogenesis. Here we leveraged single-cell RNA sequencing in combination with *in vivo* lineage tracing and organoid models to finely map the trajectories of alveolar-lineage cells during injury repair and lung regeneration. We identified a distinct AT2-lineage population, damage-associated transient progenitors (DATPs), that arises during alveolar regeneration. We found that interstitial macrophage-derived IL-1 $\beta$  primes a subset of AT2 cells expressing *Il1r1* for conversion into DATPs via a *HIF1 $\alpha$* -mediated glycolysis pathway, which is required for mature AT1 cell differentiation. Importantly, chronic inflammation mediated by IL-1 $\beta$  prevents AT1 differentiation, leading to aberrant accumulation of DATPs and impaired alveolar regeneration. Together, this stepwise mapping to cell fate transitions shows how an inflammatory niche controls alveolar regeneration by controlling stem cell fate and behavior.

## INTRODUCTION

Maintenance of tissue homeostasis and repair following injury relies on the function of adult stem cells (Hogan et al., 2014; Li and Clevers, 2010; Wagers and Weissman, 2004). In the lungs, barrier integrity of the epithelium is essential for protection against infection and efficient gas exchange. Lung tissue has slow cell turnover at steady state but harbors region-specific stem cells that quickly mobilize after tissue injury to replenish the epithelium (Hogan et al., 2014). In the alveoli, alveolar type 2 (AT2) cells maintain lung homeostasis and enable regeneration after injury by proliferating and differentiating into new alveolar type 1 (AT1) cells specialized for gas exchange (Adamson and Bowden, 1974; Barkauskas et al., 2013; Rock et al., 2011). Given the importance of AT2 cells, their self-renewal and differentiation must be tightly coordinated to maintain tissue integrity and efficient repair. Disruption of this balance can lead to life-threatening lung diseases (Hogan et al., 2014; Kotton and Morrisey, 2014). Recent studies have begun to suggest signaling pathways involved in regulation of proliferation and differentiation of AT2 cells (Finn et al., 2019; Riemondy et al., 2019). However, it remains unclear which factors driven by injury trigger activation

of quiescent AT2 cells to differentiate toward the AT1 cell fate and which differentiation trajectory they follow during lung regeneration.

Tissue repair is a complex process that involves dynamic crosstalk between stem cells and their respective niches. Physiological insults, such as a viral infection, are well known to instigate inflammation by triggering activation or recruitment of immune cells to the affected tissue site (Medzhitov, 2008). In solid tissues, diverse immune cells of innate or adaptive immunity are even integral components of the niche, where they contribute to immune defense against infection and can sense environmental stimuli (Naik et al., 2018). Beyond the ability to clear pathogens, recent studies highlight how restoration of barrier integrity in epithelial organs such as the skin, gut, and lung after destruction is critically dependent on the immune system (Hsu et al., 2014; Klose and Artis, 2016; Lindemans et al., 2015; Naik et al., 2017). Lung epithelium is especially vulnerable to injury because its surface is exposed to the external environment. In line with this, immune cells have been reported to be involved in lung homeostasis and restoration (Chen et al., 2012; Lechner et al., 2017; Westphalen et al., 2014). Recent advances have increased our insight into the critical role of

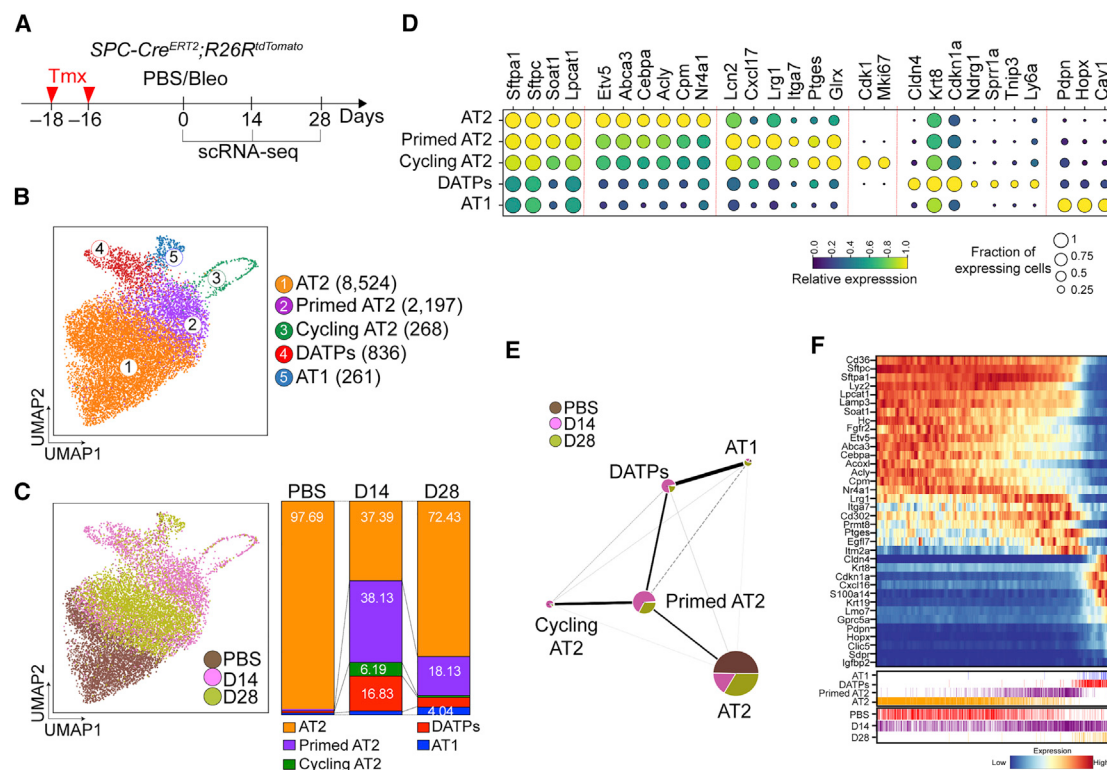

**Figure 1. scRNA-Seq Reveals a Dynamic Lineage Trajectory from AT2 Cells to AT1 Cells during Alveolar Regeneration after Injury**

(A) Schematic of the experimental design for SPC lineage-labeled single cell isolation at the indicated time points after bleomycin injury. (B) Clusters of SPC lineage-labeled alveolar cells (12,086) from 10xGenomics 3' single-cell RNA sequencing (scRNA-seq) analysis visualized by UMAP and assigned specific colors. The number of cells in the individual cluster is depicted. (C) Distribution of each cluster across the indicated time points after injury. (D) Gene expression of key markers in each distinctive cluster. (E) Network topology among clusters from single-cell data, revealed by partition-based graph abstraction (PAGA). Colors indicate the proportion of each cluster by time point. Each node in the PAGA graph represents a cluster, and the weight of the lines represents the statistical measure of connectivity between clusters. (F) Heatmap of gene expression profiles according to pseudotime trajectory. The lower color bars indicate cell types (top) and actual time (bottom). See also Figure S1.

paracrine niche-generated signals as key modulators of stem cell behaviors. In the distal lung, *Pdgfra*<sup>+</sup> mesenchymal cells and vascular endothelial cells have been identified as supportive niche cells (Barkauskas et al., 2013; Lee et al., 2014). More recently, mesenchymal cell subtypes, including Wnt-responding and Wnt-producing fibroblasts, have been suggested to regulate stem cell properties and the cellular identity of AT2 cells (Lee et al., 2017; Nabhan et al., 2018; Zepp et al., 2017). However, our knowledge regarding the specific crosstalk between inflammatory cells and AT2 cells in regeneration remains limited. In particular, a fundamental question still to be investigated is how chronic inflammation affects tissue destruction because it is likely caused by impaired stem cell function or regeneration process after injury, processes that are poorly understood.

Here we set out to identify the lineage trajectory from AT2 toward AT1 cells during alveolar regeneration after injury. Single-cell RNA sequencing (scRNA-seq) analysis of *in vivo* AT2 lineage-labeled cells and *ex vivo* AT2 cell-derived organoids allowed us to delineate a precise differentiation trajectory in which AT2 cells adopt a “priming” state followed by transition into damage-associated transition progenitors (DATPs) prior to conversion into terminally differentiated AT1 cells. Importantly, we demon-

strate that inflammatory niches driven by IL-1 $\beta$  and Hif1 $\alpha$  signaling pathways orchestrate the regeneration process by triggering state-specific differentiation programs of AT2-lineage cells. Overall, our study reveals essential functions of inflammation in alveolar regeneration, providing new insights into how chronic inflammation impairs tissue restoration and leads to lung diseases.

## RESULTS

### Reprogramming of AT2 Cells during Alveolar Regeneration after Tissue Injury

To define molecular identities and states of AT2-lineage cells responding to injury and undergoing regeneration, we treated AT2 reporter mice (*SPC-Cre*<sup>ERT2</sup>; *R26R*<sup>tdTomato</sup>) with tamoxifen, exposed them to PBS (control, homeostasis) or bleomycin (injury), and isolated lineage-labeled cells for scRNA-seq analysis on day 14 (acute injury) or 28 (resolution of injury) (Figure 1A; Figure S1A). Based on the expression of canonical AT1 and AT2 cell markers, we uncovered five distinct cell populations (Figure 1B; Figure S1B). Distribution of each cluster across time points allowed us to assess how AT2 cells changed during injury response and repair (Figure 1C).

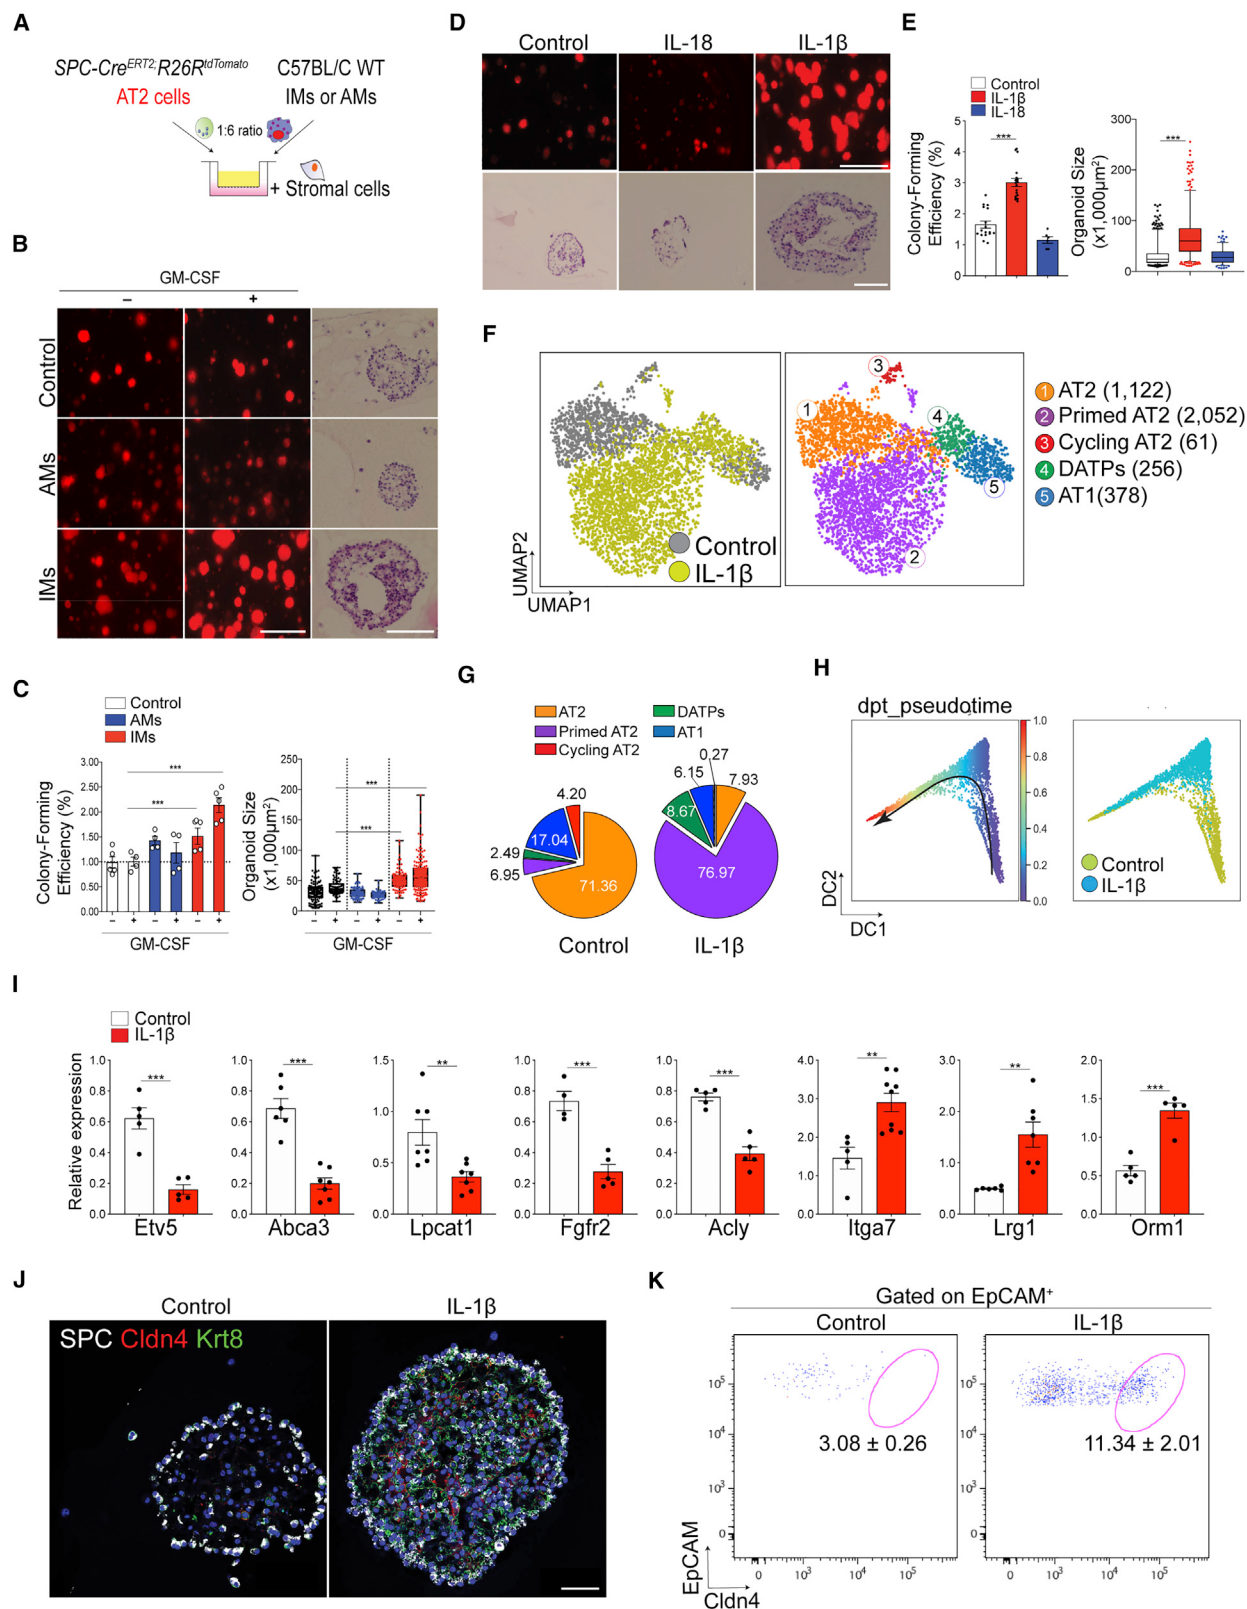

**Figure 2. IL-1 $\beta$  Signaling Directly Promotes Reprogramming of AT2 Cells**

(A) Schematic of organoid co-culture of SPC lineage-labeled AT2 cells (SPC<sup>+</sup>Tomato<sup>+</sup>) with interstitial macrophages (IMs) or alveolar macrophages (AMs) isolated from wild-type lung tissue in the presence of stromal cells. See also Figure S2.

(legend continued on next page)

As expected, lineage-labeled cells in uninjured mice comprised mainly AT2 cells (cluster 1) expressing canonical AT2 markers, such as surfactant proteins (*Sftpc* and *Sftpa1*) (Figures 1C and 1D). On day 14 after injury, three additional distinct populations had emerged, whereas this AT2 cluster had become dramatically reduced (Figures 1C and 1D). Approximately 6% of lineage-labeled cells expressed cell cycle markers such as *Cdk1*, *Mki67*, and *Cenpa*, corresponding to cycling AT2 (cAT2) cells (cluster 3) (Figure 1D; Figure S1C). A second AT2-like state was highly prominent at this stage (cluster 2). This cluster showed similar expression levels of canonical AT2 markers, including *Sftpc*, but lower expression of genes that are involved in the lipid metabolism shown in homeostatic AT2 (hAT2) cells (cluster 1), such as *Acly*, *Hmgcr*, and *Hmgcs1* (Figure 1D; Figure S1C). We also found enriched expression of genes induced by an inflammatory response, such as *Ptges*, *Lcn1*, *Orm1*, *Tmem173*, and *Ifitm2/3*, in this cluster (Figure 1D; Figure S1C; Fortier et al., 2008; Kuriakose and Kanneganti, 2018; Ligresti et al., 2012). Remarkably, essential regulators for AT2 lineage specification, such as *Etv5*, *Abca3*, and *Cebpa*, were also downregulated, suggesting that this population had lost AT2 identity (Figure 1D; Figure S1C; Martis et al., 2006; Rindler et al., 2017; Zhang et al., 2017), suggesting a primed AT2 (pAT2) state. In addition, cluster 2 cells had a transcriptional signature similar to that of cAT2 cells, with the exception of cell cycle-related genes. We also identified an uncharacterized cellular subset of cluster 4, which we named damage-associated transition progenitors (DATPs). DATPs expressed specific markers such as *Cldn4*, *Krt8*, *Ndr1*, *Sprr1a*, and *AW112010* (Figure 1D; Figure S1C). Overall, DATPs shared features of the AT1-lineage transcription signature but showed much lower expression of canonical AT1 markers, including *Pdpn*, *Hopx*, and *Cav-1* (Figure 1D; Figure S1C). Analysis of Gene Ontology (GO) terms further revealed that DATPs were characterized by increased expression of genes associated with p53 signaling (e.g., *Trp53*, *Mdm2*, *Ccnd1*, and *Gdf15*), inhibition of proliferation (e.g., *Cdkn1a* and *Cdkn2a*), hypoxia (*Hif1a* and *Ndr1*), and the interferon-gamma signaling pathway (e.g., *Ifngr1*, *Ly6a/Sca-1*, *Irf7*, and *Cxcl16*) (Figure S1D).

As expected, on day 28 post-injury, we observed substantial increases in the mature AT1 and hAT2 populations, whereas cAT2, pAT2, and DATPs were diminished, reflecting return to

alveolar homeostasis after injury (Figure 1C). To better understand the differentiation paths of AT2 cells to AT1 cells during regeneration, we applied partition-based graph abstraction (PAGA; Figure 1E) and characterized transcriptional programs ordered along pseudotemporal trajectories (Figure 1F; Wolf et al., 2019). PAGA shows that AT2 and AT1 cells are connected via a trajectory that includes pAT2 cells and DATPs (Figure 1E). cAT2 cells were assigned as the population closest to pAT2 cells, suggesting that priming of naive AT2 cells prior to initiation of differentiation is closely related to a cell cycle event. After excluding cAT2 cells, pseudotime analysis showed that AT2 transitions into AT1 cells via pAT2 cells and DATPs, similar to that what we observed in PAGA (Figure 1F; Haghverdi et al., 2016). Taken together, these findings reveal a differentiation trajectory of AT2 cells toward AT1 cell fate acquisition that passes through distinct pAT2 and DATP cell states during regeneration.

### IL-1 $\beta$ Secreted from Interstitial Macrophages Triggers Reprogramming of AT2 Cells

Given our data showing increased expression of genes associated with the immune response signatures in pAT2 cells, we next asked whether bleomycin injury resulted in inflammation (Figure S2A). By flow cytometry analysis, we found dynamic changes in macrophage behavior across injury response and regeneration. On day 7 after injury, the number and frequency of interstitial macrophages (IMs) were increased significantly, whereas the number and frequency of alveolar macrophages (AMs) were decreased (Figures S2B–S2D). These changes were restored to homeostatic levels at day 28, indicating resolution of acute inflammation. Because macrophages localized near AT2 lineage-labeled cells during acute injury (Figure S2E), we hypothesized that macrophages may affect the behavior of lineage-labeled cells in response to injury. Importantly, 3D organoid co-cultures in which AT2 cells were cultured together with IMs in the presence of stromal cells revealed more and larger organoid formation than when they were co-cultured with AMs (Figures 2A–2C; Lee et al., 2014). To further address the contribution of macrophages in alveolar regeneration after injury, we analyzed scRNA-seq of non-lineage-labeled cells from *SPC-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>* mice, including immune cells, isolated in parallel with samples (PBS, day 14 and day 28 in Figure 1; Figures S2F–S2H). The expression level of *IL-1 $\beta$* , which is

(B) Representative fluorescence images (left and center) and H&E staining (right) of AT2 organoids. GM-CSF was added to activate macrophages. Scale bars, 1,000  $\mu$ m (left) and 50  $\mu$ m (right).

(C) Statistical quantification of colony formation efficiency and size of organoids. Each individual dot represents one experiment from one mouse, and data are presented as mean and SEM. \*\*\*p < 0.001.

(D) Representative fluorescence images (top) and H&E staining (bottom) of primary organoids derived from SPC lineage-labeled AT2 cells (SPC<sup>+</sup>Tomato<sup>+</sup>) treated with vehicle (PBS), IL-1 $\beta$ , or IL-18. Scale bars, 1,000  $\mu$ m (top) and 50  $\mu$ m (bottom).

(E) Quantification of colony formation efficiency and size. Data are presented as mean and SEM.

(F) UMAP visualization of cell clusters from scRNA-seq analysis of epithelial cells from control (1,286 cells) or IL-1 $\beta$ -treated organoids (10 ng/mL, 2,584 cells). Cells were isolated on day 21 in organoid culture. Colors indicate samples and distinct cell types. The number of cells in the individual cluster is depicted. See also Figure S3.

(G) The percentage of each cluster in total cells of control or IL-1 $\beta$ -treated organoids.

(H) Diffusion map according to diffusion pseudotime (DPT, left) order colored by sample (right).

(I) qPCR analysis of genes that are upregulated (*Itga7*, *Lrg1*, and *Orm1*) or downregulated (*Etv5*, *Abca3*, *Lpcat1*, *Fgfr2*, and *Acly*) in primed AT2 cells. EpCAM<sup>+</sup> epithelial cells were isolated from organoids treated with PBS or IL-1 $\beta$  on day 6 in AT2 organoid culture. Each individual dot represents one experiment, and data are presented as mean  $\pm$  SEM. \*\*p < 0.01, \*\*\*p < 0.001.

(J) Representative immunofluorescence (IF) images showing generation of DATPs marked by *Cldn4* and *Krt8* expression in AT2 organoids treated with IL-1 $\beta$ : SPC (white), *Cldn4* (red), *Krt8* (green), and DAPI (blue). Scale bars, 50  $\mu$ m.

(K) Flow cytometry analysis of DATPs by gating with *Cldn4* and EpCAM. Data are presented as mean  $\pm$  SEM (n = 5). \*\*\*p < 0.001.

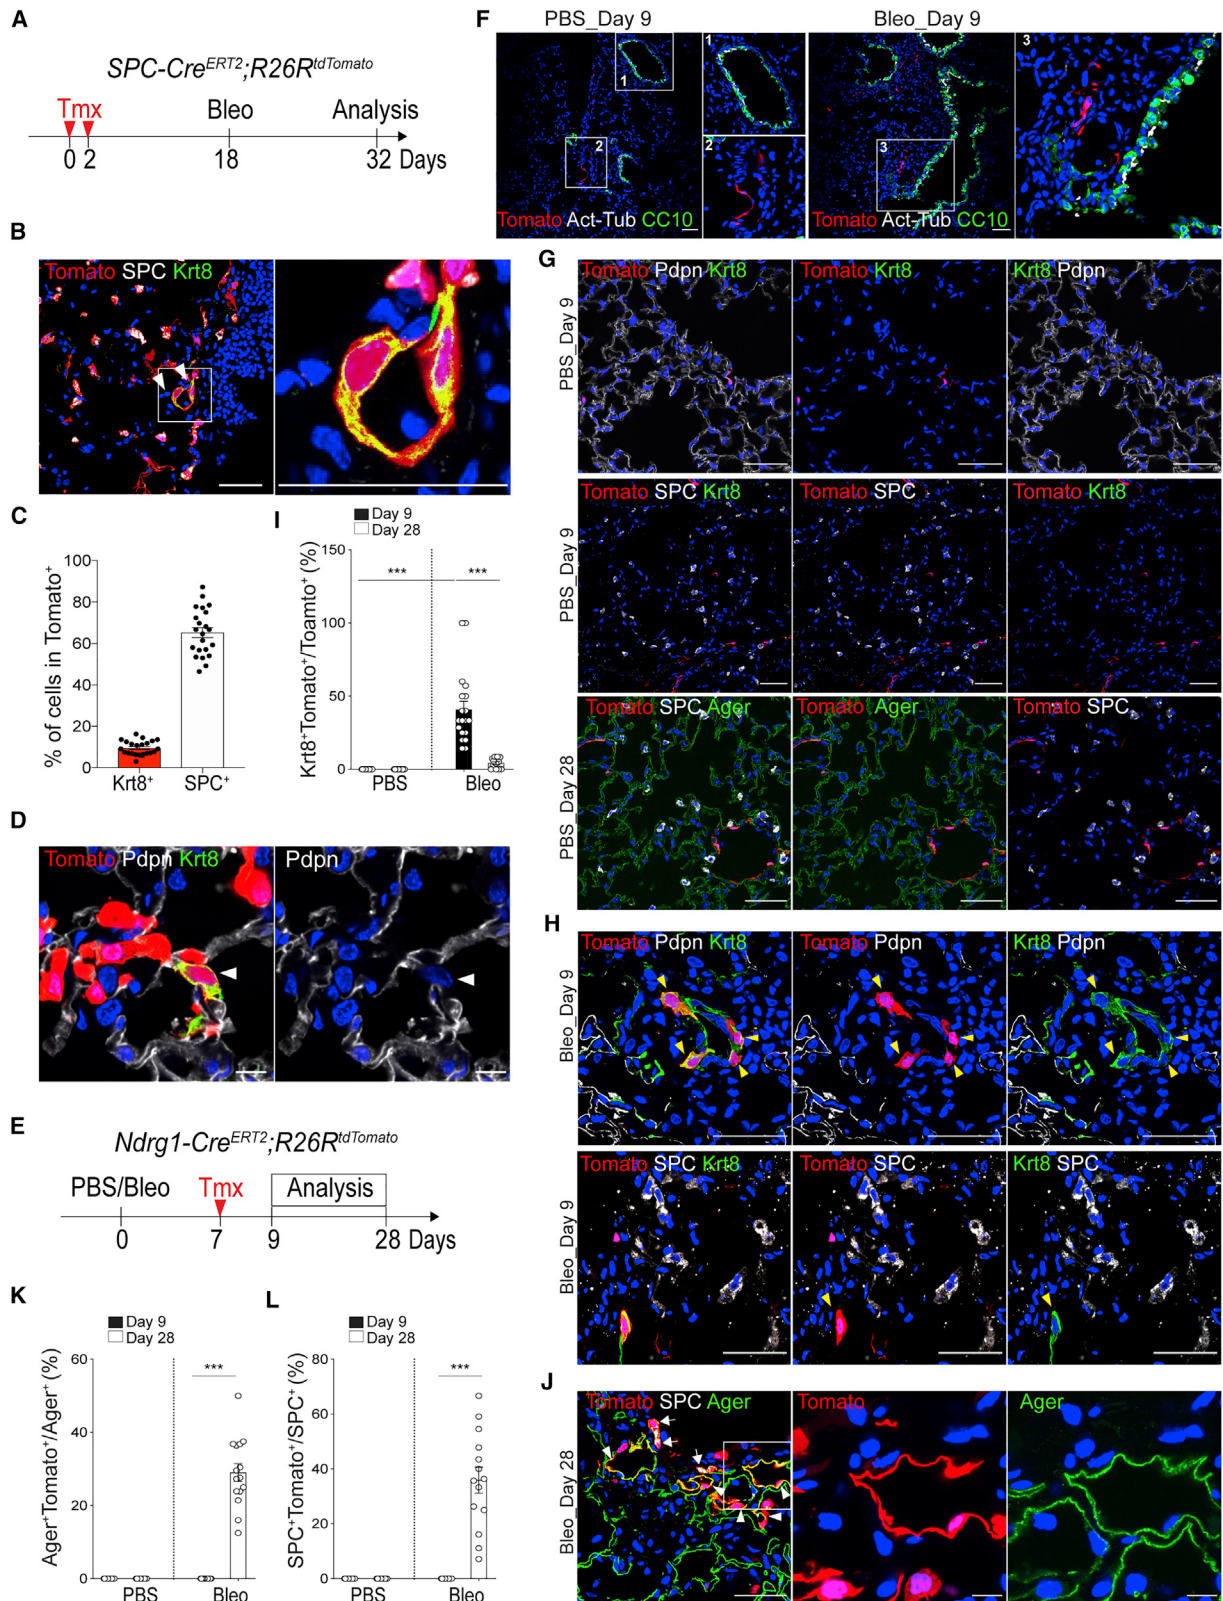

(legend on next page)

specifically detected in macrophages, was increased on day 14 after injury and decreased to homeostatic levels on day 28 (Figures S2H and S2I). Quantitative PCR (qPCR) analysis on isolated AMs and IMs from uninjured lungs revealed that *IL-1 $\beta$*  is highly and specifically expressed in IMs, whereas *IL-18* is enriched in AMs, consistent with previous reports (Figure S2J; Misharin et al., 2017). Furthermore, granulocyte-macrophage colony-stimulating factor (GM-CSF) activation specifically augmented *IL-1 $\beta$*  expression in IMs but did not affect *IL-18* expression in AMs (Figure S2J). Notably, bleomycin injury stimulated *IL-1 $\beta$*  expression in IMs *in vivo* (Figure S2K). *IL-1 $\beta$*  treatment was also sufficient to increase the number and size of organoids formed by AT2 cells (Figures 2D and 2E).

To find out how *IL-1 $\beta$*  affects the cellular and molecular behavior of AT2 cells, we performed scRNA-seq of control and *IL-1 $\beta$* -treated organoids. Based on marker gene expression, we identified five distinctive clusters (AT2, pAT2, cAT2, DATPs, and AT1 cells) similar to those we had seen in AT2 lineage-labeled cells (Figure 2F; Figures S3A–S3C). In control organoids, most cell types corresponded to AT2 and AT1 cells along with smaller pAT2 and DATPs clusters (Figure 2G). In contrast, *IL-1 $\beta$*  treatment increased the pAT2 fraction to ~77%, classified by low expression of genes such as *Etv5*, *Abca3*, and *Cebpa*, suggesting that *IL-1 $\beta$*  triggers AT2 cells to enter a primed state (Figure 2G). The DATP population was also increased by *IL-1 $\beta$*  treatment (Figure 2G). Pseudotime and PAGA analysis of the scRNA-seq data showed that *IL-1 $\beta$* -treated organoids skew differentiation of AT2 cells toward the AT1 fate (Figure 2H; Figure S3D) by enhancing differentiation into pAT2 and DATP states similar to those of regenerating AT2 cells *in vivo* (Figures S3E and S3F). To investigate whether *IL-1 $\beta$*  directly influences AT2 cell fate transitions, we examined cellular states on days 6 and 14, two key differentiation time points across organoid formation.

On day 6, qPCR analysis of *IL-1 $\beta$* -treated organoids showed an enriched transcriptional signature of pAT2-state relative to control organoids (Figure 2I). In addition, day 14 immunostaining and flow cytometry analysis of DATP markers, such as *Krt8* and *Cldn4*, confirmed that DATPs were increased significantly in *IL-1 $\beta$* -treated organoids (Figures 2J and 2K). These data show that *IL-1 $\beta$*  treatment in AT2 organoids recapitulates key aspects of *in vivo* lung regeneration. Taken together, our data demonstrate that an *IL-1 $\beta$* -mediated inflammatory niche triggers AT2-mediated injury response during alveolar regeneration via differentiation programs to generate DATPs.

### DATPs Differentiate into AT1 and AT2 Cells during Alveolar Regeneration after Injury

Our scRNA-seq analysis revealed the previously unknown AT2 lineage-derived DATP population emerging during alveolar regeneration and in organoids stimulated with *IL-1 $\beta$* . Using AT2 reporter mice (*SPC-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>*), we found that approximately 10% of AT2 lineage-labeled cells express *Krt8* on 14 days after bleomycin injury, confirming that DATPs originate directly from AT2 cells (Figures 3A–3C). Importantly, neither the AT2 marker SPC nor the AT1 marker podoplanin (Pdpn) were detected in this population (Figures 3B and 3D). To further assess functional contributions of DATPs to alveolar regeneration, we established lineage reporter mice for N-Myc downstream-regulated 1 (*Ndrg1*), which is uniquely expressed in DATPs during alveolar regeneration (*Ndrg1-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>*) (Figures 1D and 3E). We did not detect any expression of *Ndrg1* in airway epithelial cells with or without injury (Figure 3F). Consistent with our scRNA-seq data, neither AT2 and AT1 cells were labeled by *Ndrg1* expression in PBS control mice (Figure 3G). However, on 9 days after bleomycin injury, *Ndrg1* lineage-labeled cells emerged with a majority of cells positive for *Krt8* in the alveolar

### Figure 3. Injury Response-Specific DATPs Are Derived from AT2 Cells and Mediate AT1 Lineage Differentiation

- (A) Schematics of the experimental design for SPC lineage-tracing analysis using *SPC-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>* mice at the indicated time points after bleomycin injury.
- (B) Representative IF images showing derivation of DATPs from AT2 lineage-labeled cells on day 14 after injury: Tomato (red), SPC (white), and *Krt8* (green). The insets is shown magnified on the right. Arrowheads point to lineage-labeled *Krt8*<sup>+</sup>DATPs that do not express the AT2 marker SPC. Scale bars, 50  $\mu$ m.
- (C) Quantification of lineage-labeled SPC<sup>+</sup> AT2 cells or *Krt8*<sup>+</sup> DATPs on day 14 after injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM with three independent experiments (n = 4).
- (D) Representative IF images showing derivation of DATPs from AT2 lineage-labeled cells on day 14 after injury: Tomato (red) and Pdpn (white). Arrowheads point to lineage-labeled *Krt8*<sup>+</sup> DATPs that do not express the AT1 marker Pdpn. Scale bars, 10  $\mu$ m.
- (E) Experimental design for the *Ndrg1* lineage-tracing analysis using *Ndrg1-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>* mice after bleomycin injury. Specific time points for tamoxifen injection and analysis are indicated.
- (F) Representative IF images showing that airway cells are not marked by *Ndrg1* expression on day 9 after PBS (left) or bleomycin (right) treatment: Tomato (for the *Ndrg1* lineage, red), CC10 (green, secretory cells), acetylated tubulin (acetyl-tub) (white, ciliated cells), and DAPI (blue). Insets (1, 2, and 3) show high-power views.
- (G) Representative IF images show that *Ndrg1* expression does not label *Krt8*<sup>+</sup> DATPs, SPC<sup>+</sup> AT2 cells, or AGER<sup>+</sup> AT1 cells on day 9 (top and center) and day 28 (bottom) after PBS treatment: Tomato (for the *Ndrg1* lineage, red), Pdpn (white, top), SPC (white, center and bottom), *Krt8* (green, top and center), and Ager (green, bottom). Scale bars, 50  $\mu$ m.
- (H) Representative IF images showing derivation of *Ndrg1* lineage-labeled DATPs that are negative for AT1 or AT2 markers but positive for *Krt8* on day 9 after injury: Tomato (red), Pdpn (white, top), SPC (white, bottom), *Krt8* (green), and DAPI (blue). Arrowheads points to lineage-labeled DATPs. Scale bars, 50  $\mu$ m.
- (I) Statistical quantification of *Krt8*<sup>+</sup>Tomato<sup>+</sup> cells at the indicated time points after PBS or bleomycin injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM (n = 2 PBS control, n = 3 for bleomycin). \*\*\*p < 0.001.
- (J) Representative IF images showing differentiation of *Ndrg1* lineage-labeled AT1 and AT2 cells on day 28 after injury: Tomato (red), SPC (white), Ager (green), and DAPI (blue). Arrowheads point to lineage-labeled Ager<sup>+</sup> AT1 cells, and arrows point to lineage-labeled SPC<sup>+</sup> AT2 cells. The insets (left) are shown magnified on the right. Scale bars, 50  $\mu$ m (left) and 10  $\mu$ m (right).
- (K) Statistical quantification of lineage-labeled Ager<sup>+</sup>Tomato<sup>+</sup> AT1 cells at the indicated time points after PBS or bleomycin injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM (n = 2 PBS control, n = 3 bleomycin). \*\*\*p < 0.001.
- (L) Statistical quantification of lineage-labeled SPC<sup>+</sup>Tomato<sup>+</sup> AT2 cells at the indicated time points after PBS or bleomycin injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM (n = 2 PBS control, n = 3 bleomycin). \*\*\*p < 0.001.

See also Figure S4.

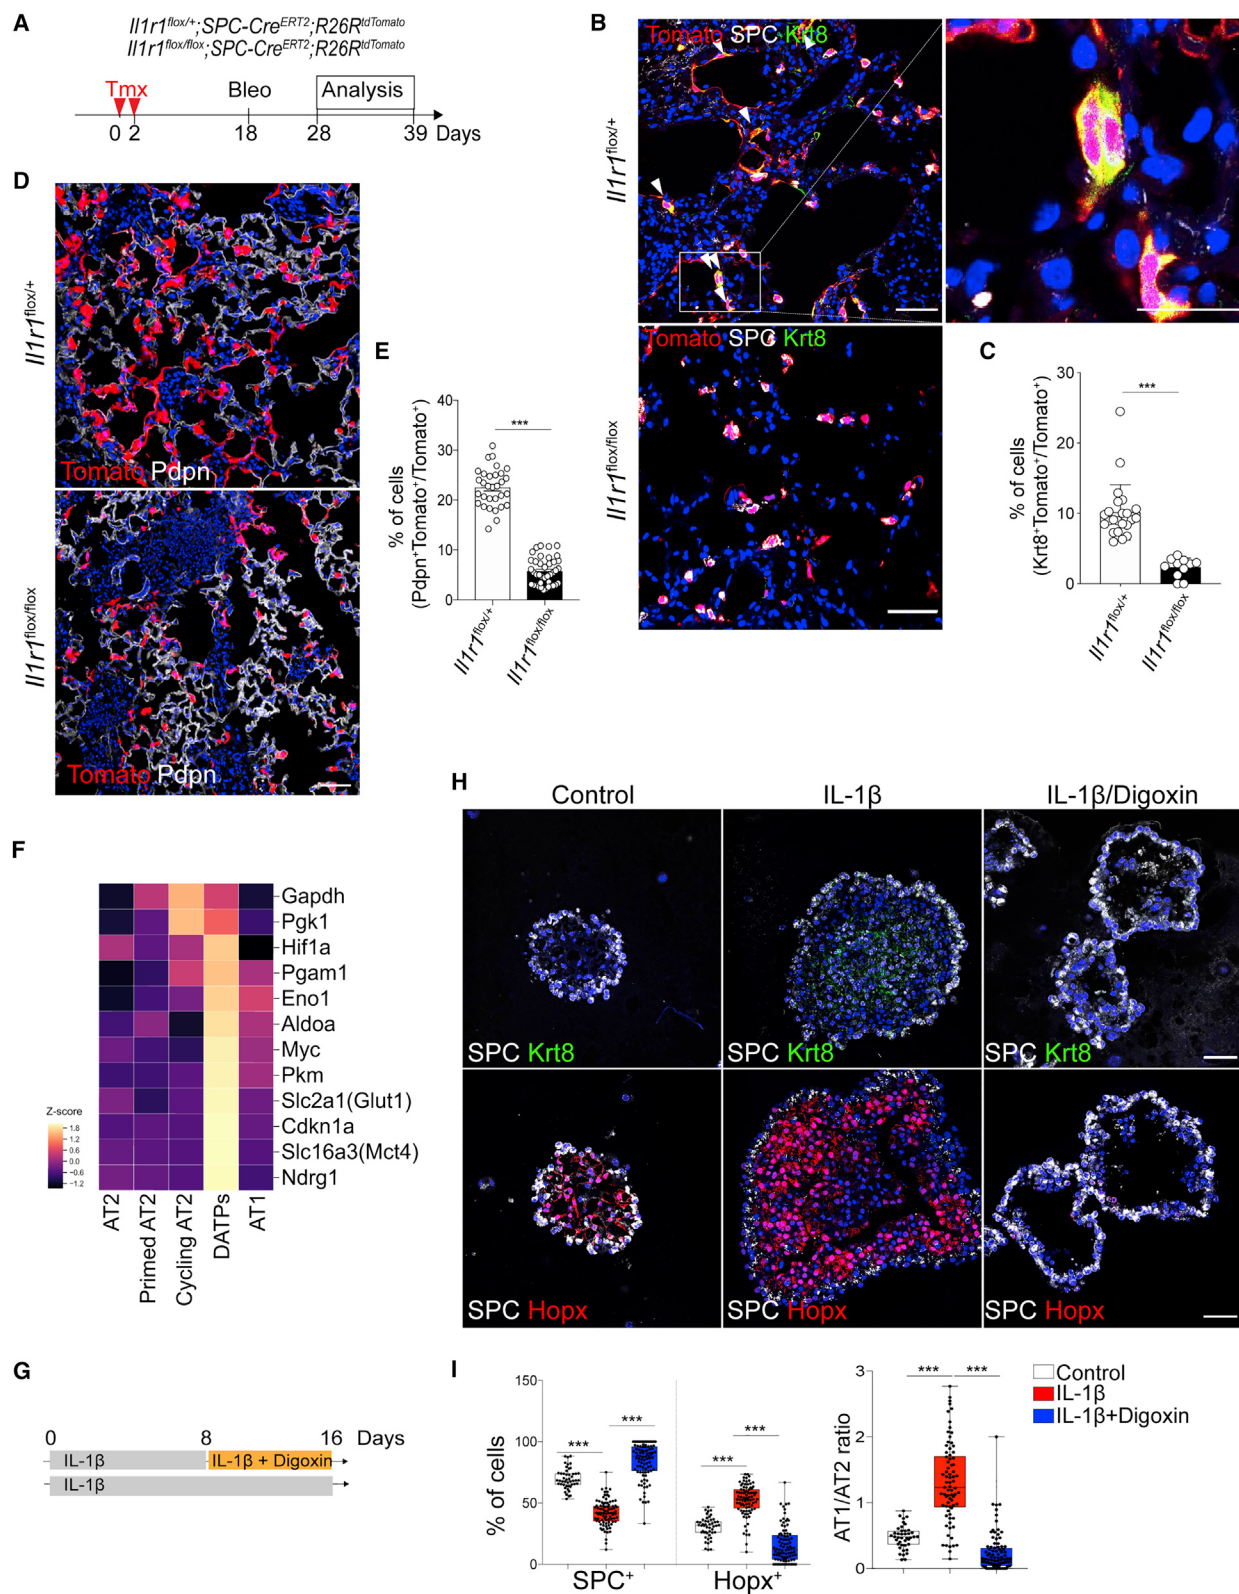

(legend on next page)

region (Figures 3H and 3I). On day 28, we found that approximately 30% of AT1 cells were lineage-labeled by *Ndr1* with AT1 cell morphology (Figures 3J and 3K). We also confirmed the contribution of DATPs in AT1 cell generation with lineage-tracing analysis using *Krt8* reporter mice (*Krt8-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>*) (Figure S4A). Consistent with *Ndr1* lineage-labeled cells, neither AT2 nor AT1 cells were labeled in uninjured lungs (Figure S4B). *Krt8* expression was only detected in *Cldn4<sup>+</sup>* DATPs on day 9 in the alveolar region after injury but was then prominent in *Pdpn<sup>+</sup>* AT1 cells on day 28 after injury (Figures S4C–S4F).

We also observed that a significant number of *SPC<sup>+</sup>* AT2 cells were lineage-labeled by *Ndr1* and *Krt8* on day 28 after bleomycin injury (Figures 3J and 3L; Figures S4G and S4H). To confirm that DATPs possessed the capacity to dedifferentiate into AT2 cells, we isolated AT2 cells (*CD31<sup>+</sup>CD45<sup>+</sup>EpCAM<sup>+</sup>MHCII<sup>+</sup>*) (Hasegawa et al., 2017) from *Krt8* reporter mice and performed organoid cultures in the presence of IL-1 $\beta$  (Figure S4I). On day 14 in culture, we added 4-OH tamoxifen to label *Krt8*-expressing DATPs. Consistent with immunostaining for *Krt8* in organoids (Figure 2J), we detected *Tomato<sup>+</sup>* cells (*Krt8<sup>+</sup>* DATPs) in the inner part of organoids, which segregated distinctly from *Tomato<sup>+</sup>* MHC class II<sup>+</sup> AT2 cells, as shown by flow cytometry analysis (Figures S4J and S4K). Furthermore, *Krt8<sup>+</sup>* DATPs (*Tomato<sup>+</sup>* MHCII<sup>+</sup>) isolated from organoids were capable of forming organoids composed of DATPs and *SPC<sup>+</sup>* AT2 cells (Figures S4K–S4M).

### IL-1 $\beta$ Signaling Is Required for Cell Fate Conversion into DATPs during Alveolar Regeneration

Given that IL-1 $\beta$  treatment increased generation of DATPs in organoids, we next asked whether IL-1 $\beta$  signaling is required for differentiation into DATPs *in vivo*. To answer this question, we generated *Il1r1<sup>fllox/fllox</sup>;SPC-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>* mice to deplete *Il1r1*, a functional receptor for IL-1 $\beta$ , specifically in AT2 cells (Figure 4A). The proliferative activity of *Il1r1*-deficient AT2 cells was comparable with that of *Il1r1*-haploinsufficient AT2 cells after injury (Figure S5A). Because IL-1 $\beta$  treatment increased organoid size and formation efficiency (Figures 2D and 2E), we carefully examined AT2 cell proliferation by 5-ethynyl-2'-deoxyuridine (EdU) incorporation assays at an early time point (day 4) in organoid cultures. Although IL-1 $\beta$ -treated organoids revealed increases in EdU incorporation rates relative to the control, notably, *Il1r1*-deficient AT2 cells also showed a similar rate of EdU incorporation, indicating that IL-1 $\beta$  does not directly influ-

ence AT2 cell proliferation (Figure S5B). Given the differential expression of growth factors regulating AT2 cell proliferation in IL-1 $\beta$ -treated stromal cells co-cultured with AT2 cells in organoids (Figures S5C–S5E), it is highly likely that IL-1 $\beta$  enhances AT2 cell proliferation by modulating surrounding cells rather than by direct effects on AT2 cells.

We then further analyzed cAT2 subsets (derived from AT2 lineage-labeled cells after injury; Figure 1B), which showed stepwise cell cycle transitions based on the expression of cell cycle phase-specific genes (Figure S5F). We discovered that AT2 cells acquired transcriptional signatures of pAT2 cells during transition from S to G2/M phase in the cell cycle (Figure S5G). During this transition, expression of naive AT2 cell markers, including *Abca3*, was downregulated, whereas the expression of genes associated with inflammatory response, including *Ptges*, was induced. Remarkably, *Il1r1* expression was upregulated specifically in G2/M phase (Figure S5G). Importantly, we found that *Il1r1*-deficient AT2 cells failed to differentiate into DATPs on day 10 after injury (Figures 4B and 4C). Subsequently, lineage-labeled AT1 cells were significantly decreased on day 21 after injury, indicating impaired differentiation of AT2 cells into AT1 cells in the absence of IL-1 $\beta$  signaling (Figures 4D and 4E). Overall, these findings suggest that IL-1 $\beta$  does not directly influence the proliferative properties of AT2 cells but, instead, primes AT2 cells to initiate cell fate transition into DATPs during alveolar regeneration.

### Hif1 $\alpha$ Signaling Is Integral for DATP Cell Conversion and AT1 Differentiation

In our next set of experiments, we asked which downstream transcription factors and/or signaling molecules driven by IL-1 $\beta$  are required for DATP differentiation. Upon further analysis of our *in vivo* and *in vitro* scRNA-seq data, we discovered a unique metabolic signature with higher expression of genes involved in the glycolysis pathway, such as *Pgk1*, *Pkm*, and *Slc16a3* (Figure 4F). By measuring the extracellular acidification rate (ECAR) in organoids, we found that IL-1 $\beta$  enhanced glycolysis metabolism (Figures S6A and S6B). IL-1 $\beta$ -treated organoids also showed higher rates of glucose uptake compared with the control (Figure S6C). Notably, expression of *Hif1 $\alpha$* , a critical regulator of aerobic glycolysis metabolism, was enriched in DATPs (Figure 4F; Dang et al., 2008; Semenza, 2012). To determine whether Hif1 $\alpha$  signaling is required for transition into DATPs, we treated AT2 organoids with digoxin, a potent

#### Figure 4. DATPs Induced by IL-1 $\beta$ -Driven Hif1 $\alpha$ Signaling Are Essential Mediators of Alveolar Regeneration

- (A) Experimental design of lineage tracing of *Il1r1*-haploinsufficient or deficient AT2 cells after bleomycin administration.
- (B) Representative IF images showing DATPs generation from *SPC* lineage-labeled cells on day 10 after injury in the indicated genotype: *Tomato* (for *SPC* lineage, red), *SPC* (white), *Krt8* (green), and DAPI (blue). Scale bars, 50  $\mu$ m.
- (C) Quantification of lineage-labeled *Krt8<sup>+</sup>* DATPs on day 10 after injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM (n = 3).
- (D) Representative IF images showing AT1 cell differentiation from *SPC* lineage-labeled cells on day 21 after injury in the indicated genotype: *Tomato* (for *SPC* lineage, red), *Pdpn* (white), and DAPI (blue). Scale bar, 50  $\mu$ m. See also Figure S5.
- (E) Quantification of lineage-labeled *Pdpn<sup>+</sup>* AT1 cells on day 21 after injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM (n = 6).
- (F) Heatmap of the transcriptional profiles of genes that are associated with Hif1 $\alpha$ -mediated signaling, including the glycolysis pathway, in the subset of clusters.
- (G) Schematic of an AT2 organoid culture treated with digoxin in the presence of IL-1 $\beta$ .
- (H) Representative IF images showing impaired generation of DATPs and the AT1 lineage in digoxin-treated organoids: *SPC* (white), *Krt8* (top, green), *Hopx* (bottom, red), and DAPI (blue). Scale bars, 50  $\mu$ m. See also Figure S6.
- (I) Quantification of the frequency of AT2 (*SPC<sup>+</sup>*) or AT1 (*Hopx<sup>+</sup>*) cells (left) and the ratio of AT1/AT2 (right). Each individual dot represents one experiment, and data are presented as mean  $\pm$  SEM. \*\*\*p < 0.001.

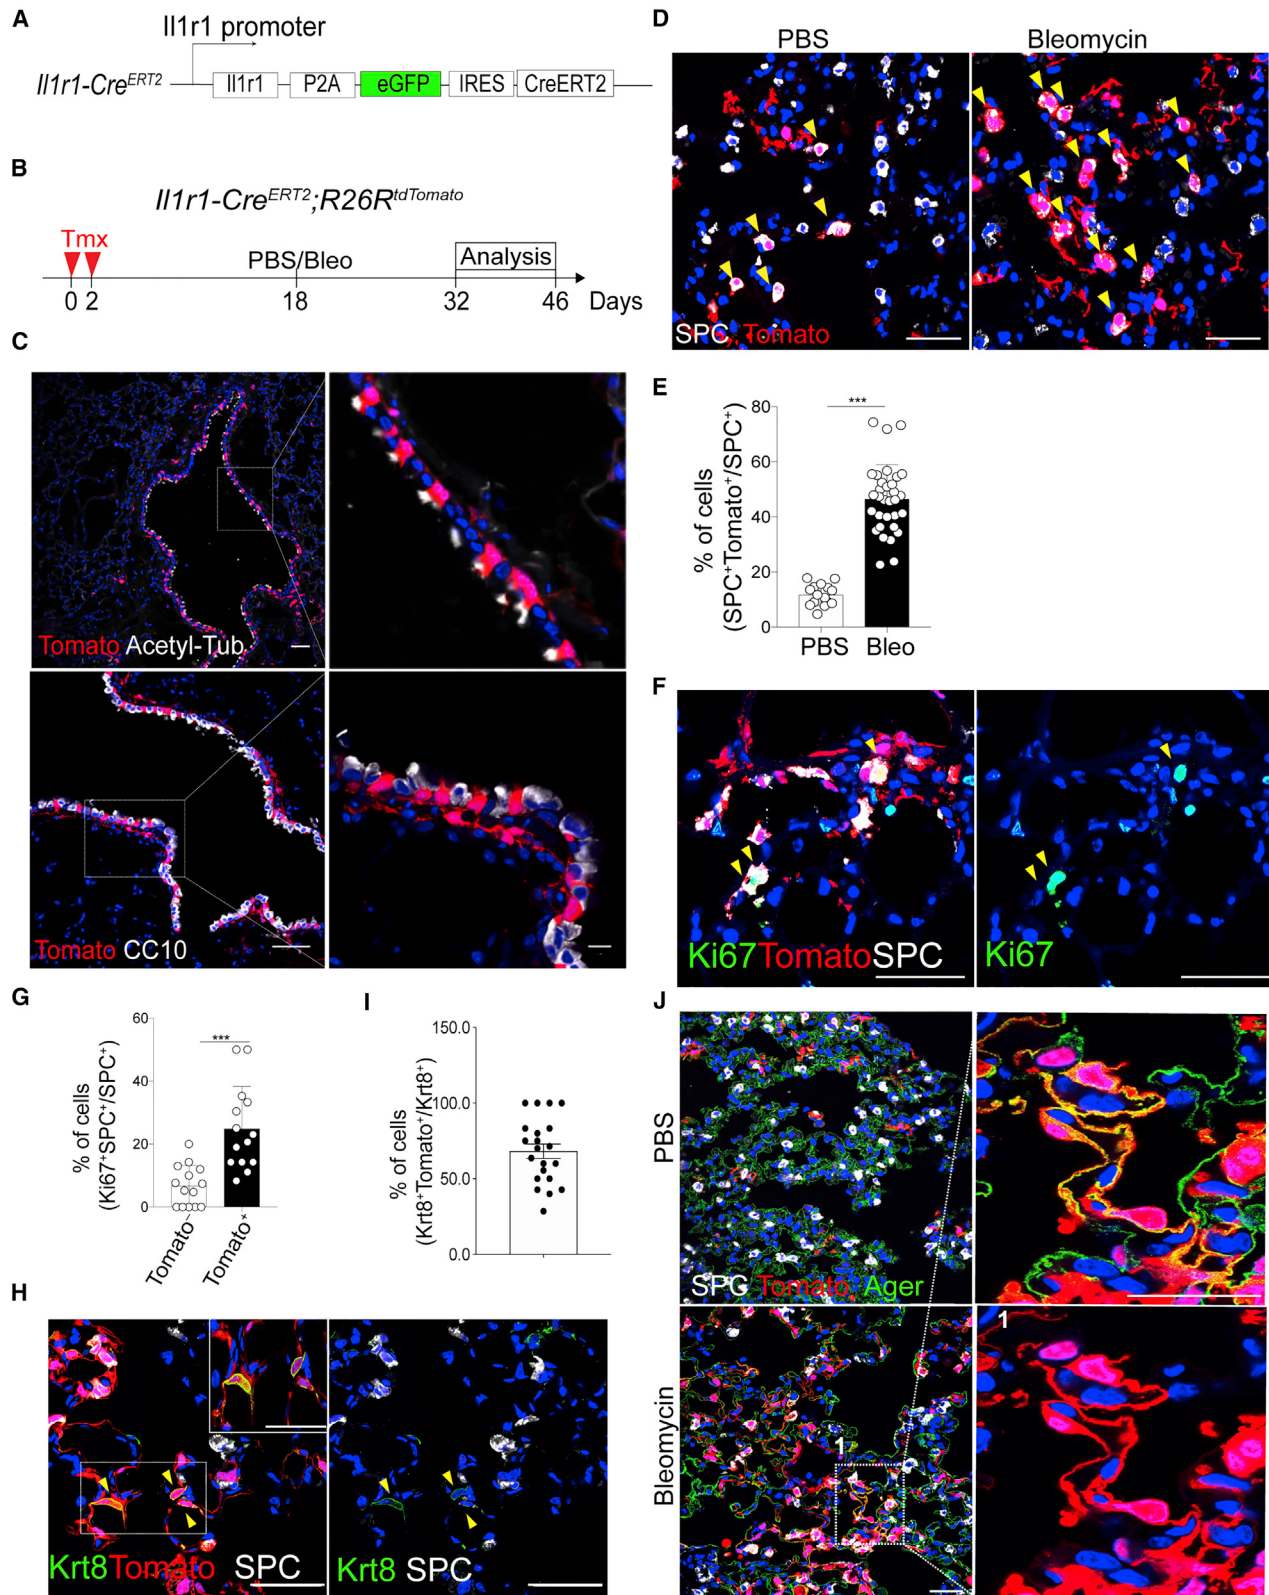

(legend on next page)

inhibitor of *Hif1 $\alpha$*  activity, in the presence of IL-1 $\beta$  (Figure 4G). On day 6 in culture, when higher gene signatures of pAT2 cells were detected, digoxin-treated organoids showed impaired generation of DATPs and AT1 cells (Figures 4H and 4I). We next deleted *Hif1 $\alpha$*  specifically on AT2 cells using *Hif1 $\alpha$ <sup>flox/flox</sup>;SPC-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>* mice (Figure S6D). Consistent with our organoid results, *Hif1 $\alpha$* -deficient AT2 cells failed to generate DATPs on day 10 after injury (Figures S6E and S6F). Similar to *Il1r1*-deficient AT2 cells, AT2 cells lacking *Hif1 $\alpha$*  failed to differentiate into AT1 cells (Figures S6G and S6H). Taken together, these results demonstrate that IL-1 $\beta$  enhances *Hif1 $\alpha$* -mediated glycolysis metabolic changes that are integral for transition into DATPs and subsequent differentiation into AT1 cells during injury repair.

### ***Il1r1*<sup>+</sup>AT2 Cells Are Functionally and Epigenetically Distinct Subsets that Generate DATPs by IL-1 $\beta$ Signals in Alveolar Regeneration**

Given the importance of IL-1 $\beta$  signaling in alveolar regeneration, we asked whether all AT2 cells are equally capable of responding to IL-1 $\beta$  inflammatory signals. To answer this question, we generated *Il1r1* reporter mice (*Il1r1-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>*) and treated them with tamoxifen to lineage-trace *Il1r1*-expressing cells (Figures 5A and 5B). We found that *Il1r1* was expressed in airway ciliated cells and small subsets of mesenchyme cells in uninjured lungs (Figure 5C). Remarkably, approximately 15% of AT2 cells were lineage labeled in uninjured lungs (Figures 5D and 5E). However, bleomycin injury significantly increased the population of lineage-labeled AT2 cells up to ~60% on day 14 after injury (Figures 5D and 5E). *Il1r1* lineage-labeled AT2 cells were also more proliferative than unlabeled AT2 cells (Figures 5F and 5G). Approximately 80% of DATPs were lineage labeled by *Il1r1*, suggesting that DATPs mainly originate from *Il1r1*<sup>+</sup>AT2 cells (Figures 5H and 5I). On day 28 after injury, lineage-labeled AT1 cells were observed clearly (Figure 5J).

We posited that epigenetic mechanisms might shape the active response of *Il1r1*<sup>+</sup>AT2 cells and next performed ATAC-seq (assay for transposase-accessible chromatin with high-throughput sequencing). Although most genes, including AT2 markers and general housekeeping genes, showed similar chromatin accessi-

bility patterns, notable differences were present in the open chromatin states in *Il1r1*<sup>+</sup>AT2 cells relative to bulk AT2 cells (Figures 6A and 6B; Figures S7A–S7G). Analysis of GO term distributions of the highlighted genes revealed that epigenetic regulation and inflammation-associated pathways, including IL-1 signaling, were enriched in *Il1r1*<sup>+</sup>AT2 cells (Figures 6C and 6D). Motif analysis of the DNA binding site showed that *Il1r1*<sup>+</sup>AT2-enriched chromatin contains motifs for key transcriptional factors associated with inflammation, such as AP-1, cAMP response element-binding protein (CREB), nuclear factor  $\kappa$ B (NF- $\kappa$ B) and Rorc, whereas shared genes were enriched in motifs for key lung development factors, such as Nkx2.1 and Cebp (Figure 6E; Martis et al., 2006; Minoo et al., 1999; Miossec and Kolls, 2012; Schonhaler et al., 2011). Taken together, these results demonstrate that *Il1r1* expression marks epigenetically distinct AT2 cell subtypes with a capacity for rapid expansion and subsequent differentiation into AT1 cells during injury response.

### **Chronic Inflammation Mediated by Sustained IL-1 $\beta$ Levels Stalls Transition of DATPs into Mature AT1 Cells**

Although the expression levels of early AT1 markers, such as *Lmo7*, *Pdpn*, and *Hopx*, were comparable in control and IL-1 $\beta$ -treated organoids (Figure 7A), we found that AT1-like cells present in IL-1 $\beta$ -treated organoids failed to upregulate mature AT1 markers highly expressed in control AT1 cells, such as *Aqp5*, *Vegfa*, *Cav-1*, and *Spock2* (Figure 7B). Instead, AT1-like populations in IL-1 $\beta$ -treated organoids highly expressed DATP-associated genes, including *Cldn4*, *AW112010*, and *Lhfp* (Figure 7C), indicating that sustained IL-1 $\beta$  treatment in AT2 organoids causes accumulation of DATPs and prevents terminal differentiation into mature AT1 cells. We then asked whether the stalled transition to mature AT1 cells could be rescued by relieving IL-1 $\beta$ -mediated inflammation. We cultured AT2 organoids with IL-1 $\beta$  for 14 days and maintained them for an additional 7 days without IL-1 $\beta$  treatment (Figure 7D). Indeed, we found that expression of late AT1 markers became significantly upregulated upon IL-1 $\beta$  withdrawal, concomitant with downregulation of DATP markers and expression of *Hif1 $\alpha$*  and other glycolysis pathway genes (Figure 7E). These findings prompted us ask whether inhibition of glycolysis in stalled DATPs might facilitate AT1 cell

**Figure 5. *Il1r1*<sup>+</sup>AT2 Cells Are Distinct Subsets that Generate DATPs during Alveolar Regeneration after Injury**

- (A) Schematic of *Il1r1-Cre<sup>ERT2</sup>* mice.  
(B) Experimental design for lineage tracing. Date for analysis are as indicated.  
(C) Representative IF images showing *Il1r1* lineage-labeled cells only in ciliated cells (top), not in club cells (bottom), in uninjured airways on day 14 after two doses of tamoxifen injection: Tomato (for *Il1r1* lineage, red), acetyl-tub (white), CC10 (white), and DAPI (blue). Scale bars, 50  $\mu$ m.  
(D) Representative IF images showing *Il1r1* lineage-labeled AT2 cells in the lungs of mice treated with the control (PBS) or bleomycin on day 14 after injury: Tomato (for *Il1r1* lineage, red), SPC (white), and DAPI (blue). Arrowheads point to *Il1r1* lineage-labeled SPC<sup>+</sup> AT2 cells. Scale bars, 50  $\mu$ m.  
(E) Quantification of *Il1r1* lineage-labeled SPC<sup>+</sup> AT2 cells in (C). Each individual dot represents one section, and data are presented as mean  $\pm$  SEM with three independent experiments. \*\*\*p < 0.001.  
(F) Representative IF images showing Ki67<sup>+</sup> cells in lineage-labeled or unlabeled SPC<sup>+</sup> AT2 cells on day 14 after injury: Tomato (for *Il1r1* lineage, red), SPC (white), Ki67 (green), and DAPI (blue). Arrowheads points to *Il1r1* lineage-labeled proliferating AT2 cells. Scale bars, 50  $\mu$ m.  
(G) Quantification of Ki67<sup>+</sup> AT2 cells in lineage-labeled or unlabeled SPC<sup>+</sup> cells. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM with three independent experiments. \*\*\*p < 0.001.  
(H) Representative IF images showing *Il1r1* lineage-labeled DATPs on day 14 after injury: Tomato (for *Il1r1* lineage, red), Krt8 (green), and DAPI (blue). Arrowheads points to *Il1r1* lineage-labeled DATPs. Insets (left) show high-power views (right top). Scale bars, 50  $\mu$ m.  
(I) Quantification of *Il1r1* lineage-labeled DATPs on day 14 after bleomycin injury. Each individual dot represents one section, and data are presented as mean  $\pm$  SEM of three independent experiments.  
(J) Representative IF images showing *Il1r1* lineage-labeled AT1 cells on day 28 after injury: Tomato (for *Il1r1* lineage, red), SPC (white), Ager (green), and DAPI (blue). Scale bars, 50  $\mu$ m.

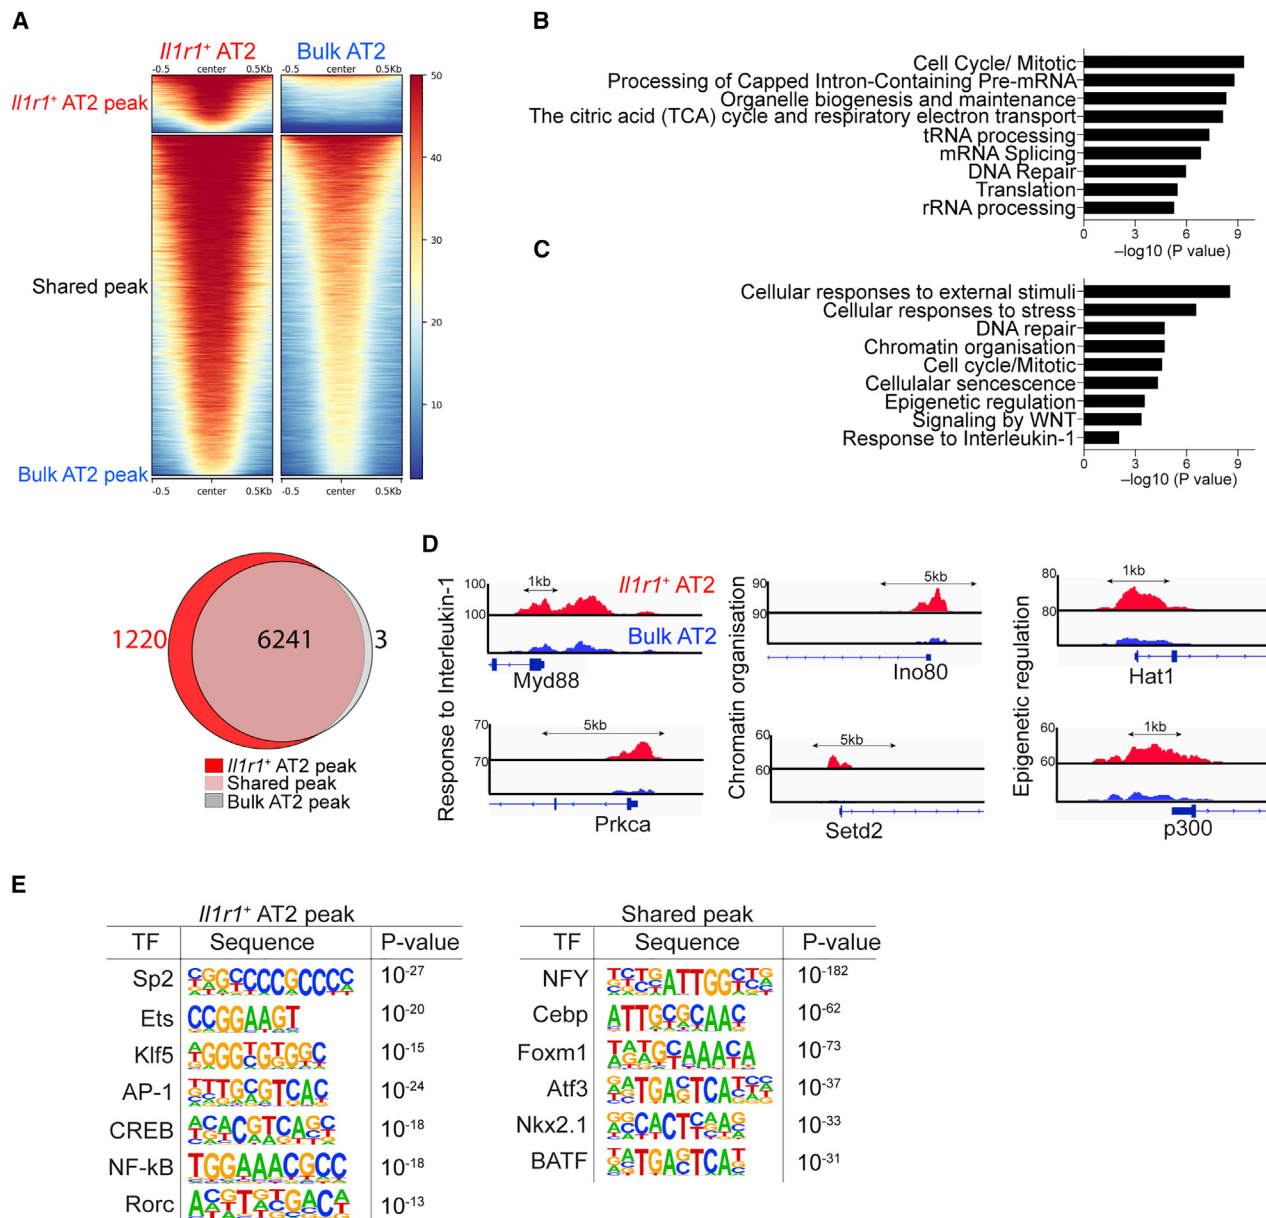

**Figure 6. *Il1r1*<sup>+</sup>AT2 Cells Possess a Chromatin Architecture that Enables a Rapid Response to Injury**

(A) ATAC-seq heatmap (top) and Venn diagrams (bottom) showing genome-wide regions of differential open chromatin peaks in *Il1r1*<sup>+</sup>AT2 versus bulk AT2 cells in duplicates. The values correspond to the peak signal distribution around TSSs (transcription start sites). The numbers of nearest neighbor genes covered by peaks are indicated.

(B) GO enrichment analysis of the nearest neighbor genes in the vicinity of peaks shared between *Il1r1*<sup>+</sup>AT2 and bulk AT2 cells.

(C) GO enrichment analysis of the nearest neighbor genes in the vicinity of *Il1r1*<sup>+</sup>AT2 peaks.

(D) Snapshots of genomic loci in which the chromatin-accessible peaks are specifically opened in *Il1r1*<sup>+</sup>AT2 cells, identified by the GO enrichment analysis shown in (C).

(E) Transcription factor motif enrichment within *Il1r1*<sup>+</sup>AT2-specific peaks or peaks shared between *Il1r1*<sup>+</sup>AT2 and bulk AT2 cells.

See also Figure S7.

maturation. To this end, we treated AT2 organoids with IL-1 $\beta$  for 14 days and then with the glycolysis inhibitor 2-deoxyglucose (2-DG, a glucose analog that causes hexokinase inhibition and disruption of glycolysis) in the continued presence of IL-1 $\beta$  for an additional 4 days (Figure 7F). Notably, inhibition of high-glucose metabolism significantly upregulated expres-

sion of mature AT1 markers (Figure 7G). With immunostaining, we confirmed that AT2 cells with persistent IL-1 $\beta$  treatment failed to generate mature AT1 cells expressing Cav-1, a late AT1 cell marker, whereas the expression level of Hopx, an early AT1 cell marker, was comparable with that seen in controls (Figure 7H). Importantly, 2-DG-treated organoids

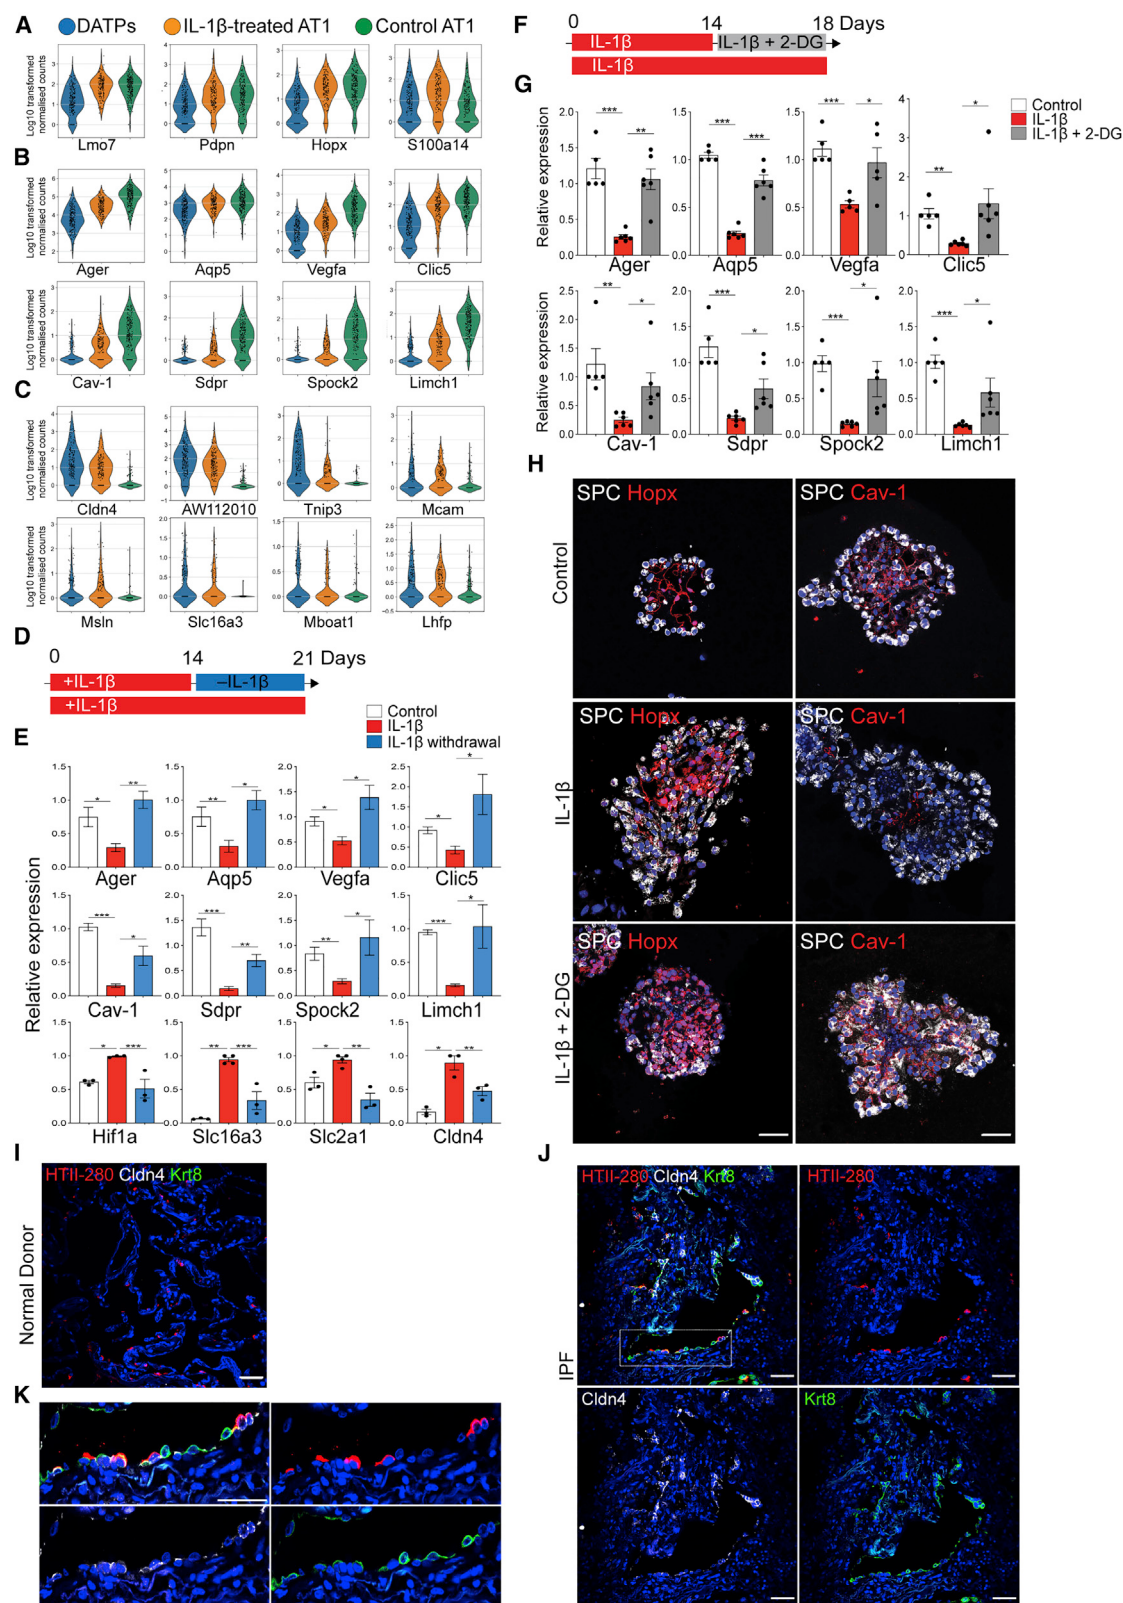

**Figure 7. The Glycolysis Pathway, Driven by IL-1 $\beta$ , Prevents DATPs from Converting into Terminally Mature AT1 Cells**

(A–C) Violin plots showing the log-transformed ( $\log_{10}(\text{TPM}+1)$ ), normalized expression levels of early AT1 (A), late AT1 (B), and DATP (C) marker genes in DATPs or control or IL-1 $\beta$ -treated AT1 cells, as revealed by scRNA-seq analysis of organoids.

(legend continued on next page)

rescued impaired maturation of AT1 cells even in the presence of IL-1 $\beta$  (Figure 7H).

We hypothesized that a chronic inflammatory environment will lead to gradual accumulation of DATPs and, eventually, defective differentiation and declining lung regeneration. Recent studies using a high-resolution scRNA-seq analysis reported that a transcriptionally distinct KRT17<sup>+</sup> population accumulates aberrantly in a non-permissive pathologic environment, such as with idiopathic pulmonary fibrosis (IPF) (Adams et al., 2019; Habermann et al., 2019; Wu et al., 2020). Consistent with a recent study (Kobayashi et al., 2019), we also found that most markers that are specific to KRT17<sup>+</sup> cells were also highly expressed in DATPs (Figure S7H). Indeed, we observed abundant KRT8<sup>+</sup>CLDN4<sup>+</sup> DATP-like cells next to HTII-280<sup>+</sup> AT2 cells in alveolar regions of IPF patient tissue samples but not within alveoli of normal donor lungs (Figures 7I–7K). In addition, given the close relationship between chronic inflammation and lung cancer and recent reports suggesting transcriptional features of injury responses in lung tumor cells, we also found that KRT8<sup>+</sup>CLDN4<sup>+</sup> DATP-like cells can be observed within the tumor in patient tissue samples of lung adenocarcinoma (Figure S7I; Conway et al., 2016; Mantovani et al., 2008; Maynard et al., 2019; Moll et al., 2018). Taken together, these findings demonstrate that chronic inflammatory signals cause dysregulation of DATPs, which leads to development and/or progression of human lung diseases.

## DISCUSSION

Effectively coordinated tissue repair is critical for maintenance of tissue integrity and function. In responding to environmental assault, the ability to sense physiological changes is essential for stem cells to initiate repair and resolve damage. Here we focused on how inflammatory stimuli direct the cell fate behavior of AT2 stem cells during lung injury repair. Our data reveal the detailed stepwise differentiation trajectories of AT2 cells, which are regulated by IL-1 $\beta$ -mediated inflammatory signals during the regeneration process. Significantly, we identified *Il1r1*<sup>+</sup>AT2 cells and DATPs as two classes of regenerative cell populations dedicated to lung injury repair. Our findings bring new insight into how unresolved inflammation mediated by persistent IL-1 $\beta$  signals prevents cell fate transitions, resulting in impaired regeneration and eventually leading to lung diseases.

Although the mechanisms underlying alveolar regeneration are complex, our scRNA-seq analysis of *in vivo* AT2 lineage-labeled cells and AT2 cell-derived organoids defines the precise

reprogramming of AT2 cells into AT1 cells during injury repair. We discovered two distinct populations, pAT2 cells and DATPs, as intermediaries between quiescent AT2 and terminally differentiated AT1 lineages. pAT2 cells highly express genes that respond to inflammation (e.g., *Ptges*, *Orm1*, and *Zbp1*), are involved in promoting angiogenesis (e.g., *Lrg1*, *Cxcl17*, and *Egfl6/7*), and reduce reactive oxidative species (ROS) (e.g., *Glrx*, *Prdx4*, and *Gstk1/2*). These properties suggest that pAT2 cells actively respond to inflammatory stimuli, reshaping reciprocal interactions between epithelial cells and their niches during tissue repair. pAT2 cells display much lower expression of genes that are essential for AT2 identity and maintenance, such as *Etv5* and *Abca3*, while still expressing comparable levels of canonical AT2 markers, such as *Sftpc* and *Lyz2*. These transcriptional signatures were also seen in IL-1 $\beta$ -treated AT2 cells, leading us to classify pAT2 cells as a population that is skewed toward the AT1 cell fate.

Our data reveal that pAT2 cells share a transcriptional program resembling that of cAT2 cells but with lower expression levels of cell cycle genes (e.g., *Mki67* and *Cdk1*). Interestingly, we found that transcriptional signatures of pAT2 cells were upregulated during transition from S to G2/M phase in the cell cycle, suggesting the possibility of entering primed states after exiting proliferation states, although further validation studies, such as genetic tracing of cAT2 or pAT2 cells, are needed to provide the delineated sequence of trajectories between these two states. In addition, at variance with a previous study in *Il1r1*<sup>-/-</sup> mice (Katsura et al., 2019), we found that the proliferative activity of AT2 cells is not directly altered by *Il1r1* depletion. Instead, our findings in organoid co-culture experiments revealed that stromal cells responding to IL-1 $\beta$  likely support AT2 cell proliferation. scRNA-seq analysis of stromal cells co-cultured with AT2 cells showed that expression of growth factors facilitating AT2 cell proliferation, such as the epidermal growth factor receptor (EGFR) ligands (e.g., *Ereg*), *Spp1*, and *Hgf* (Ganguly et al., 2014; Zeng et al., 2016) was dramatically increased in IL-1 $\beta$ -treated stromal cells, whereas *Bmp4* (Weaver et al., 2000), which is known to inhibit AT2 cell proliferation, was significantly reduced. Negative regulators of Bmp4 signaling, such as *Grem1/2*, were increased in IL-1 $\beta$ -treated stromal cells. Notably, cAT2 cells acquire transcriptional characteristics of pAT2 cells coupled with upregulation of *Il1r1* expression at the transition from S to G2/M phase. These data suggest that IL-1 $\beta$  directly reprograms daughter AT2 cells to enter primed states during G2/M phase to initiate cell fate transitions without direct influence on cell proliferation. How IL-1 $\beta$  signaling triggers priming of AT2

(D) Schematic of an AT2 organoid culture treated with or without IL-1 $\beta$ .

(E) qPCR analysis of mature AT1 markers on isolated epithelial cells from AT2 organoids. Data are presented as mean  $\pm$  SEM of four biological replicates from two independent experiments. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001.

(F) Schematic of an AT2 organoid culture treated with or without 2-deoxy glucose (2-DG) in the presence of IL-1 $\beta$ .

(G) qPCR analysis of mature AT1 markers on isolated epithelial cells from AT2 organoids. Each individual dot represents one experiment, and data are presented as mean  $\pm$  SEM. \* $p$  < 0.05, \*\* $p$  < 0.01, \*\*\* $p$  < 0.001.

(H) Representative IF images showing rescued maturation of AT1 cells in 2-DG-treated organoids in the presence of IL-1 $\beta$ : SPC (white), Hopx (top, red), Cav-1 (bottom, red), and DAPI (blue). Scale bars, 50  $\mu$ m.

(I) Representative IF images of a KRT8<sup>+</sup>CLDN4<sup>+</sup> DATP-like population in lungs from normal donors ( $n$  = 3): HTII-280 (red), CLDN4 (white), KRT8 (green) and DAPI (blue). Scale bar, 50  $\mu$ m. See also Figure S7.

(J) Representative IF images of a KRT8<sup>+</sup>CLDN4<sup>+</sup> DATP-like population in lungs from IPF patients ( $n$  = 5). HTII-280 (red), CLDN4 (white), KRT8 (green), and DAPI (blue). Scale bars, 50  $\mu$ m.

(K) High-power view of the insets in (J): HTII-280 (red), CLDN4 (white), KRT8 (green), and DAPI (blue). Scale bar, 50  $\mu$ m.

cells to initiate the differentiation process remains unknown. Recently, Wnt signaling has been reported to prevent reprogramming of AT2 cells into AT1 cells (Nabhan et al., 2018), suggesting that crosstalk between IL-1 $\beta$  and Wnt signaling underlies control of cell fate transitions from naive AT2 to primed cell states.

We discovered a previously unidentified DTP population as an intermediate plastic subpopulation between pAT2 and AT1 cell differentiation states. DTPs expressing *Ndr1*, *Cldn4*, and *Krt8* are extremely rare at steady state but are significantly induced after injury by IL-1 $\beta$ -mediated inflammatory signaling. A lineage-tracing analysis demonstrated their capacity to give rise to new AT1 cells during alveolar regeneration after injury. Specifically, we determined that IL-1 $\beta$ -driven inflammation and regulation of the Hif1 $\alpha$  signaling pathway is essential for DTP generation. Specific deletion of *Hif1 $\alpha$*  in AT2 cells impaired this progression, resulting in deficient production of new AT1 cells. In addition, we also defined that reduction of IL-1 $\beta$ -driven glycolysis is required for transition of DTPs toward initiating AT1 lineage differentiation. This finding suggests that IL-1 $\beta$ -mediated inflammation and transient glycolytic metabolism by generating DTPs may establish a checkpoint determining entry into mature AT1 cell differentiation programs. Of note, DTPs have quiescent characteristics represented by expression of cell cycle inhibition, p53 signaling, and senescence marker genes. In addition, emerging evidence supported by high-resolution scRNA-seq suggests an essential role of “intermediates” during the developmental process in governing cell fate choices (Olsson et al., 2016). Interestingly, we also found that DTPs may have the plasticity required to revert to the AT2 lineage in addition to proceeding toward AT1 differentiation.

By combining lineage tracing and ATAC-seq analysis, we uncovered that *Il1r1*<sup>+</sup>AT2 cells take on distinct epigenetic state as they efficiently replenish damaged alveolar lineages in response to IL-1 $\beta$  inflammatory signals. Specific open-chromatin states in regions recognized by epigenetic regulators, including chromatin remodelers (e.g., Ino80) and epigenetic modifiers (e.g., Hat1) allow their rapid and organized response to injury during the regeneration process. Significantly, we found that DTPs mainly arise from *Il1r1*<sup>+</sup>AT2 cells in response to IL-1 $\beta$  signaling after injury. Recently, *Axin2*<sup>+</sup>AT2 cells have been identified as a distinct subset of AT2 cells (Nabhan et al., 2018; Zacharias et al., 2018). Related to the potential role of interconnectivity between IL-1 $\beta$  and Wnt signaling in fate decision of AT2 cells, comparison of *Il1r1*<sup>+</sup>AT2 and *Axin2*<sup>+</sup>AT2 cells will be helpful to understand their relationships during alveolar regeneration.

Resolution of inflammation is a coordinated and active process aimed to restore tissue integrity and function. Our data highlight the importance of macrophage activation in the transient inflammatory niche after tissue injury. The increased number of IMs and level of IL-1 $\beta$  peaked on day 14 and resolved to the homeostatic level on day 28 after injury. Analysis of lineage-tracing and scRNA-seq data also revealed that pAT2 cells and DTPs appearing after injury become dramatically reduced as tissue returns to homeostasis. However, significantly, we found that sustained IL-1 $\beta$  signaling causes defects in transition from DTPs to terminal differentiation to the AT1 lineage, which results in impaired regeneration. Our finding reveals the cellular

and molecular mechanisms of chronic inflammation in tissue dysfunction and pathogenesis. Two recent studies showed fibrosis-specific KRT17<sup>+</sup> cell populations in patient tissues of IPF (Adams et al., 2019; Habermann et al., 2019). Here we find that these populations and DTPs have similar transcriptional signatures, also supported by a recent study showing the enriched signatures of the *Cldn4*<sup>+</sup> pre-AT1 transitional state in these KRT17<sup>+</sup> populations in IPF tissues (Kobayashi et al., 2019). Furthermore, we detected KRT8<sup>+</sup>CLDN4<sup>+</sup> DTP-like cells in the alveolar regions of IPF tissue samples. In addition, several studies have revealed that mechanisms underlying cancer development co-opt regeneration programs to drive tumoral cellular heterogeneity (Maynard et al., 2019; Moll et al., 2018). Congruent with this work, we also observed DTP-like cells in tissue samples of human lung adenocarcinoma. Our results strongly suggest that fine modulation of DTPs by the IL-1 $\beta$ -mediated transient inflammatory niche during injury repair is critical for effective lung restoration and is a potential therapeutic adjunct for treating lung diseases.

### Limitations of Study

Our study identified that subsets of *Il1r1*<sup>+</sup>AT2 cells have distinctive epigenetic signatures and quickly respond to injury-induced inflammation for efficient AT1 cell generation. Although it is clear that only a subset of AT2 cells expressed *Il1r1* and expanded up to 60% of total AT2 cells during injury repair, we cannot completely rule out the possibility of stochastic expression of cre recombination for *Il1r1* expression during the repair process because of the remaining tamoxifen activity. Washout periods longer than 16 days may provide clearer evidence to further define the functionally distinctive subsets of *Il1r1*<sup>+</sup>AT2 cells during injury repair.

### STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- KEY RESOURCES TABLE
- RESOURCE AVAILABILITY
  - Materials Availability
  - Data and Code Availability
- EXPERIMENTAL MODEL AND SUBJECT DETAILS
  - Mouse Models
  - Primary 3D Lung organoid co-culture
  - Primary Macrophage culture *in vitro*
  - Human Adult Lung Tissue
- METHOD DETAILS
  - Tamoxifen administration
  - Bleomycin Administration
  - Lung tissue dissociation and flow cytometry
  - EdU incorporation Assays in organoids
  - Measurement of Extracellular Acidification Rate (ECAR)
  - Glucose Uptake (2-NDBG incorporation) assays.
  - Quantitative RT-PCR
  - Histology and Immunohistochemistry
  - ATAC-seq analysis

- scRNA-seq Library Preparation and Sequencing
- Alignment, quantification and quality control of single cell RNA sequencing data
- Excluding stromal cells and contaminated cells in scRNA-seq analysis of organoids and SPC lineage-tracing after bleomycin injury
- Doublet Exclusion
- Pseudotime Analysis

## ● QUANTIFICATION AND STATISTICAL ANALYSIS

### SUPPLEMENTAL INFORMATION

Supplemental Information can be found online at <https://doi.org/10.1016/j.stem.2020.06.020>.

### ACKNOWLEDGMENTS

We would like to thank Emma Rawlins (University of Cambridge, UK) for valuable scientific discussions and sharing mouse lines; Randall Johnson (University of Cambridge, UK) for sharing the *Hif1a<sup>lox/flox</sup>* mouse line; Nisha Narayan and Brian Huntly for sharing materials and discussions regarding glycolysis experiments; Irina Pshenichnaya (histology), Maike Paramor (NGS library), Peter Humphreys (imaging), Andy Riddell (flow cytometry), Simon McCallum (flow cytometry, Cambridge NIHR BRC Cell Phenotyping Hub), Katarzyna Kania (single-cell sequencing at Cancer Research UK), and the Cambridge Stem Cell Institute core facilities for technical assistance; the Papworth Hospital Research Tissue Bank for providing IPF and lung adenocarcinoma (T02233) tissue samples; Kelly Evans for sharing histology samples of human lung tissue; Seungmin Han and Woohang Hwang for discussions regarding scRNA-seq analysis; Life Science Editors for editorial assistance; and all Lee lab members for helpful discussions. This work was supported by Wellcome and the Royal Society (107633/Z/15/Z) and a European Research Council starting grant (679411). J.C. was supported by the National Research Foundation of Korea (NRF) funded by the Ministry of Education (2017R1A6A3A03005399).

### AUTHOR CONTRIBUTIONS

J.C. and J.-H.L. designed the experiments, interpreted the data, and wrote the manuscript. J.C. performed most experiments and data analysis. J.-E.P. performed and analyzed scRNA-seq data. G.T. and N.H. analyzed ATAC-seq data. M.Y. shared the *Ndrp1-Cre<sup>ERT2</sup>* mouse line. B.-K.K. helped with generation of the *Il1r1-Cre<sup>ERT2</sup>* mouse line.

### DECLARATION OF INTERESTS

The authors declare no competing interests.

Received: January 27, 2020

Revised: April 1, 2020

Accepted: June 23, 2020

Published: August 3, 2020

### REFERENCES

Adams, T.S., Schupp, J.C., Poli, S., Ayaub, E.A., Neumark, N., Ahangari, F., Chu, S.G., Raby, B.A., Deluigi, G., Janusz, M., et al. (2019). Single Cell RNA-seq reveals ectopic and aberrant lung resident cell populations in Idiopathic Pulmonary Fibrosis. *bioRxiv*. <https://doi.org/10.1101/759902>.

Adamson, I.Y., and Bowden, D.H. (1974). The type 2 cell as progenitor of alveolar epithelial regeneration. A cytodynamic study in mice after exposure to oxygen. *Lab. Invest.* 30, 35–42.

Barkauskas, C.E., Crouse, M.J., Rackley, C.R., Bowie, E.J., Keene, D.R., Stripp, B.R., Randell, S.H., Noble, P.W., and Hogan, B.L. (2013). Type 2 alveolar cells are stem cells in adult lung. *J. Clin. Invest.* 123, 3025–3036.

Bolger, A.M., Lohse, M., and Usadel, B. (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. *Bioinformatics* 30, 2114–2120.

Buenrostro, J.D., Wu, B., Chang, H.Y., and Greenleaf, W.J. (2015). ATAC-seq: A Method for Assaying Chromatin Accessibility Genome-Wide. *Curr. Protoc. Mol. Biol.* 109, 21.29.1–21.29.9.

Butler, A., Hoffman, P., Smibert, P., Papalexi, E., and Satija, R. (2018). Integrating single-cell transcriptomic data across different conditions, technologies, and species. *Nat. Biotechnol.* 36, 411–420.

Chen, F., Liu, Z., Wu, W., Rozo, C., Bowdridge, S., Millman, A., Van Rooijen, N., Urban, J.F., Jr., Wynn, T.A., and Gause, W.C. (2012). An essential role for TH2-type responses in limiting acute tissue damage during experimental helminth infection. *Nat. Med.* 18, 260–266.

Conway, E.M., Pikor, L.A., Kung, S.H., Hamilton, M.J., Lam, S., Lam, W.L., and Bennewith, K.L. (2016). Macrophages, Inflammation, and Lung Cancer. *Am. J. Respir. Crit. Care Med.* 193, 116–130.

Dang, C.V., Kim, J.W., Gao, P., and Yuste, J. (2008). The interplay between MYC and HIF in cancer. *Nat. Rev. Cancer* 8, 51–56.

Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15–21.

Endo, T., Nakamura, J., Sato, Y., Asada, M., Yamada, R., Takase, M., Takaori, K., Oguchi, A., Iguchi, T., Higashi, A.Y., et al. (2015). Exploring the origin and limitations of kidney regeneration. *J. Pathol.* 236, 251–263.

Feng, J., Liu, T., Qin, B., Zhang, Y., and Liu, X.S. (2012). Identifying ChIP-seq enrichment using MACS. *Nat. Protoc.* 7, 1728–1740.

Finn, J., Sottoriva, K., Pajcini, K.V., Kitajewski, J.K., Chen, C., Zhang, W., Malik, A.B., and Liu, Y. (2019). Dlk1-Mediated Temporal Regulation of Notch Signaling Is Required for Differentiation of Alveolar Type II to Type I Cells during Repair. *Cell Rep.* 26, 2942–2954.e5.

Fortier, M.A., Krishnaswamy, K., Danyod, G., Boucher-Kovalik, S., and Chapdalaine, P. (2008). A postgenomic integrated view of prostaglandins in reproduction: implications for other body systems. *J. Physiol. Pharmacol.* 59 (Suppl 1), 65–89.

Ganguly, K., Martin, T.M., Concel, V.J., Upadhyay, S., Bein, K., Brant, K.A., George, L., Mitra, A., Thimraj, T.A., Fabisiak, J.P., et al. (2014). Secreted phosphoprotein 1 is a determinant of lung function development in mice. *Am. J. Respir. Cell Mol. Biol.* 51, 637–651.

Garayoa, M., Martínez, A., Lee, S., Pio, R., An, W.G., Neckers, L., Trepel, J., Montuenga, L.M., Ryan, H., Johnson, R., et al. (2000). Hypoxia-inducible factor-1 (HIF-1) up-regulates adrenomedullin expression in human tumor cell lines during oxygen deprivation: a possible promotion mechanism of carcinogenesis. *Mol. Endocrinol.* 14, 848–862.

Habermann, A.C., Gutierrez, A.J., Bui, L.T., Yahn, S.L., Winters, L.I., Calvi, C.L., Peter, L., Chung, M.I., Taylor, C.J., Jetter, C., et al. (2019). Single-cell RNA-sequencing reveals profibrotic roles of distinct epithelial and mesenchymal lineages in pulmonary fibrosis. *bioRxiv*. <https://doi.org/10.1101/753806>.

Haghverdi, L., Büttner, M., Wolf, F.A., Büttner, F., and Theis, F.J. (2016). Diffusion pseudotime robustly reconstructs lineage branching. *Nat. Methods* 13, 845–848.

Hasegawa, K., Sato, A., Tanimura, K., Uemasu, K., Hamakawa, Y., Fuseya, Y., Sato, S., Muro, S., and Hirai, T. (2017). Fraction of MHCII and EpCAM expression characterizes distal lung epithelial cells for alveolar type 2 cell isolation. *Res. Res.* 18, 150.

Heinz, S., Benner, C., Spann, N., Bertolino, E., Lin, Y.C., Laslo, P., Cheng, J.X., Murre, C., Singh, H., and Glass, C.K. (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. *Mol. Cell* 38, 576–589.

Hogan, B.L., Barkauskas, C.E., Chapman, H.A., Epstein, J.A., Jain, R., Hsia, C.C., Niklason, L., Calle, E., Le, A., Randell, S.H., et al. (2014). Repair and regeneration of the respiratory system: complexity, plasticity, and mechanisms of lung stem cell function. *Cell Stem Cell* 15, 123–138.

Hsu, Y.C., Li, L., and Fuchs, E. (2014). Emerging interactions between skin stem cells and their niches. *Nat. Med.* 20, 847–856.

- Katsura, H., Kobayashi, Y., Tata, P.R., and Hogan, B.L.M. (2019). IL-1 and TNF $\alpha$  Contribute to the Inflammatory Niche to Enhance Alveolar Regeneration. *Stem Cell Reports* 12, 657–666.
- Klose, C.S., and Artis, D. (2016). Innate lymphoid cells as regulators of immunity, inflammation and tissue homeostasis. *Nat. Immunol.* 17, 765–774.
- Kobayashi, Y., Tata, A., Konkimalla, A., Katsura, H., Lee, F.R., Ou, J., Banovich, E.N., Kropski, A.J., and Tata, R.P. (2019). Persistence of a novel regeneration-associated transitional cell state in pulmonary fibrosis. *bioRxiv*. <https://doi.org/10.1101/855155>.
- Kotton, D.N., and Morrisey, E.E. (2014). Lung regeneration: mechanisms, applications and emerging stem cell populations. *Nat. Med.* 20, 822–832.
- Kuriakose, T., and Kanneganti, T.D. (2018). ZBP1: Innate Sensor Regulating Cell Death and Inflammation. *Trends Immunol.* 39, 123–134.
- Lechner, A.J., Driver, I.H., Lee, J., Conroy, C.M., Nagle, A., Locksley, R.M., and Rock, J.R. (2017). Recruited Monocytes and Type 2 Immunity Promote Lung Regeneration following Pneumectomy. *Cell Stem Cell* 21, 120–134.e7.
- Lee, J.H., Bhang, D.H., Beede, A., Huang, T.L., Stripp, B.R., Bloch, K.D., Wagers, A.J., Tseng, Y.H., Ryeom, S., and Kim, C.F. (2014). Lung stem cell differentiation in mice directed by endothelial cells via a BMP4-NFATc1-thrombospondin-1 axis. *Cell* 156, 440–455.
- Lee, J.H., Tammela, T., Hofree, M., Choi, J., Marjanovic, N.D., Han, S., Canner, D., Wu, K., Paschini, M., Bhang, D.H., et al. (2017). Anatomically and Functionally Distinct Lung Mesenchymal Populations Marked by Lgr5 and Lgr6. *Cell* 170, 1149–1163.e12.
- Li, L., and Clevers, H. (2010). Coexistence of quiescent and active adult stem cells in mammals. *Science* 327, 542–545.
- Ligresti, G., Aplin, A.C., Dunn, B.E., Morishita, A., and Nicosia, R.F. (2012). The acute phase reactant orosomucoid-1 is a bimodal regulator of angiogenesis with time- and context-dependent inhibitory and stimulatory properties. *PLoS ONE* 7, e41387.
- Lindemans, C.A., Calafiore, M., Mertelsmann, A.M., O'Connor, M.H., Dudakov, J.A., Jenq, R.R., Velardi, E., Young, L.F., Smith, O.M., Lawrence, G., et al. (2015). Interleukin-22 promotes intestinal-stem-cell-mediated epithelial regeneration. *Nature* 528, 560–564.
- Madisen, L., Zwingman, T.A., Sunken, S.M., Oh, S.W., Zariwala, H.A., Gu, H., Ng, L.L., Palmiter, R.D., Hawrylycz, M.J., Jones, A.R., et al. (2010). A robust and high-throughput Cre reporting and characterization system for the whole mouse brain. *Nat. Neurosci.* 13, 133–140.
- Mantovani, A., Allavena, P., Sica, A., and Balkwill, F. (2008). Cancer-related inflammation. *Nature* 454, 436–444.
- Martis, P.C., Whitsett, J.A., Xu, Y., Perl, A.K., Wan, H., and Ikegami, M. (2006). C/EBP $\alpha$  is required for lung maturation at birth. *Development* 133, 1155–1164.
- Maynard, A., McCoach, C.E., Julia, K., Rotow, L.H., Haderk, F., Kerr, L., Yu, E.A., Schenk, E.L., Tan, W., Zee, A., et al. (2019). Heterogeneity and targeted therapy-induced adaptations in lung cancer revealed by longitudinal single-cell RNA sequencing. *bioRxiv*. <https://doi.org/10.1101/2019.12.08.868828>.
- Medzhitov, R. (2008). Origin and physiological roles of inflammation. *Nature* 454, 428–435.
- Minoo, P., Su, G., Drum, H., Bringas, P., and Kimura, S. (1999). Defects in tracheoesophageal and lung morphogenesis in Nkx2.1(-/-) mouse embryos. *Dev. Biol.* 209, 60–71.
- Miossec, P., and Kolls, J.K. (2012). Targeting IL-17 and TH17 cells in chronic inflammation. *Nat. Rev. Drug Discov.* 11, 763–776.
- Misharin, A.V., Morales-Nebreda, L., Reyfman, P.A., Cuda, C.M., Walter, J.M., McQuattie-Pimentel, A.C., Chen, C.I., Anekalla, K.R., Joshi, N., Williams, K.J.N., et al. (2017). Monocyte-derived alveolar macrophages drive lung fibrosis and persist in the lung over the life span. *J. Exp. Med.* 214, 2387–2404.
- Moll, H.P., Pranz, K., Musteanu, M., Grabner, B., Hruschka, N., Mohrher, J., Aigner, P., Stiedl, P., Brcic, L., Laszlo, V., et al. (2018). Afatinib restrains K-RAS-driven lung tumorigenesis. *Sci. Transl. Med.* 10, ea02301.
- Nabhan, A.N., Brownfield, D.G., Harbury, P.B., Krasnow, M.A., and Desai, T.J. (2018). Single-cell Wnt signaling niches maintain stemness of alveolar type 2 cells. *Science* 359, 1118–1123.
- Naik, S., Larsen, S.B., Gomez, N.C., Alaverdyan, K., Sandoel, A., Yuan, S., Polak, L., Kulukian, A., Chai, S., and Fuchs, E. (2017). Inflammatory memory sensitizes skin epithelial stem cells to tissue damage. *Nature* 550, 475–480.
- Naik, S., Larsen, S.B., Cowley, C.J., and Fuchs, E. (2018). Two to Tango: Dialog between Immunity and Stem Cells in Health and Disease. *Cell* 175, 908–920.
- Olsson, A., Venkatasubramanian, M., Chaudhri, V.K., Aronow, B.J., Salomonis, N., Singh, H., and Grimes, H.L. (2016). Single-cell analysis of mixed-lineage states leading to a binary cell fate choice. *Nature* 537, 698–702.
- Ramírez, F., Ryan, D.P., Grüning, B., Bhardwaj, V., Kilpert, F., Richter, A.S., Heyne, S., Dündar, F., and Manke, T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res.* 44 (W1), W160–5.
- Riemyndy, K.A., Jansing, N.L., Jiang, P., Redente, E.F., Gillen, A.E., Fu, R., Miller, A.J., Spence, J.R., Gerber, A.N., Hesselberth, J.R., and Zemans, R.L. (2019). Single cell RNA sequencing identifies TGF $\beta$  as a key regenerative cue following LPS-induced lung injury. *JCI Insight* 5, e123637.
- Rindler, T.N., Stockman, C.A., Filuta, A.L., Brown, K.M., Snowball, J.M., Zhou, W., Veldhuizen, R., Zink, E.M., Dautel, S.E., Clair, G., et al. (2017). Alveolar injury and regeneration following deletion of ABCA3. *JCI Insight* 2, e97381.
- Robson, M.J., Zhu, C.B., Quinlan, M.A., Botschner, D.A., Baganz, N.L., Lindler, K.M., Thome, J.G., Hewlett, W.A., and Blakely, R.D. (2016). Generation and Characterization of Mice Expressing a Conditional Allele of the Interleukin-1 Receptor Type 1. *PLoS ONE* 11, e0150068.
- Rock, J.R., Barkauskas, C.E., Counce, M.J., Xue, Y., Harris, J.R., Liang, J., Noble, P.W., and Hogan, B.L. (2011). Multiple stromal populations contribute to pulmonary fibrosis without evidence for epithelial to mesenchymal transition. *Proc. Natl. Acad. Sci. USA* 108, E1475–E1483.
- Schonthaler, H.B., Guinea-Viniegra, J., and Wagner, E.F. (2011). Targeting inflammation by modulating the Jun/AP-1 pathway. *Ann. Rheum. Dis.* 70 (Suppl 1), i109–i112.
- Semenza, G.L. (2012). Hypoxia-inducible factors in physiology and medicine. *Cell* 148, 399–408.
- Van Keymeulen, A., Rocha, A.S., Ousset, M., Beck, B., Bouvencourt, G., Rock, J., Sharma, N., Dekoninck, S., and Blanpain, C. (2011). Distinct stem cells contribute to mammary gland development and maintenance. *Nature* 479, 189–193.
- Wagers, A.J., and Weissman, I.L. (2004). Plasticity of adult stem cells. *Cell* 116, 639–648.
- Weaver, M., Dunn, N.R., and Hogan, B.L. (2000). Bmp4 and Fgf10 play opposing roles during lung bud morphogenesis. *Development* 127, 2695–2704.
- Westphalen, K., Gusarova, G.A., Islam, M.N., Subramanian, M., Cohen, T.S., Prince, A.S., and Bhattacharya, J. (2014). Sessile alveolar macrophages communicate with alveolar epithelium to modulate immunity. *Nature* 506, 503–506.
- Wolf, F.A., Angerer, P., and Theis, F.J. (2018). SCANPY: large-scale single-cell gene expression data analysis. *Genome Biol.* 19, 15.
- Wolf, F.A., Hamey, F.K., Plass, M., Solana, J., Dahlin, J.S., Göttgens, B., Rajewsky, N., Simon, L., and Theis, F.J. (2019). PAGA: graph abstraction reconciles clustering with trajectory inference through a topology preserving map of single cells. *Genome Biol.* 20, 59.
- Wu, H., Yu, Y., Huang, H., Hu, Y., Fu, S., Wang, Z., Shi, M., Zhao, X., Yuan, J., Li, J., et al. (2020). Progressive Pulmonary Fibrosis Is Caused by Elevated Mechanical Tension on Alveolar Stem Cells. *Cell* 180, 107–121.e17.
- Yu, G., Wang, L.G., and He, Q.Y. (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics* 31, 2382–2383.

Zacharias, W.J., Frank, D.B., Zepp, J.A., Morley, M.P., Alkhaleel, F.A., Kong, J., Zhou, S., Cantu, E., and Morrisey, E.E. (2018). Regeneration of the lung alveolus by an evolutionarily conserved epithelial progenitor. *Nature* **555**, 251–255.

Zeng, L., Yang, X.T., Li, H.S., Li, Y., Yang, C., Gu, W., Zhou, Y.H., Du, J., Wang, H.Y., Sun, J.H., et al. (2016). The cellular kinetics of lung alveolar epithelial cells and its relationship with lung tissue repair after acute lung injury. *Respir. Res.* **17**, 164.

Zepp, J.A., Zacharias, W.J., Frank, D.B., Cavanaugh, C.A., Zhou, S., Morley, M.P., and Morrisey, E.E. (2017). Distinct Mesenchymal Lineages and Niches Promote Epithelial Self-Renewal and Myofibrogenesis in the Lung. *Cell* **170**, 1134–1148.e10.

Zhang, Z., Newton, K., Kummerfeld, S.K., Webster, J., Kirkpatrick, D.S., Phu, L., Eastham-Anderson, J., Liu, J., Lee, W.P., Wu, J., et al. (2017). Transcription factor Etv5 is essential for the maintenance of alveolar type II cells. *Proc. Natl. Acad. Sci. USA* **114**, 3903–3908.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

(Continued on next page)

## Continued

## RESOURCE AVAILABILITY

### Materials Availability

Mouse lines are available upon request.

### Data and Code Availability

The datasets of scRNA-seq and ATAC-seq analysis generated during this study are available at GEO: GSE145031 (scRNA-seq of AT2 lineage-tracing), GEO: GSE144468 (scRNA-seq of organoids), and GEO: GSE144598 (ATAC-seq). Software used to analyze the data are either freely or commercially available.

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Mouse Models

*SPC-Cre<sup>ERT2</sup>* (Barkauskas et al., 2013), *Rosa26-lox-stop-lox-tdTomato* (Madisen et al., 2010), *Ndr1-Cre<sup>ERT2</sup>* (Endo et al., 2015), *Krt8-Cre<sup>ERT2</sup>* (Van Keymeulen et al., 2011), *Hi1fa<sup>fllox/fllox</sup>* (Garayoa et al., 2000), and *Il1r1<sup>fllox/fllox</sup>* (Robson et al., 2016) mice have been described and are available from Jackson Laboratory. *Il1r1-P2A-eGFP-IRES-Cre<sup>ERT2</sup>* (*Il1r1-Cre<sup>ERT2</sup>*) mice were generated in our laboratory. Mice for the lineage tracing and injury experiments were on a C57BL/6 background and 6–10 weeks old mice were used for most of the experiments described in this study. Experiments were approved by local ethical review committees and conducted according to UK Home Office project license PC7F8AE82. Mice were bred and maintained under specific-pathogen-free conditions at the Cambridge Stem Cell Institute and Gurdon Institute of University of Cambridge.

### Primary 3D Lung organoid co-culture

Lung organoids were established following the previous report (Lee et al., 2014). Briefly, freshly sorted lineage-labeled cells were resuspended in 3D basic media (DMEM/F12 (GIBCO) supplemented with 10% FBS (GIBCO) and ITS (Insulin-Transferrin-Selenium, Corning)), and mixed with cultured lung stromal cells, followed by resuspension in growth factor-reduced Matrigel (BD Biosciences) at a ratio of 1:5. A 100 μL mixture was placed in a 24-well Transwell insert with a 0.4-μm pore (Corning). Approximately  $5 \times 10^3$  *SPC*<sup>+</sup> cells were seeded in each insert. 500 μL of 3D basic media was placed in the lower chamber, and medium was changed every other day with or without IL-1β (20ng/ml, Peprotech), Digoxin (50 μM, Sigma), and 2-deoxyglucose (5mM, Sigma). ROCK inhibitor Y27632 (10uM, Sigma) was added in the medium for the first 2 days of culture. For isolation of stroma cells, cells negatively isolated by CD31 via MACS column were further negatively sorted by CD326 (EpCAM) and CD45 microbeads (Miltenyi Biotec). For co-culture with macrophages, sorted interstitial or alveolar macrophages were added to organoids with lineage-labeled *SPC*<sup>+</sup> cells at a ratio of 1:6 in the presence of lung stromal cells. GM-CSF (20ng/ml, Peprotech) was included in some cultures. Analysis of colony forming efficiency (C.F.U) and size of organoids were at 14 days after plating if there is no specific description. For organoid culture of DATPs, AT2 cells (CD31<sup>+</sup>CD45<sup>+</sup>EpCAM<sup>+</sup>MHCII<sup>+</sup>) isolated from *Krt8-Cre<sup>ERT2</sup>;R26R<sup>tdTomato</sup>* were cultured with for 14 days with IL-1β (20ng/ml,

Peprotech). Then, 4-OH tamoxifen was added at day14 and day16 in culture to label *Krt8*-expressing cells. Organoids were cultured with EpCAM<sup>+</sup>MHCII<sup>+</sup>Tomato<sup>+</sup> DATPs isolated by flow cytometry.

### Primary Macrophage culture *in vitro*

Interstitial macrophages (CD45<sup>+</sup>CD64<sup>+</sup>Siglec-F<sup>+</sup>CD11b<sup>high</sup>) or alveolar macrophages (CD45<sup>+</sup>CD64<sup>+</sup>Siglec-F<sup>+</sup>CD11b<sup>low</sup>) were isolated from C57BL/6 by MOFLO system (Beckman Coulter). Isolated macrophages were cultured for 24 hr in RPMI-1640 medium containing 10% FBS and 50  $\mu$ M 2-mercaptoethanol with or without GM-CSF (10 ng/ml).

### Human Adult Lung Tissue

Papworth Hospital NHS Foundation Trust (Research Tissue Bank Generic REC approval, Tissue Bank Project number T02233) provided deidentified lung samples obtained from IPF patients at the time of transplantation, normal background lung tissue from adult donor lungs that were deemed unsuitable for transplant, and lung adenocarcinoma tissues from lobectomies. Fresh tissues were fixed with 4% paraformaldehyde (PFA) overnight at 4°C and paraffin sections (7 $\mu$ m) were used for immunofluorescent (IF) analysis.

## METHOD DETAILS

### Tamoxifen administration

Tamoxifen (Sigma) was dissolved in Mazola corn oil (Sigma) in a 20mg/ml stock solution. 0.2mg/g body weight tamoxifen was given via intraperitoneal (IP) injection. The numbers and date of treatment are indicated in the individual figures of experimental scheme.

### Bleomycin Administration

6-10 week mice were anesthetised via inhalation of isoflurane for approximately 3 mins. The mice were positioned on the intratracheal intubation stand, and 1.25U/kg of bleomycin, or PBS control, were delivered intratracheally by a catheter (22G). During the procedure anesthesia was maintained by isoflurane and oxygen delivery.

### Lung tissue dissociation and flow cytometry

How the deposited data were processed for this re-analysis (not part of the article)

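The deposited scRNA-seq files of control and IL-1β-treated organoids were analysed, 1 library per condition. They hold raw UMI counts of 27998 genes in 5167 cell barcodes, which the authors made with Cell Ranger on GRCm38. The cutoffs, doublet removal and exclusion of stromal cells that the methods describe are not applied in the files. Control barcodes had at least 4605 UMIs and IL-1β barcodes at least 4975. The in vivo scRNA-seq was not analysed here. Gene positions are those of GENCODE mouse M21.

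Barcodes with more than 500 and fewer than 7000 genes and more than 2000 UMIs were kept. Scrublet scores were computed per library as the methods describe (simulated doublet ratio 2, 30 neighbors, expected rate 0.1), and cells scoring over 0.7, or in clusters with a mean over 0.6 at a resolution of 20, were removed. This marked 0.0583% of cells, under the 0.5% below which the caller was regarded as not having worked, so doublets remain in the data. Counts were scaled to 10000 per cell and log-transformed, and highly variable genes were reduced to 50 principal components and a graph of 15 neighbors with scanpy 1.11.5. The 41 genes tested at the claims were left out of clustering. Clusters were found with the Leiden algorithm (leidenalg 0.10.2) at a resolution of 1.0, first to set aside stromal clusters and then among the 3868 epithelial cells, over 1456 genes. The study used the Louvain algorithm, which was run as an alternative.

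Marker genes of each class, the comparisons and the alternatives were fixed before the data were examined. The rule that names a cluster from its markers was not. A rule on mean log2 folds and a rule on standardized levels were both looked at over several clusterings before the first was taken. A cluster took the name whose markers had the highest mean log2 fold over the other epithelial cells, with a pseudocount of 0.1. It stayed unnamed when fewer than 3 of these markers were above the other cells, when 3 or more mitochondrial genes were among its top 10 genes, when markers of another class led its top 10, when its depth was low and no marker led, or when it scored as cycling and no cycling marker led. A leading marker counted only when found in at least 50% of the cluster's cells. The last of these conditions was added after Scgb1a1 appeared among the leading genes of the largest control cluster, and the condition on cycling markers after an IL-1β cluster led by Ccl20 and Spib scored as cycling. No minimum margin between names was asked for. Naming by standardized levels and naming with a margin of 0.05 were kept as alternatives chosen after seeing the data, as was the use of every clustering alternative for the share of airway-like cells. The pAT2 marker Lcn1 is not in the files and was left out.

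Shares are percentages of a library's epithelial cells with exact Clopper-Pearson 95% intervals. Expression is the sum of a gene's UMIs over the cells of a class per 1000000 UMIs (CPM), with exact Poisson 95% intervals, and ratios carry exact intervals of the same level. A count of 0 was taken to allow 3 counts. These intervals cover counting error only, and with 1 library per condition no test was made. The genes considered are those that the text or Fig. 4F and Fig. 7A to 7C name. For each comparison the 5 highest and 5 lowest in the IL-1β library were added, ranked by the limit of the interval nearest 1. The ranking took genes with at least 100 UMIs, without mitochondrial, ribosomal protein and predicted genes. Not every ranked gene is printed here. The result of 1 gene that the text names was left out because it is withheld for evaluation. Diffusion pseudotime and PAGA were computed in scanpy on the same graph settings.

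The ratios and intervals were tested on simulated data, in which 200 genes were changed by known folds. Of these 200, 100% were recovered in AT2-lineage and stromal cells and 99% in AT1-like cells, and the intervals held the true ratio for 95.3%, 95.5% and 95.2% of genes in AT2-lineage, AT1-like and stromal cells. Summed counts were drawn from a Poisson distribution, which the intervals assume. The simulation had no spread between cells, clustering, naming or difference between preparations, so it speaks only to the calculation of counting error. The alternatives varied the cell filter, doublet removal, resolution, clustering genes, clustering algorithm, joint or separate clustering, centering within libraries, random seed, scaling of counts, and the root and cell number of pseudotime.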

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

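All of the tests in this part were chosen after the result they address had been seen, apart from that of macrophages among the stromal cells. Each result here comes from genes or cells that the paper does not discuss, with a level above that in the control library, and rests on 1 library per condition.

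A cluster of 9 cells led by Scgb3a1, Scgb3a2, Reg3g and Bpifa1 made up 0.348% of the IL-1β epithelial cells (exact 95% interval 0.159% to 0.660%), and no control cell lay in it. The class was larger under 3 of the alternatives, whose use for this share was chosen after seeing the data: it held 52 IL-1β cells (2.13%) with the highest-scoring 5% of cells removed, 49 (1.90%) with all highly variable genes and 47 (1.82%) with random seed 1, each time with 1 control cell. The tests below are on the 9 cells. Doublets with AT2-lineage cells were tested by Sftpc. Over the 9 cells together it stood at 21.9% of its AT2-lineage level, between the 30% or more set for doublets and the 5.90% found in stromal cells, so this test decided nothing. A further test was then made cell by cell. The median cell had 4.63% and 2 of the 9 cells had 30% or more, so doublets with AT2-lineage cells may account for 2 cells but not for the others. The same median argues against AT2-lineage cells that took up free airway RNA, which would keep their Sftpc, though not for the same 2 cells. Doublets with other cells were not tested. The 9 cells had a median of 22353 UMIs, against 11507 in IL-1β pAT2-like cells, so such doublets remain open. Too few control cells may also account for the difference between the libraries: 0 of 1285 cells has an exact upper limit of 0.287%, above the lower limit of the IL-1β share. For the larger class under the 3 alternatives the intervals did not overlap. Under random seed 1 the control upper limit was 0.433% and the IL-1β lower limit 1.34%. The cells added to the class were not examined, so this does not decide it for the 9 cells. Carry-over of airway cells from the sort and an effect of IL-1β were not tested.

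Ceacam10 was 229 times higher in IL-1β than in control AT2-lineage cells, from 2 control and 698 IL-1β UMIs (interval 63.2 to 1897). Free RNA from stromal cells is argued against, since its level in the IL-1β stromal cells was 3.28% of that in AT2-lineage cells. A few abundant genes taking most of the counts are argued against as well: without surfactant, mitochondrial and ribosomal protein genes the log2 ratio was 7.71, against 7.84 with them. A difference between the preparations and an effect of IL-1β cannot be told apart with 1 library per condition.

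Ly6i was 75.7 times higher in IL-1β than in control AT1-like cells (interval 54.1 to 109.5). Its level in IL-1β stromal cells was 10.9% of that in AT1-like cells, which argues against stromal free RNA. It was also found in IL-1β AT2-lineage cells at 1119 CPM, above the 784 in AT1-like cells. Free RNA from AT2-lineage cells is argued against, since Ly6i in AT1-like cells stood at 70.1% of its AT2-lineage level, whereas Sftpc stood at 26.1% and Lyz2 at 6.77%. Reads shared with other Ly6 genes were not tested either, since the files hold counts and not reads.

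Mmp12 was 8440 times higher in IL-1β than in control stromal cells, from 1 control and 5893 IL-1β UMIs (interval 1514 to 333421). Macrophages among the stromal cells are argued against as the source: without the 120 of 475 IL-1β stromal cells that held a UMI of an immune marker, Mmp12 stood at 110% of its level. A change in the mixture of stromal cells, a difference between the preparations and an effect of IL-1β remain open and were not tested.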

How the results depend on the processing

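No paired analysis was possible because each condition has 1 library. Alternatives were set before the data were examined, apart from the naming rules given last.

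The counts of epithelial cells stayed between 1225 and 1291 in the control and between 2447 and 2584 in the IL-1β library under 9 alternatives. Under 13 alternatives, 3 of 3 AT2-identity genes were lower in IL-1β AT2-lineage cells, 7 or 8 of 8 late AT1 genes were lower and 8 of 8 DATP-associated genes higher in IL-1β AT1-like cells, and 5 of 5 stromal genes (Ereg, Spp1, Hgf, Grem1 and Bmp4) kept the direction that the text gives. The values below are those that moved or reversed, and the cause was not tested.

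The shares of the classes depended on the clustering. With separate clustering, clusters were named against the other cells of their own library, so a shift shared by a whole library cannot show. The difference in pAT2-like share, 68.1 percentage points as reported, reversed to -5.74 with each library clustered separately. It was 71.4 with all barcodes, 71.0 without doublet removal, 72.05 with the highest-scoring 5% of cells removed, 43.5 at a resolution of 0.5, 66.1 at a resolution of 2.0, 75.2 with Louvain clustering, 47.5 with genes centered within libraries and 70.5 with random seed 1. The difference in DATP-like share, 3.94 points as reported, stayed above 0 and was 11.6 with all barcodes, 6.91 with the highest-scoring 5% removed, 41.7 at a resolution of 0.5, 10.8 at 2.0, 10.03 with all highly variable genes, 10.7 with separate clustering, 23.3 with centering and 1.35 with random seed 1. The difference in AT1-like share, -3.54 points as reported, stayed below 0 and was -12.9 with all barcodes, -0.798 with the highest-scoring 5% removed, -7.33 at a resolution of 0.5, -13.8 at 2.0, -12.2 with Louvain clustering and -8.54 with separate clustering.

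The median log2 ratio of the early AT1 genes, -0.26 as reported, reversed to 0.13 with all barcodes, 0.27 at a resolution of 2.0, 0.13 with Louvain clustering and 0.011 with separate clustering. It was -0.12 at a resolution of 0.5, -0.37 with every cell thinned to 2000 UMIs and -0.37 as a mean over cells. Lmo7 reversed to log2 ratios of 0.021 with all barcodes, 0.25 at a resolution of 2.0, 0.035 with Louvain clustering and 0.027 with separate clustering. Pdpn reversed to 0.25 with all barcodes, 0.29 at a resolution of 2.0 and 0.22 with Louvain clustering, and Aqp5 to 0.022 at a resolution of 2.0.

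The number of Fig. 4F genes highest in DATP-like cells of the control library, 4 of 12 as reported, was 11 with the highest-scoring 5% of cells removed, 10 at a resolution of 2.0 and 1 with centering. No value could be had with all barcodes, at a resolution of 0.5, with all highly variable genes or with Louvain clustering, where fewer than 10 control cells were DATP-like. In the IL-1β library, 9 as reported, it was 0 with separate clustering and between 7 and 11 under the other alternatives. The difference in median pseudotime, 0.55 as reported, was 0.025 with centering, which removes the difference between the library means by construction, and reached 0.60 under the others.

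Under the naming rules chosen after seeing the data, the pAT2-like difference was 51.6 points with standardized marker levels, and the DATP-like difference was 12.8 points both with standardized levels and with a margin of 0.05, since no control cell was then DATP-like. Over 54 genes, some in more than 1 comparison, and 15 alternatives, the gene ratios gave 899 values, of which 655 stayed within the counting interval, 236 moved and the 8 given above reversed.

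The number of cells limits the control pAT2-like class, which had 17 cells, and the cycling class of the IL-1β library, which had 2. With separate clustering the control pAT2-like class held 221 cells.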

Differences from the paper's values

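The share of pAT2 cells in control organoids was 1.32%, against the paper's value of about 7.0% in Fig. 2G, read by eye. None of the alternatives set before the data were examined closed this gap, and separate clustering of the libraries gave 17.2%. The share of DATPs in control organoids was 8.87%, against the paper's value of about 2.5% in Fig. 2G, read by eye. At a clustering resolution of 2.0 it was 1.71%, within 1.5 times of the paper's value, and none of the other alternatives came as near.

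The share of AT2 cells in IL-1β-treated organoids was 0%, against the paper's value of about 7.9% in Fig. 2G, read by eye. No alternative set before the data were examined closed this gap: the share was 1.82% with genes centered within libraries and 26.3% with separate clustering. The share of AT1 cells in IL-1β-treated organoids was 14.3%, against the paper's value of about 6.2% in Fig. 2G, read by eye, and ranged from 11.0% to 15.3% under these alternatives. The share of cAT2 cells in IL-1β-treated organoids was 0.0774%, against the paper's value of about 0.27% in Fig. 2G, read by eye. It rests on 2 cells, the exact 95% interval reaches 0.279%, and no alternative set before the data were examined gave a share within 1.5 times of the paper's.

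The paper gives Hif1a as enriched in DATPs. Here it was highest in pAT2-like cells in both libraries, with overlapping intervals of pAT2-like and DATP-like cells in both. It was highest in the DATP-like cells of the IL-1β library with Louvain clustering and at a resolution of 2.0. In that library it was highest in AT2-like cells with separate clustering, and in pAT2-like cells under the 12 other alternatives. In the control library, it was highest in DATP-like cells with the highest-scoring 5% of cells removed, at a resolution of 2.0, with separate clustering and with cells thinned to 2000 UMIs. For the 12 genes of Fig. 4F the paper draws on in vivo and organoid data, whereas only organoids were analysed here. Most of the 12 are highest in DATPs in the paper. In the control library here 4 of 12 were, though 11 with the highest-scoring 5% of cells removed and 10 at a resolution of 2.0. In the IL-1β library 9 of 12 were, though 0 with separate clustering and between 7 and 11 under the other alternatives.

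The paper calls early AT1 genes comparable between control and IL-1β-treated organoids. Of the 4 genes, 3 were lower and 1 higher in the IL-1β AT1-like cells, each with a counting interval that excludes 1. Hopx had a ratio of 0.647. The median log2 ratio of these genes, -0.26 as reported, changed sign under 4 alternatives, to values from 0.011 to 0.27. The paper describes levels of Sftpc and Lyz2 as comparable in pAT2 cells and sees the same signature in IL-1β-treated AT2 cells. The IL-1β over control ratios here were 0.720 for Sftpc and 1.59 for Lyz2 in AT2-lineage cells. The paper reads pseudotime as a course of IL-1β-treated cells toward the AT1 fate. With a root in the control library, the IL-1β AT1-like cells had a median pseudotime of 0.592 here, below the 0.600 of pAT2-like cells.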

Other observations

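The tests of depth and of stromal genes in the clustering were set before their results were seen. Those of the preparations, of Mmp12 in AT2-lineage cells and of Igfbp2 were chosen after.

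Clusters that took at least 95% of their cells from 1 library held 98.8% of the epithelial cells. With every cell thinned to 2000 UMIs and clustered again, the share was 84.0%, so a difference in depth is argued against as the whole cause, but it may account for a part. Stromal free RNA is argued against: without the 725 of 1456 clustering genes that were higher in stromal cells, the share was 100%. With 1 library per condition, a difference between the preparations and an effect of IL-1β cannot be told apart.

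Mmp12 was also among the genes that rose most in IL-1β AT2-lineage cells, to 19.5 CPM. This was 3.13% of its level in the stromal cells, within the 1.63% to 5.57% of the 8 stromal markers, so free RNA from stromal cells is a candidate explanation. The genes that rose most by the same ranking also included Neurl3 (ratio 111, interval 43.1 to 408) and Pigr (ratio 43.2, interval 34.1 to 55.5). Scgb3a1 was among them too, at least 45.3 times higher with a control count of 0 taken to allow 3 (exact limit 36.5). Scgb3a1 stood at 9.57 CPM in IL-1β AT2-lineage cells, 9.20 in IL-1β stromal cells and 8.34 in IL-1β AT1-like cells. The airway-like cells of that library gave 36776 CPM. The rise of Scgb3a1 was therefore not particular to AT2-lineage cells.

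Igfbp2 was 345 times lower in IL-1β than in control stromal cells, from 1974 control and 4 IL-1β UMIs, and 149 times lower in AT1-like cells, where it is also a marker used for naming. Free RNA from AT1-like cells is argued against as the source of the control stromal signal: Igfbp2 in control stromal cells stood at 16.6% of its AT1-like level, whereas the AT1 gene Ager stood at 2.44%. A change in the mixture of stromal cells was not tested.

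Bex2 and Bex4 were lower in IL-1β cells in both epithelial comparisons, with Bex2 at a ratio of 0.0286 in AT2-lineage cells and 0.00846 in AT1-like cells and Bex4 at 0.0235 and 0.0229. In stromal cells, Mmp10 was 571 times higher in the IL-1β library (interval 277 to 1421). With a count of 0 taken to allow 3, Tmem178 was at least 215 times lower, Ogn at least 140 and Gdf10 at least 91.7. The exact limits were lower, at 175, 113 and 74.2 times. A cluster of 48 cells, 45 of them from the IL-1β library, had a median mitochondrial share of 21.4% and was left unnamed, as was a cluster of 34 cells led by Ccl20.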
